# Auricular malformations are driven by copy number variations in a hierarchical enhancer cluster and a dominant enhancer recapitulates human pathogenesis

**DOI:** 10.1038/s41467-025-59735-w

**Published:** 2025-05-17

**Authors:** Xiaopeng Xu, Qi Chen, Qingpei Huang, Timothy C. Cox, Hao Zhu, Jintian Hu, Xi Han, Ziqiu Meng, Bingqing Wang, Zhiying Liao, Wenxin Xu, Baichuan Xiao, Ruirui Lang, Jiqiang Liu, Jian Huang, Xiaokai Tang, Jinmo Wang, Qiang Li, Ting Liu, Qingguo Zhang, Stylianos E. Antonarakis, Jiao Zhang, Xiaoying Fan, Huisheng Liu, Yong-Biao Zhang

**Keywords:** Gene regulation, Development, Transcriptional regulatory elements

## Abstract

Enhancers, through the combinatorial action of transcription factors (TFs), dictate both the spatial specificity and the levels of gene expression, and their aberrations can result in diseases. While a *HMX1* downstream enhancer is associated with ear malformations, the mechanisms underlying bilateral constricted ear (BCE) remain unclear. Here, we identify a copy number variation (CNV) containing three enhancers—collectively termed the positional identity hierarchical enhancer cluster (PI-HEC)—that drives BCE by coordinately regulating *HMX1* expression. Each enhancer exhibits distinct activity-location-structure features, and the dominant enhancer with high mobility group (HMG)-box combined with Coordinator and homeodomain TF motifs modulating its activity and specificity, respectively. Mouse models demonstrate that neural crest-derived fibroblasts with aberrant *Hmx1* expression in the basal pinna, along with ectopic distal pinna expression, disrupt outer ear development, affecting cartilage, muscle, and epidermis. Our findings elucidate mammalian ear morphogenesis and underscore the complexity of synergistic regulation among enhancers and between enhancers and transcription factors.

## Abstract (web summary)

Here, the authors identify a copy number variation containing three enhancers (PIHEC) that drives bilateral constricted ear by co-ordinately regulating HMX1 expression, revealing how aberrant Hmx1 expression in neural crest-derived fibroblasts disrupts outer ear development.

## Introduction

Investigating the intricate morphological changes during mammalian embryogenesis remains a pivotal focus in developmental biology, a discipline that has recently seen significant progress^1^. The mammalian ear, a complex structure originating from cranial neural crest cells (CNCCs) and all three germ layers, exemplifies the complexity of developmental biology. It showcases a unique interplay of developmental processes and evolutionary adaptation^2,3^. The outer ear, essential for capturing sound waves and implicated in conductive hearing loss when dysfunctional, is less explored than its middle and inner counterparts^3^. This part, comprising the tragus and helix, is not only important for auditory function but also demonstrates considerable morphological diversity throughout evolution as well as in many types of diseases^4–7^. Unraveling the molecular mechanisms underlying this diversity is an ongoing field of investigation.

Bilateral constricted ear (BCE) often presents as an autosomal dominant trait and primarily manifests as curling of the upper portion of the external ear, affecting structures such as the helix, scapha, and antihelix. Comparative genetic studies across species, including sheep, cows, mice, and rats, have identified a correlation between BCE-like phenotypes and a non-coding regulatory region adjacent to the *Hmx1* gene that contains an evolutionarily conserved region (ECR)^8,9^. *Hmx1* (Homeobox gene H6-like 1), alternatively designated as *Nkx5-3*, represents a fundamental member of the homeodomain-containing Nkx5 transcription factor family. Two other highly similar genes in this family include *Hmx2* and *Hmx3*, both of which show expression patterns in the central nervous system (CNS) and inner ear^10^. The deficiency of either *Hmx2* or *Hmx3* results in vestibular system malformation and abnormal inner ear development^11^. *Hmx1* is mainly expressed in the second branchial arch (ventral-caudal region), eye, trigeminal cranial nerve, and dorsal root ganglia, and its deficiency leads to the occurrence of Oculo-Auricular syndrome^12^. In humans, phenotypic presentations similar to those in concha-type microtia have been linked to genomic duplications encompassing the ECR near *HMX1*^13^. Notably, in rats, a 5.7-kb deletion that includes this ECR significantly diminishes *Hmx1* expression, leading to a dumbo ear phenotype, highlighting a critical regulatory role^14^. Furthermore, in human concha-type microtia, several genomic duplications exist that extend beyond the ECR, suggesting a complex and multifaceted genetic mechanism underlying outer ear development. The spectrum of pathogenic mutations involving the ECR, including both duplications and deletions, emphasizes the complex interplay of gene expression in determining ear morphology.

Elucidating the function of cis-regulatory elements in specific cellular and temporal settings is key to unraveling the complex mechanisms of ear development and regulatory variations that influence the external ear phenotype^15,16^. Recent research underscores CNCCs as vital in craniofacial development, including the outer ear^17–19^. CNCC positional identity is determined by a complex set of signaling factors that govern a distinct hierarchy of gene expression profiles. For example, positional identity along the anterior-posterior axis is influenced by bivalent gene expression, such as *Hoxa2* in the second pharyngeal arch and *Hand2* in the mandibular arch^20^. Along the proximo-distal axis, gene expression of *Dlx* homeobox family members, for example, governs patterning within the mandibular arch. Patterning along all axes is crucial for proper craniofacial morphogenesis^21^. This highlights the importance of precise CNCC positional identity^22^. For instance, ectopic *Hoxa2* expression in the pharyngeal arch 1 (PA1) results in mirror-image pinna duplication^7^, while the loss of *Dlx5* and *Dlx6* in the mandibular arch results in the transformation of the lower jaw into a mirror image of the upper jaw components^23^. Single-cell RNA sequencing (scRNA-seq) studies of the mandibular arch further revealed a wide range of heterogeneous cellular domains (intra-arch identity), with disturbances leading to specific mandible and tooth defects^24^. Yet, the exact regulatory mechanisms of spatial gene expression in the craniofacial region, including *HMX1*, and within individual arches, are not fully understood. This knowledge gap limits our understanding of the genetic and epigenetic dynamics in human craniofacial morphogenesis.

This investigation presents a comprehensive analysis of human pedigrees with BCE, employing gene chips and next-generation sequencing to pinpoint a pathogenic locus, designated as the BCE locus on chromosome 4. This locus encompasses an enhancer cluster, comprising three synergistically acting enhancers identified in human craniofacial tissues and in vitro-derived human CNCCs (hCNCCs). Transgenic LacZ mouse experiments revealed that the spatial specificity of the *Hmx1* gene expression in pharyngeal arch 2 (PA2) during ear development is governed by a hierarchical interplay among these enhancers, forming what we term the Positional Identity Hierarchical Enhancer Cluster (PI-HEC). In-depth examination of the dominant enhancer in PI-HEC unraveled a complex network of transcription factors (TFs) modulating enhancer specificity and function. Gene-editing in mouse models elucidated the link between pinna development and altered *Hmx1* expression, exposing a dysregulated molecular network affecting pinna structures such as cartilage, muscle, and epidermis. Our findings significantly advance the understanding of the genetics and regulatory mechanisms behind human outer ear development, providing molecular insights into the etiology of pinna development and the presentation of BCE.

## Results

### Copy number duplications detected in BCE

We collected seven Chinese families presenting with the BCE phenotype, with an inheritance pattern consistent with complete autosomal dominance (Fig. 1a). Kinship analysis confirmed that these families are unrelated (PI-HAT < 0.1 for all sequenced founders). Affected individuals in these families exhibited the characteristic BCE phenotype (Fig. 1b), defined by malformations of the external ear, including a reduced helix size and the absence of the triangular fossa, scaphoid fossa, and antihelix, resulting in a distinctive shell-like appearance. We explored the genetic basis of BCE using classical linkage analysis with GeneChip genotyping. Linkage analysis on pedigrees 1, 3, and 6 yielded a significant combined parametric LOD score of 7.8 (Supplementary Fig. 1a), with individual scores of 2.7, 1.8, and 3.3 respectively (Supplementary Fig. 1b). This led to the mapping of the susceptibility locus to a 10.2 cM region on chromosome 4 (Supplementary Fig. 1b).

**Fig. 1:**
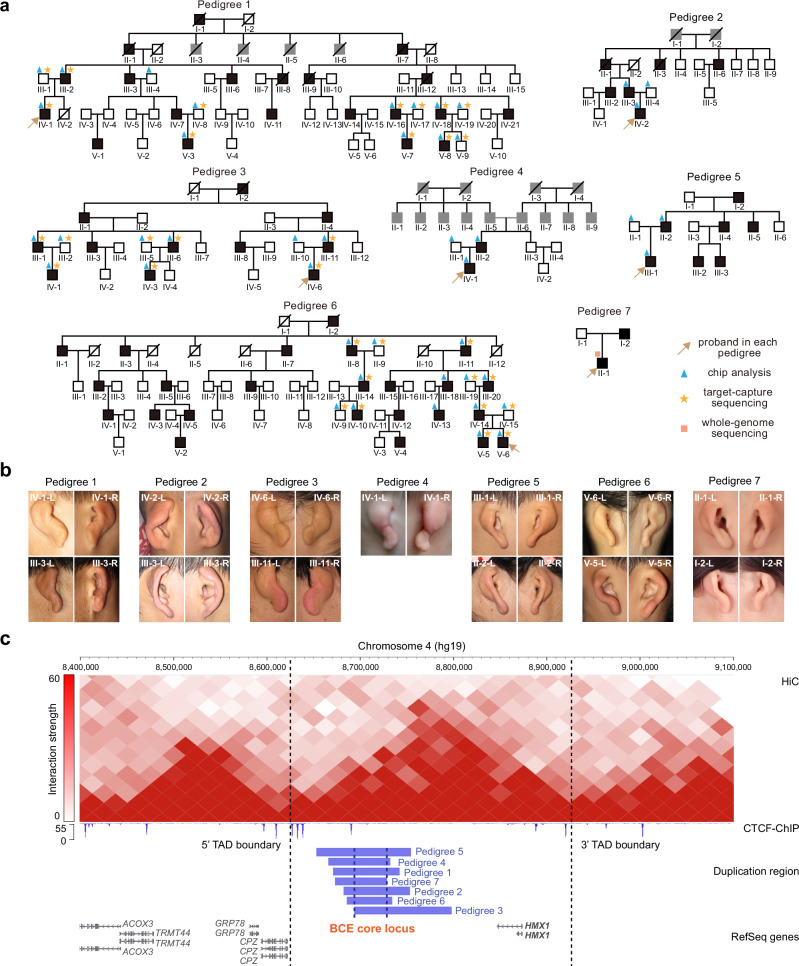
Duplication of non-coding region downstream of *HMX1* as a pathogenic factor in Bilateral Constricted Ears (BCEs). **a** Pedigrees of seven families with BCEs. Each individual’s pedigree identity is indicated below their symbol. Black shading indicates affected individuals, while gray shading denotes unknown phenotype. **b** Representative images of affected ears from the proband patients and their families, in each pedigree. **c** Copy number duplication in each family, located in the intergenic region downstream of the *HMX1* gene, within the same TAD. The top panel displays Hi-C data (25 kb resolution) from human eye tissue^25^, with the black dotted line marking the TAD boundary. In the middle panel, the CTCF signal (late hCNCCs), a marker frequently observed at TAD boundaries, is depicted across this region. The lower panel specifies the duplication regions for each family, highlighting the minimum overlapping genomic area (chr4: 8691119-8728565, termed BCE core locus).

For fine mapping of this locus, target-capture sequencing was performed on 32 individuals across the three pedigrees. This detailed analysis revealed copy number duplications (copy number = 3) co-segregating in all sequenced patients from the three pedigrees (Supplementary Fig. 1c). The specific genomic ranges of these duplications were chr4:8691119-8795306, chr4:8679801-8750713, and chr4:8668379-8739905 (hg19) for each respective pedigree. Further investigations using chip-based methods and whole-genome sequencing in the remaining four pedigrees confirmed that probands in each of these pedigrees also carried copy number duplications in this non-coding region (Fig. 1c). Ultimately, our findings converged on a minimum genomic region of overlap of chr4:8691119-8728565 (termed the BCE core locus), consistently duplicated across all seven BCE pedigrees. Hi-C data from human eye cell line^25^, revealed the TAD structure around the BCE core locus, suggesting that *HMX1* and *CPZ* are potential target genes (Fig. 1c).

### The BCE core locus, containing a cluster of enhancers, directly interacts with the *HMX1* promoter

Previous studies have identified a conserved enhancer within the BCE core locus that participates in the regulation of *Hmx1* gene expression across different mammals^8,14^. However, understanding of the full range of cis-regulatory elements at this locus, including their context-dependent characteristics and their role in controlling pinna development, remains incomplete. Given the spatiotemporal specificity of cis-regulatory elements, it is imperative to study them within embryonic contexts that are closely associated with pinna development. Studies in mice indicated that CNCCs are important for pinna organogenesis^7^, and both murine studies^14^ and single-cell sequencing data of human embryos^26^ also indicated that *HMX1* is predominantly expressed in the craniofacial mesenchyme, including the PA1/2 and PA3/4 regions (Supplementary Fig. 2a). These data underscore the necessity of concentrating our research on CNCCs and craniofacial mesenchyme to thoroughly investigate cis-regulatory elements within the BCE core locus and their roles in pinna development (Supplementary Fig. 2a).

To delineate the cis-regulatory elements at the BCE core locus, we interrogated publicly available ChIP-seq data from both in vivo embryonic human head tissues (CS13-CS17)^27^ and in vitro-derived hCNCCs^28^. This approach revealed a cluster of potential enhancers (termed EC1, EC2, and EC3), the homologous sequence corresponding to EC1 in mice contains the 594 bp ECR as mentioned in the introduction, within the BCE core locus across these datasets: EC1 and EC2 are both active in two datasets, EC3 was defined as an active enhancer in vivo but possesses weak histone signals in vitro (Fig. 2a). Consistent with findings in the human datasets, analogous sequences in publicly available mouse CNCCs (mCNCCs) data^20^ were also identified as an enhancer cluster, notably in PA2 (Supplementary Fig. 2b). Comparative analyses employing Promoter Capture Hi-C (PCHi-C) revealed that the enhancer cluster region actively interacts with the *HMX1* promoter in hCNCCs, but not in human Embryonic Stem Cells (hESCs) (Fig. 2b and Supplementary Data 1). This observation suggests that the activity of the enhancer cluster is temporally regulated and cell-type specific, favoring *HMX1* and excluding interaction with the adjacent gene *CPZ*. Publicly available mouse PC-HiC data^29^ further revealed that the BCE core locus interacts with the *Hmx1* promoter in PA2 tissue of E10.5 and pinna structures of E12.5 and E14.5 (Supplementary Fig. 2c). The collective evidence suggests a conserved role of the enhancer cluster in modulating *HMX1* expression in CNCCs, necessitating further clarification of how enhancers within this complex coordinate the spatiotemporal pattern of *HMX1* expression.

**Fig. 2:**
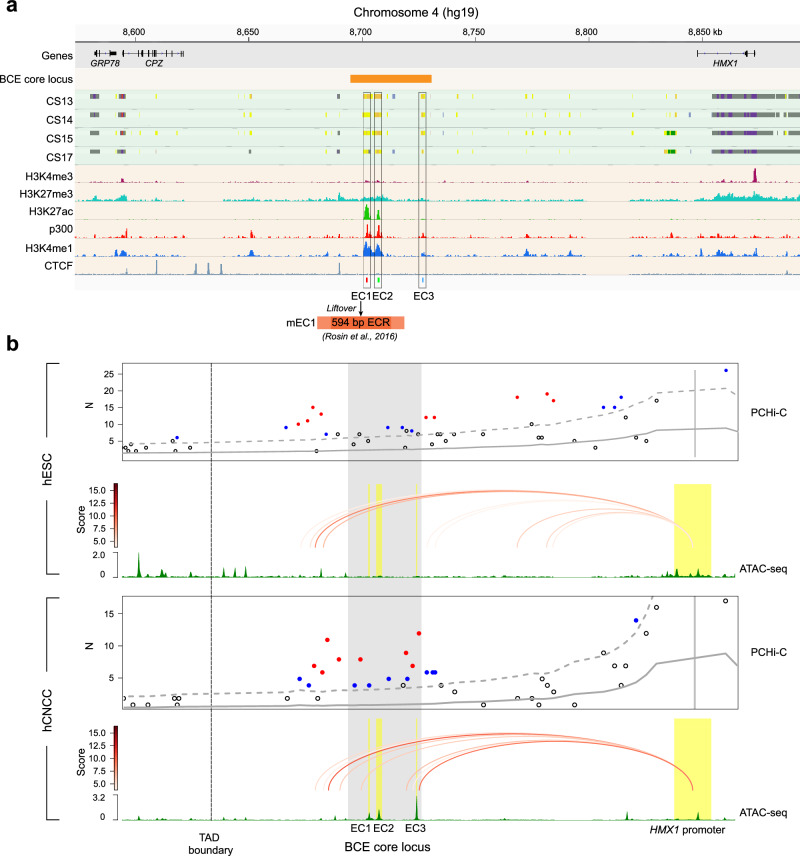
Identification and characterization of candidate enhancers at the BCE core locus. **a** Epigenomic profiling pinpoints enhancer elements at the BCE core locus. Integrated epigenomic analysis of the BCE core locus, combining in vivo data from human embryo craniofacial tissue at stages CS13-CS17 (including ear progenitor regions, upper part)^27^ with in vitro data from hESCs-derived human Cranial Neural Crest Cells (hCNCCs, lower part)^31^. CNV region shared across seven pedigrees is outlined by the golden rectangle. The chromatin state is represented through color coding (gray, Repressed PolyComb; purple, Bivalent Promoter; light yellow, Weak Enhancer; dark yellow, Active Enhancer; green, Weak Transcription; red, Promoter Upstream TSS), as defined on the Cotney lab craniofacial epigenome website (https://cotney.research.uchc.edu/craniofacial/). The epigenetic marks H3K4me3, H3K27me3, H3K27ac, and the presence of the transcriptional coactivator p300, in addition to H3K4me1 and CTCF signals in hCNCCs, are displayed. Candidate enhancers EC1, EC2, and EC3 are identified based on both datasets and are indicated by black rectangles. Previously reported mouse 594 bp ECR region resides in the mEC1 homologous sequence. **b** Differential chromatin interactions link CE enhancers to *HMX1* promoter. Promoter Capture Hi-C (PC-HiC) analysis demonstrates the differential physical interactions between the CE locus and the *HMX1* promoter in hESCs compared to late hCNCCs. For each cell line, the upper panel shows interaction profile (Gray full and dashed lines show expected counts and the upper bound of the 95% confidence intervals, respectively; Significant interactions with score ≥5 are shown in red, and sub-threshold interactions with 3 ≤ score < 5 are shown in blue); The middle panel shows called loops and the line color denotes the interaction strength; The bottom panel shows ATAC-seq track. The TAD boundary identified in Fig. 1c is depicted. ATAC-seq data and PC-HiC data for hESCs are sourced from GSE145327^28^ and GSE86821^85^, respectively.

### Different intrinsic activities of the three enhancers at the BCE core locus during hCNCCs differentiation

To investigate the spatiotemporal modulating patterns of the individual candidate enhancers hEC1, hEC2, and hEC3 within the enhancer cluster, we further conducted a detailed analysis of epigenetic datasets of two developmental stages of in vitro derived hCNCCs^28,30^: early (D11), representing cells migrating out of the neural rosettes, and late (P4), representing post-migratory mesenchymal cells (Fig. 3a). Active enhancer markers, P300 and H3K27ac, revealed distinct profiles: hEC1 displayed significant activity in late hCNCCs; hEC2 was divided into two regions, hEC2.1 and hEC2.2, based on P300 signals; hEC2.1 showed strong H3K27ac activity at both stages, whereas hEC2.2 exhibited weaker H3K27ac activity, indicating a less active state at both stages; hEC3, despite showing strong accessibility in late hCNCCs and interaction with the *HMX1* promoter (Fig. 2b), lacked H3K27ac signals (Fig. 3a).

**Fig. 3:**
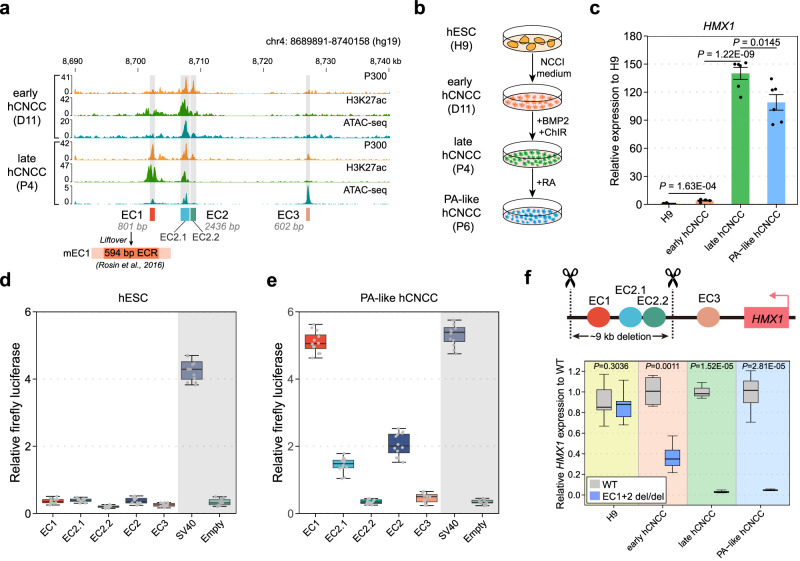
The expression level of *HMX1* is correlated with the activities of the enhancers in the BCE core locus. **a** Epigenetic profiling at the BCE core locus in early (D11) and late hCNCCs (P4). Previously reported mouse 594 bp ECR region resides in the mEC1 homologous sequence. **b** Schematic of hESCs differentiation to PA-like hCNCCs: The process involves transitioning H9 cell line hESCs to early hCNCCs using NCC induction (NCCI) medium, followed by BMP2/ChIR treatment to reach late hCNCCs stage, and finally achieving PA-like hCNCCs with retinoic acid (RA) introduction. **c** *HMX1* expression analysis across four cell states, presented as mean ± S.E.M. (*n* = 6). *P*-values were calculated using unpaired Student’s *t*-test (two-tailed). **d, e** Luciferase assays evaluating candidate enhancers at the BCE core locus in hESC (**d**), and PA-like hCNCC (**e**), including SV40 enhancer (positive control) and empty vector (negative control). Results from three independent experiments, each with four technical replicates (*n* = 12), are shown. The box plot displays the median (center line), 25th-75th percentiles (box bounds), and whiskers extending to 1.5×interquartile range from each quartile (10th-90th percentiles shown as reference), with outliers plotted individually. **f** CRISPR/Cas9 strategy to delete two active enhancers (hEC1 and hEC2, ~9 kb), and gene expression comparison across four cell states in WT and knockout cell lines (*n* = 3). *P*-values were calculated using unpaired Student’s *t*-test (two-tailed). The boxplot definition is same as **d, e**. Source data are provided as a Source Data file.

To evaluate the capacity of the candidate enhancers to drive reporter gene expression, we adapted a well-established in-vitro differentiation system^31^, further incorporating retinoic acid (RA) at the late hCNCCs stage to induce transformation into PA (pharyngeal arch)-like hCNCCs characteristic (Fig. 3b and Supplementary Fig. 4a). *HMX1* gene expression initially rose approximately 4-fold at the early hCNCCs stage, and subsequently surged to about 140-fold at the late hCNCCs stage and 110-fold at the PA-like hCNCCs stage (Fig. 3c). In luciferase assays, none of the enhancers showed activity in H9 cells, consistent with the inaccessibility of these enhancers in hESCs (Fig. 3d and Fig. 2b). However, hEC2.1 and hEC2 become active in early hCNCCs, while hEC1 also initiates activation, albeit with very weak activity (Supplementary Fig. 4b). Furthermore, in late and PA-like hCNCCs, EC1 was a strong transcriptional activator (Fig. 3e and Supplementary Fig. 4c), while hEC2.1 and hEC2 demonstrated weaker activity than hEC1 (Fig. 3e and Supplementary Fig. 4c). Notably, hEC2.2 and hEC3 remained inactive in all tested contexts, consistent with their weak H3K27ac signals (Fig. 3d and Fig. 3e). These findings suggest that hEC1 is a strong enhancer, hEC2 is a weak enhancer and hEC3 is primed for activation but it is not currently active in this cellular context or it may serve as a structural element to facilitate the contact between the BCE core locus enhancer cluster and the *HMX1* promoter^32^.

In a further experiment, we created knockout (KO) hESC lines with simultaneous deletions of hEC1 and hEC2 (Fig. 3f, upper panel, and Supplementary Fig. 5a). Both wild-type and KO hESC lines exhibited similar differentiation capacities into hCNCCs, and the expression levels of two marker genes, *SOX9* and *TWIST1*, were similar in both lines (Supplementary Fig. 5b, c). In the differentiation of hESCs to PA-like cells, *HMX1* expression remained similar between wild-type and KO cells at the H9 cell stage, but diverged noticeably at the early hCNCCs stage, becoming more pronounced in the late and PA-like hCNCCs stages (Fig. 3f, bottom panel). In summary, our results establish the relationship between *HMX1* expression and enhancer activities in the BCE core locus in different stages of hCNCCs development.

### *Hmx1* gene patterning along pinna development is related to epistatic interactions of the three enhancers in the BCE core locus

We employed whole-mount in-situ hybridization (WISH, E9.5) and a newly generated transgenic Hmx1-P2A-EGFP mouse reporter line (E11.5 and E14.5) to elucidate the spatiotemporal dynamics of *Hmx1* expression during embryonic ear development (Fig. 4a and Supplementary Fig. 5d). The GFP reporter mouse we constructed accurately recapitulates the spatiotemporal expression pattern of the *Hmx1* gene in-vivo (Supplementary Fig. 5e, f, g). Specifically, we focused on three developmental stages: embryonic day 9.5 (E9.5), representing early CNCCs development stage in PAs; E11.5, reflecting CNCC-derived mesenchyme development stage in PAs; and E14.5, corresponding to the initial stages of pinna development (Fig. 4a and Supplementary Fig. 5f, g). We observed the initiation of *Hmx1* expression at E9.5 in the superior region of PA1. By E11.5, this expression expanded to the eye, craniofacial mesenchyme, part of PA2, and the dorsal root ganglia (DRG). By E14.5, *Hmx1* predominantly localized to the lower part of the outer ear (lp), the basal pinna zone (bp), craniofacial mesenchyme (cm), and the proximal region of the mandibular prominence (pmp) (Fig. 4a).

**Fig. 4:**
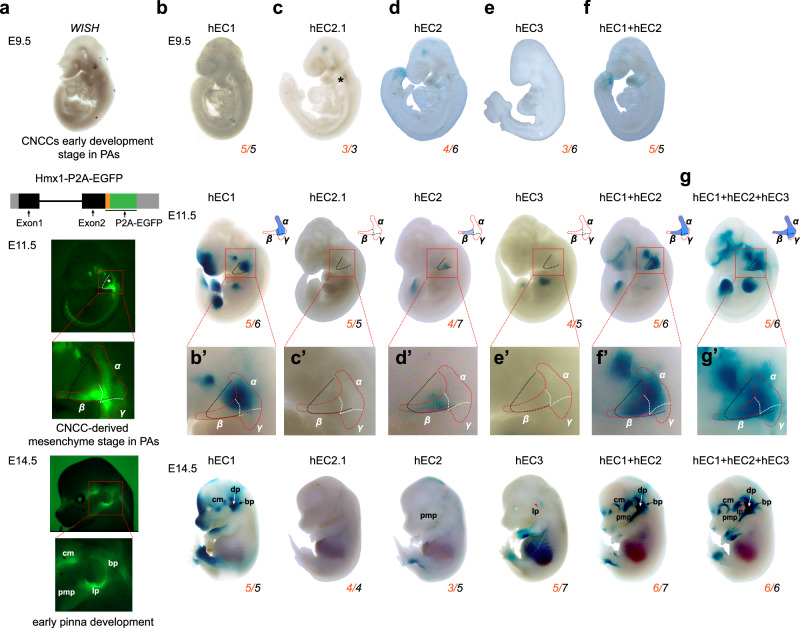
Spatiotemporal regulation of *HMX1* expression by multipartite enhancers in-vivo*.* **a** Spatiotemporal *Hmx1* expression from E9.5 to E14.5: WISH image and fluorescent images of Hmx1-P2A-EGFP transgenic mouse reporter line (Supplementary Fig. 4j); Schematic of the knock-in strategy of Hmx1-P2A-EGFP is presented. The expression of *Hmx1*, predominantly in the PA2 zone (region outlined by the white dashed box) and pinna region, was magnified for detailed observation, and the spatial location of *Hmx1* expression at E11.5 is manually divided into α (proximal), β (distal), γ (caudal to PA2) positions according to corresponding PA2 zones. cm, craniofacial mesenchyme; bp, basal pinna; lp, lower part of pinna; dp, distal pinna; pmp, the proximal region of the mandibular prominence. **b**–**g** LacZ assays during pinna development for various enhancers of hEC1 (**b**), hEC2.1 (**c**), hEC2 (**d**), hEC3 (**e**), hEC1 + hEC2 (**f**), and hEC1 + hEC2 + hEC3 (**g**). The orange number in the bottom right corner of each embryo indicates the count of positive LacZ staining embryos showing a similar expression pattern, with the black number denoting the total count of transgenic embryos examined (Supplementary Fig. 4d–i). The black star on the E9.5 embryo of hEC2.1 marks weak activity at the basal of PA2. PA2 zones were magnified (**b’-g’**) for detailed comparison with endogenous *Hmx1* expression in the α (proximal), β (distal), γ (caudal to PA2). Two clearly visible staining positions in the upper distal part of the pinna and the lower pinna part adjacent to the proximal mandibular region on hEC1 + hEC2 + hEC3 E14.5 embryo, compared with other enhancer constructs, were marked as red triangles.

In the LacZ assays (a site-directed transgenic approach (enSERT) was adopted) assessing BCE enhancers’ activity during mouse development, distinct patterns emerged for each enhancer. For hEC1, no activity was observed at E9.5. However, by E11.5, strong signals appeared in the proximal region of PA2, expanding to nearly the entire pinna, excluding the upper distal region, by E14.5 (Fig. 4b and Supplementary Fig. 6a). In contrast, hEC2.1 displayed only weak activity in the basal PA2 region and head at E9.5, with no detectable activity at later time points (Fig. 4c and Supplementary Fig. 6b). For hEC2, weak activity was noted in the distal PA1 and PA2 regions, head, and tail at E9.5. This activity persisted weakly in the distal PA2 region and hindlimbs at E11.5, and in the proximal region of the mandibular prominence, head, and hindlimbs at E14.5 (Fig. 4d and Supplementary Fig. 6c). For hEC3, no activity was observed at E9.5. However, it demonstrated two distinct patterns at E11.5: four transgenic embryos showed activity in the limbs (4/5 of samples), while one exhibited partial activity in proximal PA2 and a small area below PA2 (Fig. 4e and Supplementary Fig. 6d). At E14.5, the activity in the limbs persists, while relatively stable but weaker signals are observed in the ear region, specifically in the lower part of the pinna (lp). This pattern aligns with the activity detected in PA2 in only one embryo at E11.5 (Supplementary Fig. 6d). These results were somewhat similar to those using cellular models; thus, hEC2 appears to be active in early CNCC development in PAs, whereas hEC1 activity is initiated in CNCC-derived mesenchyme stage in PAs, with both maintaining activity through craniofacial development. In contrast, hEC3 activity is not active in early/late hCNCCs model, but apprears to be active in later pinna development.

To enable a detailed comparison between the spatial specificity of the *Hmx1* gene expression at E11.5 and the LacZ staining patterns of three enhancers, we divided the *Hmx1* expression around the PA2 zone into three distinct regions: α (proximal PA2 region), β (distal PA2 region), and γ (caudal to PA2) (Figs. 4a, E11.5, zoomed region). Our analysis elucidated the hierarchical relationship among the three enhancers: hEC1 exerts a predominant influence on regions α and, to a lesser extent, γ; hEC2 is primarily associated with region β; and hEC3 appears to affect region γ (only one positive embryo), albeit with an inconsistent pattern (Fig. 4b**’, d’, e’**). This led us to hypothesize that hEC1, while driving significant transcriptional activity, may not fully convey positional information. In contrast, hEC2 and hEC3, despite their weaker transcriptional activities, could provide the additional positional information required for precise *Hmx1* localization within the PA2 zone (intra-arch identity). To investigate this particular gene patterning regulation, we constructed two additional vectors: hEC1 + hEC2 and hEC1 + hEC2 + hEC3, aiming to study the epistatic interactions among the enhancer cluster in the BCE core locus (Fig. 4f, g). Notably, the pattern exhibited by the hEC1 + hEC2 combination was distinct, showing reduced overall activity at E11.5 and a more defined spatial activity in the frontonasal prominence (FNP) and limbs. Crucially, it modulated the spatial position within PA2 (Fig. 4f**’** and Supplementary Fig. 6e), encompassing most *Hmx1* expression regions, including α, β, and part of γ (Fig. 4a). We found that hEC1 and hEC2 partially overlap in the upper right corner of the beta region (Fig. 4b’ and 4d’), which suggests that the two may have some redundant characteristics. However, they are not interchangeable, as the spatial activity domain of hEC1 + hEC2 is larger than that of hEC1 or hEC2 alone (Fig. 4f**’**). The hEC1 + hEC2 + hEC3 combination further extended this pattern, closely mirroring the endogenous *Hmx1* spatial expression across regions α, β, and γ (Fig. 4g’ and Supplementary Fig. 6f). At E14.5, the staining pattern of hEC1 + hEC2 + hEC3 closely matched the endogenous spatial *Hmx1* expression around the pinna region, especially in the lower pinna part adjacent to the proximal mandibular region (Fig. 4g), correlating with areas of strong *Hmx1* expression (Fig. 4a).

These results indicate that spatial specificity of *Hmx1* expression around PA2 is finely tuned by the coordinated and synergistic enhancers within an enhancer cluster, which we term the Position Identity Hierarchical Enhancer Cluster (PI-HEC): hEC1 is responsible for the majority of the transcriptional output, while hEC2 and hEC3 provide supplementary positional information for the transcriptional activity in the PA2 region. However, they also act to restrict *Hmx1* activity in the frontonasal process and limbs. hEC1 and hEC2 likely function as synergistic enhancers, driving transcriptional activity both in terms of spatial specificity and expression levels, whereas hEC3 exhibits hierarchical characteristics when combined with hEC1 and hEC2.

### Regulatory dynamics of motif clusters within human EC1 responsible for activity and specificity

Although the three enhancers within the PI-HEC coordinately and synergistically regulate the spatiotemporal expression characteristics of *Hmx1*, we also found that hEC1 possesses the dual attributes of dictating the primary activity and proximal regional identity. Additionally, building on our previous research with the orthologous mouse sequence (mEC1) of hEC1, which highlighted a crucial 32 bp sequence regulated by the Hox-Pbx-Meis complex^14^, we extended our analysis to hEC1. To delve deeper into the regulatory dynamics, we targeted five motif clusters (D1, D2, D3, D4, and D5 of hEC1), identified by TF-binding motif analysis using FIMO (Fig. 5a and Supplementary Data 2). The impacts of deleting these individual clusters were evaluated using both in vitro (PA-like hCNCCs) and in vivo (LacZ assay) methods.

**Fig. 5:**
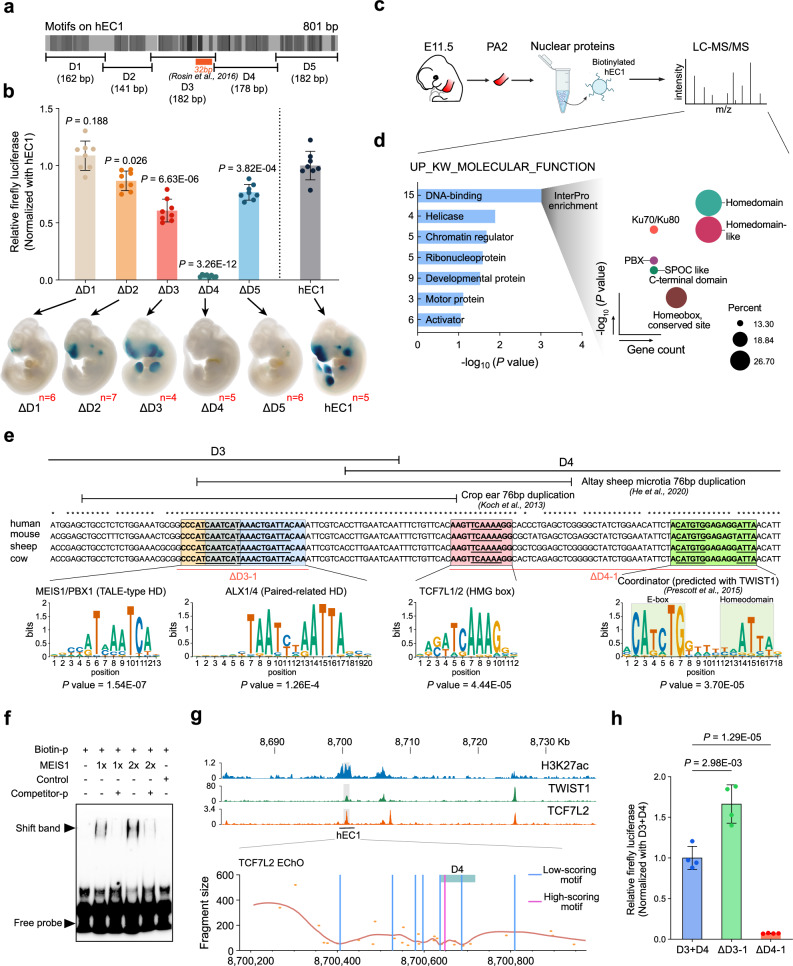
The grammar of the hEC1 enhancer is shaped by multifactorial transcription factors. **a** Motif analysis on the hEC1 sequence. The color intensity represents the affinity of the predicted TFBSs, with the previously identified core 32 bp marked^14^. Five clusters of motifs, including D1 (162 bp), D2 (141 bp), D3 (182 bp), D4 (178 bp), and D5 (182 bp), are sequentially deleted. **b** hEC1 activity is evaluated using in vitro and in vivo strategies. Luciferase assay was performed across three independent experiments with two technical replicates each. Data are shown as mean ± SEM (n = 6). *P*-values were calculated using unpaired Student’s *t*-test (two-tailed). The red number represents the number of positive LacZ staining embryos, see also Supplementary Fig. 7a. **c** A schematic process of DNA pull-down using PA2 tissue from E11.5 mouse embryos and biotinylated hEC1 is presented. **d** Gene enrichment analysis of proteins identified in the DNA pull-down assay. For fifteen DNA-binding proteins, InterPro enrichment was further performed to detect TF classification. *P* values were corrected by Benjamini-Hochberg method. **e** Dissection of motif structure across a core region linking D3 with D4. Two 76 bp duplication regions previously reported in sheep and cow are shown, respectively. The middle panel displays DNA alignment across human, mouse, sheep and cow. Four TFBSs are highlighted and the underline marked the core motif sequence. The bottom panel shows motifs logo, *P* values were calculated using a dynamic programming algorithm to convert log-odds scores, assuming a zero-order background model. Two deletions, including ΔD3-1 and ΔD4-1 used in Fig. 5h are shown. **f** An EMSA assay reveals the binding of human MEIS1 protein to the predicted motif binding site in (**e**). Experiments were performed with two independent replicates. **g** CUT&RUN assay of H3K27ac, TWIST1 and TCF7L2 across the BCE core locus. Local minimal DNA protection by TF-DNA binding reveals multiple TCF7L2-binding sites. **h** Removal of ΔD4-1 containing HMG-box and Coordinator dramatically diminish the activity of hEC1. Data are shown as mean ± SEM (n = 4). *P*-values were calculated using unpaired Student’s *t*-test (two-tailed). Source data are provided as a Source Data file.

In vitro luciferase assays showed that deletions of D2, D3, D4, and D5 significantly diminished hEC1 activity, with D4 almost completely eliminating this activity (Fig. 5b, top panel). The in vivo LacZ assay in mouse embryos revealed similar trends but also some notable differences (Fig. 5b, bottom panel). The D1 deletion, while not affecting activity in the cell line, resulted in almost complete loss of hEC1 activity in PA2 and other embryonic regions. Deletions of D2 and D5 led to substantial reductions in staining, similar to the luciferase results (Fig. 5b, bottom panel and Supplementary Fig. 7a). Interestingly, the D3 deletion, despite reducing activity in vitro, maintained visible LacZ staining across the embryo, with a spatial shift in the PA2 region from ventral to dorsal and ectopic PA1 staining. The D4 deletion eliminated staining throughout the embryo, in accordance with the cell line luciferase results.

These observations emphasize the complex regulatory mechanisms that control both the activity and specificity of the hEC1 enhancer. Concurrently, the distinct relationships of the five motif clusters for the activity and spatial specificity of gene expression provide a valuable model for elucidating the regulatory rules governing enhancers in pinna development^16^.

### hEC1 activity and specificity is coordinately controlled by multiple TFs

To investigate the proteins that bind to hEC1, we performed in vitro DNA pull-down assays using E11.5 PA2 tissue nuclear proteins and biotinylated hEC1 (Fig. 5c). Proteomic analysis via LS/MS (Liquid Chromatography-Mass Spectrometry) highlighted homeodomain TFs (HD-TFs) such as Meis1, Pbx1/3, Dlx6 as the predominant hEC1-binding family of proteins (Fig. 5d and Supplementary Data 3). Considering the lower sensitivity of this in vitro experiment and the prominence of a ‘Coordinator’ motif, a 17-bp long DNA sequence encompassing basic helix-loop-helix (bHLH)- and HD-binding motifs in hCNCCs^31,33^, we further examined our motif prediction near the HD-TFs, and found that a pattern containing HD, high mobility group (HMG) box and Coordinator (predicted with TWIST1 motif) sequences are present in the D1 (DLX1-HD) and D3-D4 region (MEIS1/PBX1-HD) (Fig. 5e and Supplementary Data 2). Therefore, the discrepancy between the luciferase assay in the cell line and the transgenic LacZ regarding the effect of D1 deletion on hEC1 activity may result from the difference in the *DLX* gene family expression between these two systems (Supplementary Fig. 4a).

Here, we focus on the conserved D3-D4 region, containing three high-affinity binding sites (*P* value ≤ 1E-04) including MEIS1/PBX1, TCF7L1/2 and Coordinator and one low-affinity binding site (*P* value > 1E-04) of ALX1/4, which are contained within the larger 76 bp duplications associated with auricular malformations in sheep and cow microtia (Fig. 5e). To validate the TF-binding events, we performed CUT&RUN assays in in vitro derived hCNCCs targeting TCF7L2 and reanalyzed one publicly available TWIST1 CUT&RUN dataset in hCNCCs^33^, and confirmed their binding capacity (Fig. 5g and Supplementary Fig. 7b, c). We then further applied enhanced chromatin occupancy (EChO) analysis, which identifies TF interaction foci^34^, to explore TCF7L2 binding patterns in the hEC1 region. One high-scoring motif was found in the D4 region, consistent with the prediction result (Fig. 5g and Supplementary Data 4). The binding capacity of human MEIS1 protein in hEC1 was also validated using the EMSA method (Fig. 5f).

We further constructed two deletion regions, D3-1 (including HD motifs) and D4-1 (including HMG box and Coordinator motif) (Fig. 5e), with luciferase assay results demonstrating that removal of D4-1 dramatically suppressed the activity of hEC1 (Fig. 5h). *Meis1*, *Tcf7l2*, *Twist1/Tcf4*, that interacted with the D4-1 sequence, were all confirmed to be expressed in the PA2 region using public mCNCCs bulk RNA-seq^20^ and *WISH* datasets (Supplementary Fig. 7d and 7e). Collectively, these findings suggest that the activity and specificity of hEC1 are modulated by a combination of different families of TFs. The underlying regulatory code, which resides within the characteristics of the enhancer sequences, offers a complex process for pinna development.

### Impact of spatial *Hmx1* expression on pinna development: insights from transgenic mouse models mimicking human BCE anomalies

To investigate human BCE development mechanisms, we created an endogenous/knock-in transgenic mouse model, *mEC1*^*dup/dup*^, containing an additional copy of mEC1 sequence on each allele, ie. four copies of mEC1 (Fig. 6a, b and Supplementary Fig. 8a). LacZ reporter activity for mEC1 in the pinna region was similar to that of hEC1 but less intense (Figs. 4b, 6c and Supplementary Fig. 8b). *mEC1*^*dup/dup*^ mice showed significant pinna development abnormalities compared to wild-type (WT) mice (Fig. 6d, e, g). The helix of the pinna was notably affected, with a reduced area (Fig. 6e, f), and the pinna angle changed, suggesting altered cartilage or muscle formation (Fig. 6g, h). Older transgenic mice exhibited progressive eye dysgenesis, albeit less consistent than ear malformations (Supplementary Fig. 8c). WISH showed spatially expanded *Hmx1* expression in the PA2 region at E10.5 and in the upper pinna region at E14.5 in the *mEC1*^*dup/dup*^ mice (Fig. 6i, j), correlating well with the activity of mEC1 (Fig. 6c). These findings underscore the impact of enhancer copy number variation in developmental morphology, especially in pinna formation.

**Fig. 6:**
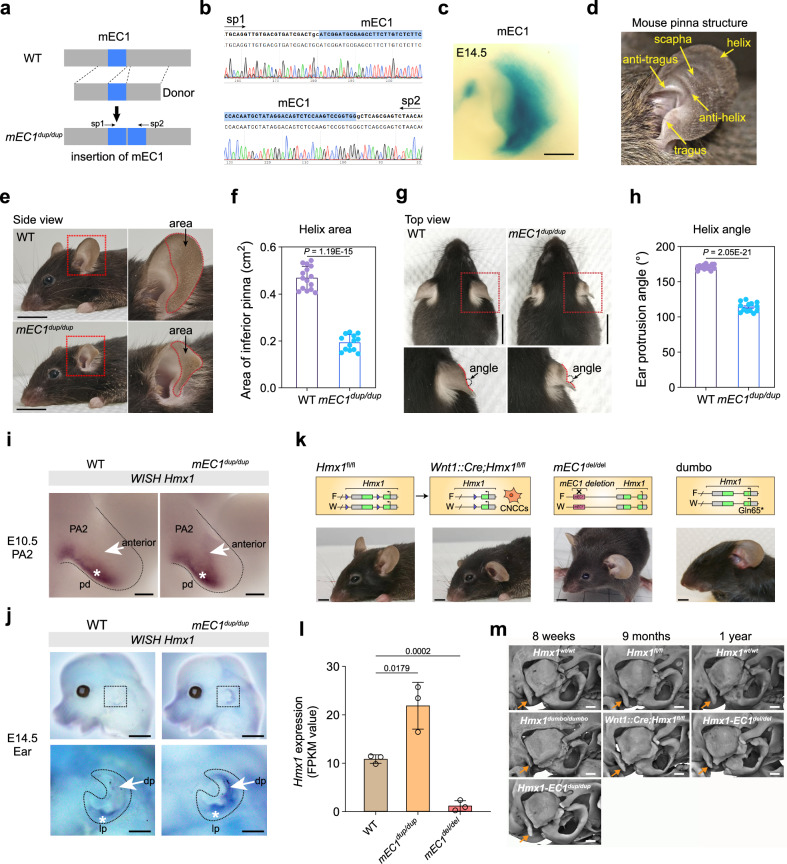
mEC1 Knock-in in mouse recapitulates human constricted ear phenotypes, and mEC1-dependent *Hmx1* expression in mCNCCs is important for ear development. **a** A CRISPR/Cas9 genome editing strategy was used to insert an extra copy of mEC1. **b** Sanger sequencing result of *mEC1*^*dup/dup*^ transgenic model. **c** The expression pattern of mEC1 at E14.5 (n = 7; see also Supplementary Fig. 8b). Scale bar measures 500 µm. **d** Illustration of mouse pinna structure. (**e**–**h**) Side and top view comparison of WT and *mEC1*^*dup/dup*^. The red rectangle highlights the altered aera of inferior pinna (**e, f**) and wrinkled helix rim (**g, h**). Data are presented as mean ± S.E.M. (n = 15). *P*-values were calculated using an unpaired Student’s *t*-test (two-tailed). Scale bars represent 1 cm. **i, j** Whole-mount in situ hybridization (WISH) showing *Hmx1* expression in WT and *mEC1*^*dup/dup*^ embryos at E10.5 (**i**) and E14.5 (**j**). Three independent embryos were assessed at each age. The white star represents original *Hmx1* expression in the posterior-distal region (pd region) (**i**) and in the lower part of pinna (lp) (**j**); and the white arrow indicates expanded *Hmx1* expression in the anterior PA2 region (**i**) and in the distal part of the outer ear (dp) (**j**). Scale bars are 50 µm (**i**) and 500 µm (**j**), respectively. **k** Loss of *Hmx1* expression through three different strategies results in a similar low-set and protruding ear phenotype. These strategies include *Hmx1*^fl/fl^ (homozygous floxed allele), *Wnt1::Cre;Hmx1*^fl/fl^ (conditional deletion of *Hmx1* in CNCCs), and *mEC1*^*del/del*^ (homozygous deletion of mEC1). The ‘dumbo’ mutation, representing a missense mutation in exon 1 of Hmx1, results in a truncated protein. Scale bars measure 5 mm. **l** Expression of *Hmx1* (FPKM value) in different genotypes. Data are shown as mean ± SEM (n = 3). Three independent experiments were performed. *P*-values were calculated using unpaired Student’s *t*-test (two-tailed). **m** Micro-CT analysis of ear-related structure in different mouse models, at eight weeks, nine months and one year. The gold arrow points to the paroccipital process. Scale bars measure 500 µm. Source data are provided as a Source Data file.

To explore the interplay between EC1 and *Hmx1* expression in CNCCs in ear development, we used multiple mouse models disrupting *Hmx1* function in various ways: *Wnt1::Cre;Hmx1*^*fl/fl*^ (conditional *Hmx1* knockout in mCNCCs), *mEC1*^*del/del*^, and *dumbo* (mutation in exon 1 of *Hmx1* resulting in truncated protein after residue Gln65^12^) to test 0 to 4 copies of the mEC1 enhancer in transgenic animals (Fig. 6k and Supplementary Fig. 8d). The pinna morphology in these models exhibits similar low set, laterally protruding characteristics (Fig. 6k), suggesting that mEC1 is crucial for proper *Hmx1* expression in mCNCCs and normal pinna development. We did not observe external ear malformations in *mEC1*^*del/+*^ (one copy of mEC1) or *mEC1*^*dup/+*^ (three copies of mEC1). To further investigate the contribution of mEC1 to *Hmx1* expression level, we evaluated the effects of mEC1 duplication and deletion on *Hmx1* expression levels. The results showed that mEC1 duplication led to a twofold increase in *Hmx1* expression, while mEC1 deletion caused a ninefold decrease (Fig. 6l). These findings highlight the critical role of mEC1 in regulating *Hmx1* expression in mice. Finally, performing micro-CT analysis on all mouse models revealed that the normal development of the paroccipital process, a conical prominence of bone adjacent to the outer ear and serving as an attachment point for certain neck muscles, was significantly impacted in the *dumbo*, *Wnt1::Cre;Hmx1*^*fl/fl*^ and *mEC1*^*del/del*^ mice but not in *mEC1*^*dup/dup*^ (Fig. 6m and Supplementary Fig. 8e-j).The reduced size of the paroccipital process may affect muscle attachment and, in turn, contribute to the lateral orientation of the pinna in these mutants (vs the more upright position in wildtype animals).

### EC1 duplication results in ectopic expression of *Hmx1*, leading to disrupted cell differentiation in ear development

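For bulk RNA-seq, whole pinna prominences were micro-dissected at E14.5 from wild-type (WT) embryos and from *mEC1* dup/dup embryos, which carry 4 copies of the enhancer mEC1 in place of 2. Each genotype had 5 replicates. The authors trimmed the paired-end reads with fastp, aligned them to GRCm39 with STAR and counted the reads on each gene with featureCounts, and they deposited these raw counts for 53465 genes without normalization. Total counts ranged from 17536112 to 18265354 per WT replicate (median 18021425) and from 17461544 to 18462073 per *mEC1* dup/dup replicate (median 18357768). The counts were normalized here by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 16426 genes that passed its filter on low counts. Following the thresholds of Fig. 7d, a gene was called a differentially expressed gene (DEG) at a Benjamini-Hochberg adjusted p of at most 0.05 and an average log2 CPM of at least 1. Scores of gene sets were compared by a two-sided exact permutation test, for which 5 embryos against 5 allow 252 arrangements and no p below 0.00794.

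The biological coefficient of variation between replicates was 0.113. In a principal component analysis of log2 CPM, the first component held 30.5% of the variance and did not separate the genotypes, and the second held 18.4% and placed all 5 WT replicates above all 5 *mEC1* dup/dup replicates. No pair of libraries of one genotype was a copy of another: their counts differed by 2.57 to 18.4 times the sampling noise (chi-square per degree of freedom). The replicates differed in 2 further measures. *Xist*, the X-linked transcript expressed in female cells, had 5 counts or fewer in every WT library, and 12812, 19040, 18165, 2096 and 0 counts in *mEC1* dup/dup replicates 1 to 5. The embryonic genes *Hbb-y*, *Hbb-bh1* and *Hba-x* gave 21.3% ± 2.07 (SD, n = 5) of all globin counts in WT and 34.3% ± 1.22 (SD, n = 5) in *mEC1* dup/dup (two-sided exact permutation test, p = 0.00794). The globin genes are paralogs, and the counting could have split reads between them.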

To gain greater insight into the mechanisms underlying abnormal pinna development in the *mEC1*^*dup/dup*^ mouse model, we performed scRNA and bulk RNA sequencing at the E14.5 embryonic stage in the whole pinna prominence (Fig. 7a). scRNA-seq analysis revealed that the pinna prominence at this stage is primarily composed of various types of fibroblasts (clusters 1-8), chondrocytes (cluster 9), myogenic cells (cluster 10 and 11), endothelial cells (cluster 12), epithelial cells (cluster 13), melanocytes (cluster 14), neuron (cluster 15) and glial cells (cluster 16 and 17) (Fig. 7b and Supplementary Fig. 9a, b). The *Hmx1* gene is primarily expressed in fibroblasts, and the duplication of mEC1 leads to a significant expansion of *Hmx1* expression in these cells (Fig. 7c). 

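*Hmx1* (ENSMUSG00000067438) lies on the plus strand of chromosome 5 of GRCm39 from 35546183 to 35557074. It had 376, 526, 472, 524 and 480 counts in WT replicates 1 to 5, and 1356, 1278, 1166, 1236 and 976 in *mEC1* dup/dup replicates 1 to 5. After normalization, this was 26.6 ± 3.00 CPM (SD, n = 5) in WT and 66.2 ± 9.11 CPM (SD, n = 5) in *mEC1* dup/dup. The log2 fold change was 1.31 (standard error 0.10, adjusted p = 0.000127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no gene had a smaller p. Every *mEC1* dup/dup embryo lay above every WT embryo. With each embryo left out in turn, the log2 fold change stayed between 1.25 and 1.38. Antisense genes overlap 9.42% of the exonic bases of *Hmx1*, and the paper's text does not say whether the counting used strand.

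*Cpz* (ENSMUSG00000036596), the nearest protein-coding gene on the other side of mEC1, had 8.17 ± 1.99 CPM (SD, n = 5) in WT and 7.12 ± 1.11 CPM (SD, n = 5) in *mEC1* dup/dup. Its log2 fold change of -0.20 (standard error 0.16, adjusted p = 0.614 from the same edgeR test) was smaller than the spread between replicates. 2 unconfirmed transcripts annotated within *Hmx1* were counted separately. *4930442P19Rik*, antisense to *Hmx1* and overlapping an exon of it, had a log2 fold change of 1.42 (standard error 0.30, adjusted p = 0.0246 from the edgeR test), and lost its call in 5 of the 10 fits that each left out one embryo. *Gm43377*, on the same strand as *Hmx1*, had a log2 fold change of 1.54 (standard error 0.28, adjusted p = 0.0126) at an average log2 CPM of 0.33, below the threshold for a DEG.

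Across the 16426 tested genes, 298 were lower and 137 higher in *mEC1* dup/dup. The lower genes were thus 68.5% of the 435 DEGs (95% Clopper-Pearson interval 63.9% to 72.8%, exact binomial p = 8.43e-15, two-sided). Genes are not independent of each other, so this interval is too narrow. The deviations of same-numbered WT and *mEC1* dup/dup libraries from the means of their groups had a mean correlation across genes of 0.162 over the 5 pairs, against -0.0403 for the 20 other pairs. Deviations from a group's own mean cancel out, so the second mean largely follows from the first and is no separate baseline. The single values overlapped: they ranged from -0.0558 (replicates 1) to 0.345 (replicates 4) in the same-numbered pairs, and reached 0.272 in the others. With the replicate number as a block, 488 genes were lower and 200 higher, of which 279 and 126 were among the DEGs called without it, and *Hmx1* had a log2 fold change of 1.31 (adjusted p = 0.000379).

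**Figure D1:**
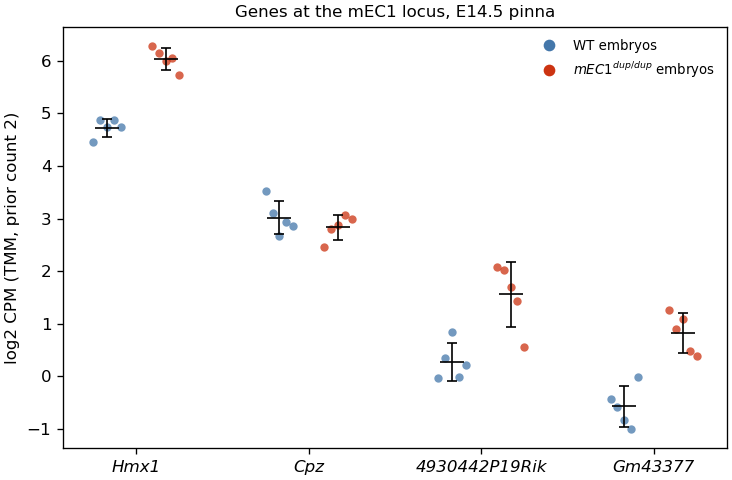
Log2 CPM (TMM normalization, prior count 2) of 4 genes at the mEC1 locus in each of 5 WT (blue) and 5 *mEC1* dup/dup (red) embryos. Horizontal lines give the means and vertical bars the SD; for *Hmx1*, all *mEC1* dup/dup embryos lie above all WT embryos, and for *Cpz* the groups overlap.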

Bulk RNA-seq analysis also revealed that the duplication of the mEC1 led to overexpression of *Hmx1*, but the majority of differentially expressed genes (DEGs) were downregulated. This suggests that increased expression of *Hmx1* plays a critical role in suppressing numerous genes during pinna development (Fig. 7d and Supplementary Data 5). However, the analysis of the promoters and cis-regulatory elements of these downregulated genes did not reveal an enrichment of the *Hmx1* motif, suggesting that the gene expression repression is likely indirect (Supplementary Data 6). 

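Among the lower DEGs the median log2 fold change was -0.55, and 53 of the 298 had a log2 fold change of -1 or less. Among the higher DEGs the median was 0.22, and 3 of the 137 reached 1. All 5 *mEC1* dup/dup embryos lay below all 5 WT embryos in 253 of the lower DEGs, and above them in 122 of the higher DEGs. Over all tested genes the groups did not overlap in 5.07%, where chance gives 0.794%. The median log2 fold change of all tested genes was -0.00415, as TMM, which assumes that most genes do not change, makes it.

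Among DEGs whose groups did not overlap, the largest decreases were those of *Krt77*, *Dmkn*, *Dsc1*, *Krt4* and *Ckm*. *Dsc1* fell by 2.87 on the log2 scale (standard error 0.41, adjusted p = 0.00446 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest increases after *Hmx1* were those of the histone gene *H3c3* (log2 fold change 1.02), *Hbb-y* (0.81), *Hba-x* (0.79) and *Hand2* (0.64). *Hbb-y* and *Hba-x* lost their calls in 7 and 6 of the 10 fits that each left out one embryo. *H3c3* belongs to a family of near-identical histone genes whose reads the counting could have split.

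The number of DEGs depended on single embryos. Leaving out each embryo in turn gave 120 to 476 lower and 34 to 179 higher DEGs, and 107 lower and 33 higher DEGs were called in every one of these 10 fits. Adding log2 CPM of *Xist* as a covariate moved the result most among the alternatives chosen before the data were examined, and left 1 lower DEG (*Hba-a2*) and 1 higher DEG (*Hmx1*). On this log2 scale, *mEC1* dup/dup replicate 4 (113 CPM) lay nearer replicates 2 and 3 (1049 and 986 CPM) than the WT libraries (at most 0.277 CPM). Its Y-linked CPM was nevertheless 86.2% of the WT mean, so this fit is not a clean adjustment for sex. With this covariate all 435 DEGs kept their sign, the median ratio of their log2 fold changes to those without it was 0.928, and the median ratio of their standard errors was 1.66. With the embryonic globin share as a covariate, an alternative chosen after seeing the data, no DEG was left, 284 of the 435 kept their sign and 793 genes had an unadjusted p under 0.05; this share separates the genotypes completely. From the overexpression of *Hmx1* and the larger number of downregulated genes, the paper proposes that raised *Hmx1* levels repress many genes in the developing pinna.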

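The reference sequence allowed a simpler count than the motif matrices used in Supplementary Data 6, which were not used here. Promoters were taken from 1000 bp upstream to 200 bp downstream of each annotated gene start in GRCm39, and CAAGTG, the core sequence bound by HMX proteins, was counted on both strands. At least 2 such sites were found in 55 of the 298 promoters of lower DEGs (18.5%) and in 2669 of the 16024 promoters of other tested genes (16.7%). The odds ratio was 1.13 (95% confidence interval 0.827 to 1.53, two-sided Fisher's exact test, p = 0.389). With at least 1 site required, p was 0.414, and for the paper's 284 downregulated genes it was 0.574. Promoters from 2000 bp upstream to 500 bp downstream gave an odds ratio of 1.30 (Fisher's exact test, p = 0.0259), which does not pass a correction for the 4 versions tried. The median GC content of the promoters was 50.4% for lower DEGs and 50.1% for other genes. The cis-regulatory elements outside promoters were not analysed here.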

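Gene sets named before the counts were seen were scored as the mean log2 CPM of their tested members in each embryo. The keratin, collagen and sarcomere sets were chosen because of what the paper reports, in part from these same libraries. Their tests are therefore not independent of the paper's findings. The 18 tested keratin genes scored 3.86 ± 0.30 (SD, n = 5) in WT and 2.99 ± 0.12 (SD, n = 5) in *mEC1* dup/dup, a difference of -0.86 (two-sided exact permutation test, p = 0.00794). Benjamini-Hochberg adjustment over the 13 sets gave 0.0258, and 8 of the keratin genes were lower DEGs. Keratin genes are paralogs, whose reads the counting could have split. The 37 tested sarcomere genes scored 5.58 ± 0.21 (SD, n = 5) in WT and 4.98 ± 0.27 (SD, n = 5) in *mEC1* dup/dup, a difference of -0.61 (p = 0.00794 and 0.0258 after adjustment in the same permutation test), and 17 of them were lower DEGs. The 43 tested collagen genes scored 6.93 ± 0.17 (SD, n = 5) in WT and 6.71 ± 0.07 (SD, n = 5) in *mEC1* dup/dup. Their difference of -0.21 (p = 0.0476 in the same permutation test) did not pass the adjustment over the 13 sets (0.0884). Of the collagen genes, 5 were lower DEGs and 1 was a higher DEG.

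Limma's camera asks another question: whether the genes of a set changed more than the other tested genes, allowing for correlation within the set. The permutation test compares 1 score per embryo between the genotypes, and so keeps that correlation too. With Benjamini-Hochberg adjustment over the 13 sets, camera gave adjusted p = 0.0828 for the keratin, 0.145 for the sarcomere and 0.307 for the collagen genes. With the replicate number as a block, it gave 0.237, 0.240 and 0.343. The correlation that bears on this pairing of same-numbered libraries was 0.162.

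**Figure D2:**
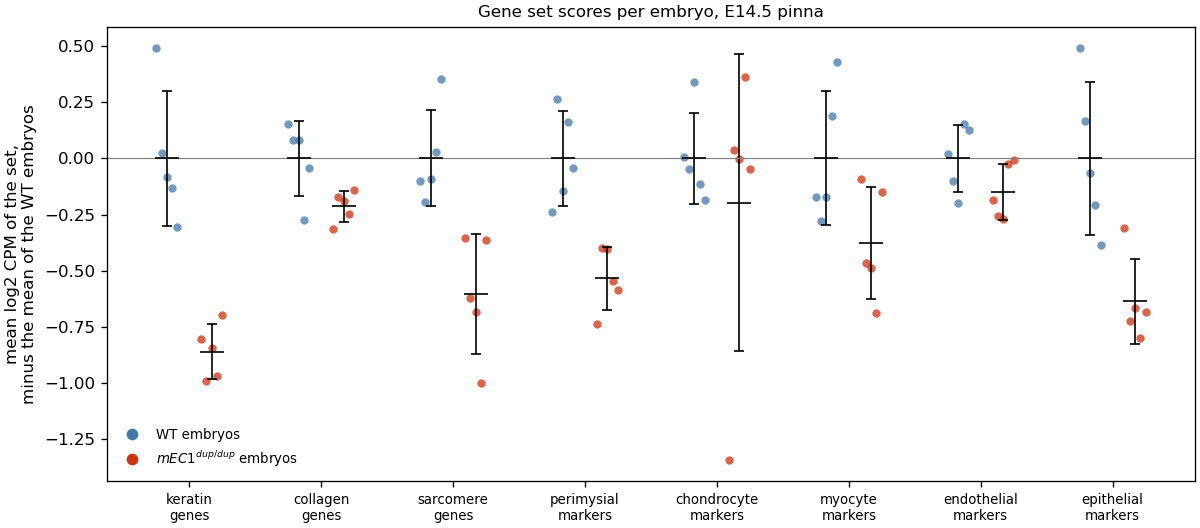
Scores of 8 gene sets (mean log2 CPM of the set, minus the mean of the WT embryos) in each of 5 WT (blue) and 5 *mEC1* dup/dup (red) embryos, with the mean and SD of each group. The keratin, sarcomere and perimysial scores of all *mEC1* dup/dup embryos lie below those of all WT embryos, and the other sets overlap.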

Gene Ontology (GO) enrichment analysis of these downregulated DEGs showed their primary involvement in pathways essential to ear development, such as epidermis development, extracellular collagen organization, and myofibril assembly (Supplementary Fig. 9c and Supplementary Data 7). In addition, two cartilage development-related genes *Comp* and *Arhgap36* were also downregulated, although they did not rank high in the GO enrichment analysis (Fig. 7d). 

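*Comp* (ENSMUSG00000031849, chromosome 8 from 70826192 to 70834716), which encodes a cartilage matrix protein, had 14.0 ± 2.06 CPM (SD, n = 5) in WT and 5.92 ± 1.78 CPM (SD, n = 5) in *mEC1* dup/dup. Its log2 fold change was -1.24 (standard error 0.19, adjusted p = 0.0064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Arhgap36* (ENSMUSG00000036198), on the X chromosome from 48536999 to 48589121, had 39.3 ± 7.42 CPM (SD, n = 5) in WT and 13.8 ± 4.33 CPM (SD, n = 5) in *mEC1* dup/dup, a log2 fold change of -1.51 (standard error 0.19, adjusted p = 0.0021 from the edgeR test). For both genes, every *mEC1* dup/dup embryo lay below every WT embryo. With the replicate number as a block, the log2 fold changes were -1.27 for *Comp* (adjusted p = 0.00287) and -1.53 for *Arhgap36* (adjusted p = 0.000423). With log2 CPM of *Xist* as a covariate, the log2 fold changes were -1.24 (standard error 0.35) for *Comp* and -1.08 (standard error 0.27) for *Arhgap36*, and neither passed the threshold (adjusted p = 0.414 and 0.335). A set of 19 cartilage matrix genes, *Comp* among them, differed by -0.47 in mean log2 CPM (two-sided exact permutation test, p = 0.0714), and 2 of its members were lower DEGs. Limma's camera gave an adjusted p of 0.458 for this set and 0.376 with the block.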

The proportions of these cell types, such as perimysial cells (cluster 6, closely related to muscle development), chondrocytes (cluster 9), myocytes (cluster 11), endothelial cells (cluster 12), and epithelial cells (cluster 13), have undergone significant changes (Supplementary Fig. 9d), which are consistent with the results of bulk RNA-seq. However, as revealed by the scRNA-seq results and previous studies, *Hmx1* is hardly expressed in these cells, and the *Hmx1* gene in *mEC1*^*dup/dup*^ mice has not expanded to these cells either (Fig. 7c). Thus, in conjunction with the WISH results (Fig. 6j), we hypothesize that the defects observed in the outer ear are due to ectopic expression of *Hmx1* in other pinna fibroblast zones, which further affects the development of other cells through intercellular interactions.

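The top 3 marker genes that the paper gives for each of these clusters (Supplementary Fig. 9b) were scored in the bulk libraries, where a score mixes the share of a cell type with the expression of its markers. The perimysial markers *C1qtnf3*, *Tnmd* and *Prss35* scored 5.90 ± 0.21 (SD, n = 5) in WT and 5.36 ± 0.14 (SD, n = 5) in *mEC1* dup/dup, a difference of -0.53 (two-sided exact permutation test, p = 0.00794). The epithelial markers *Krt5*, *Perp* and *Krt15* differed by -0.64 (p = 0.0159 in the permutation test and 0.0344 after adjustment over the 13 sets). For the markers of the other clusters p was above 0.05. The difference was -0.20 for the chondrocyte markers *Col2a1*, *Pou3f4* and *Col9a1* (permutation p = 0.802), for which *mEC1* dup/dup replicate 1 scored 7.66 and the other *mEC1* dup/dup embryos at least 8.96. It was -0.38 for the myocyte markers *Tnnc1*, *Mylpf* and *Tnni1* (permutation p = 0.0794), which is larger than the SD of either group (0.30 and 0.25) and has all 3 markers lower, and -0.15 for the endothelial markers *Gng11*, *Crip2* and *Cldn5* (permutation p = 0.143). The markers of the other myogenic cluster differed by 0.01 (permutation p = 0.937).

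Limma's camera gave an adjusted p of 0.0828 for the perimysial and 0.145 for the epithelial markers, and 0.237 for both with the replicate number as a block. For the chondrocyte, myocyte and endothelial markers, the adjusted p was 0.693, 0.328 and 0.468, and 0.677, 0.360 and 0.311 with the block. For the myogenic markers it was 0.877 without and 0.819 with the block.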

**Fig. 7:**
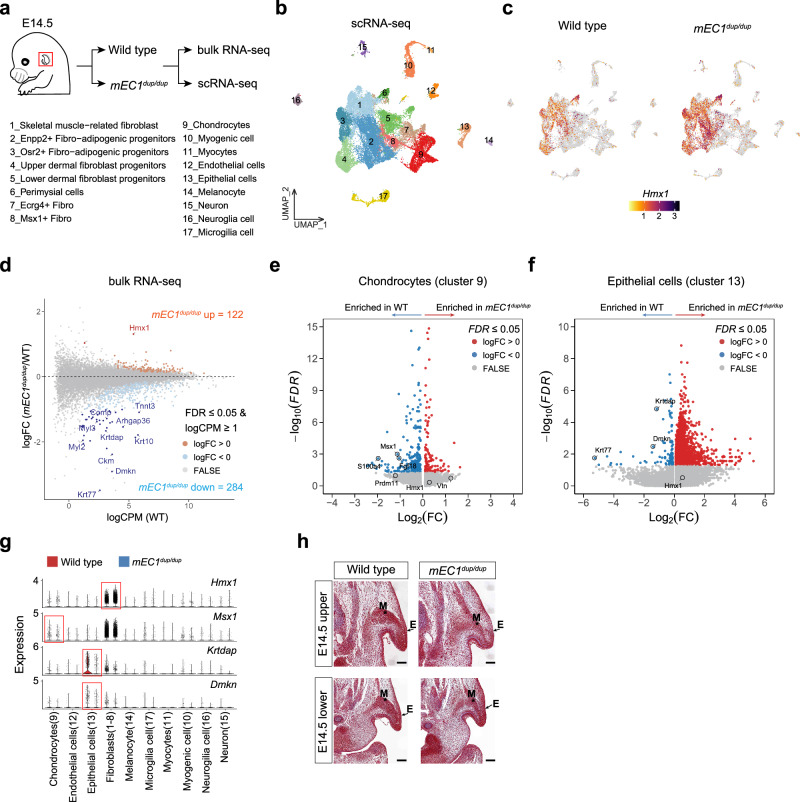
*Hmx1* misexpression in mouse leads to widespread abnormal development in pinna structures including cartilage, fibroblasts, muscle, and epidermis. **a** Diagram of micro-dissected pinna prominence at E14.5 for bulk and sc-RNA sequencing. **b** UMAP dimensional reduction visualizes seventeen cell clusters of pinna prominence at E14.5. **c** *Hmx1* expression is mainly expressed in fibroblasts and expanded in these cells in *mEC1*^*dup/dup*^ compared with wild type. **d** RNA-seq analysis compares the whole pinna structure between wild-type and E14.5 *mEC1*^*dup/dup*^ mice. Differentially expressed genes (DEGs) are defined as FDR ≤ 0.05, log2 CPM ≥ 1, and |log2 FC | 0. Up- and down-regulated genes are shown as gold and blue dots, respectively. Important DEGs including two previously reported cartilage development-related genes including *Comp*^85^ and *Arhgap36*^86^ were labeled. **e**, **f** Single cell differentially gene analysis in chondrocytes (**e**) and epithelial cell (**f**) cluster. DEGs are defined as FDR value ≤ 0.05 and |log2 FC | 0. Up- and down-regulated genes are shown as red and blue dots, respectively. Some genes that are critical for cell development are labeled. Source data are provided as a Source Data file. **g**, Violin plots show gene expression comparison between wild type and *mEC1*^*dup/dup*^ in each cell cluster. Red rectangle represents genes that are significant changed in corresponding cell clusters (*Hmx1* in fibroblast cluster, *Msx1* in chondrocyte cluster, *Krtdap* and *Dmkn* in epithelial cell cluster). **h**, Masson’s trichrome staining at E14.5 (upper and lower pinna parts) is shown for WT and *mEC1*^*dup/dup*^. Scale bars measure 100 µm. Experiments were performed with three independent embryos.

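The thresholds set how many genes are called, and also the share of lower genes. Without the threshold on log2 CPM, 455 genes passed. At an adjusted p of at most 0.01, 62 lower and 16 higher genes remained, and the lower genes were 79.5% of them. With a log2 fold change of at least 1 in size added, 53 lower and 3 higher genes remained. At an unadjusted p under 0.05, 1492 of 2658 genes were lower.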

To confirm dysregulated genes discovered by bulk RNA-seq analysis and identify more disrupted genes that may not be detectable by bulk RNA-seq, we performed differential gene analysis in the fibroblasts (clusters 1-8), chondrocytes (cluster 9), myogenic cells (cluster 10-11) and epithelial cells (cluster 13). Differential gene analysis revealed significant downregulation of genes such as *Msx1*, *Fgf18*, and *S100a4* in the chondrocyte subpopulation (Fig. 7e), and *Cebpb* and *Ccl21a* in the fibroblast subpopulation (Supplementary Fig. 9e), which are closely associated with cell proliferation. 

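In the bulk libraries, *Krt77*, *Dmkn* and *Krtdap* were lower in every *mEC1* dup/dup embryo than in every WT embryo. *Krt77* (ENSMUSG00000067594, chromosome 15 from 101767166 to 101778245) had 24.0 ± 16.4 CPM (SD, n = 5) in WT and 1.77 ± 0.39 CPM (SD, n = 5) in *mEC1* dup/dup, a log2 fold change of -3.75 (standard error 0.45, adjusted p = 0.00188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The WT embryos themselves spread widely for this gene. *Dmkn* (ENSMUSG00000060962, chromosome 7 from 30463176 to 30480488) had 35.4 ± 15.6 CPM (SD, n = 5) in WT and 4.47 ± 1.36 CPM (SD, n = 5) in *mEC1* dup/dup, a log2 fold change of -2.98 (standard error 0.30, adjusted p = 0.000692). For *Krtdap* (ENSMUSG00000074199), a neighbour of *Dmkn* on chromosome 7, the values were 15.7 ± 5.60 and 4.78 ± 0.96 CPM (SD, n = 5 each), a log2 fold change of -1.72 (standard error 0.23, adjusted p = 0.00327). The keratin genes *Krt10* and *Krt1* fell by 1.86 and 1.97 on the log2 scale. With each embryo left out in turn, the log2 fold change of *Krt77* ranged from -3.96 to -3.32. With log2 CPM of *Xist* as a covariate it was -3.81, with an adjusted p of 0.293. With the embryonic globin share as a covariate, added after seeing the data, the log2 fold changes of *Krt77*, *Dmkn* and *Krtdap* turned positive (0.91, 0.21 and 0.53), with adjusted p from 0.937 to 0.974. With the replicate number as a block, *Krt77* had a log2 fold change of -3.59 (adjusted p = 0.000379).

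**Figure D3:**
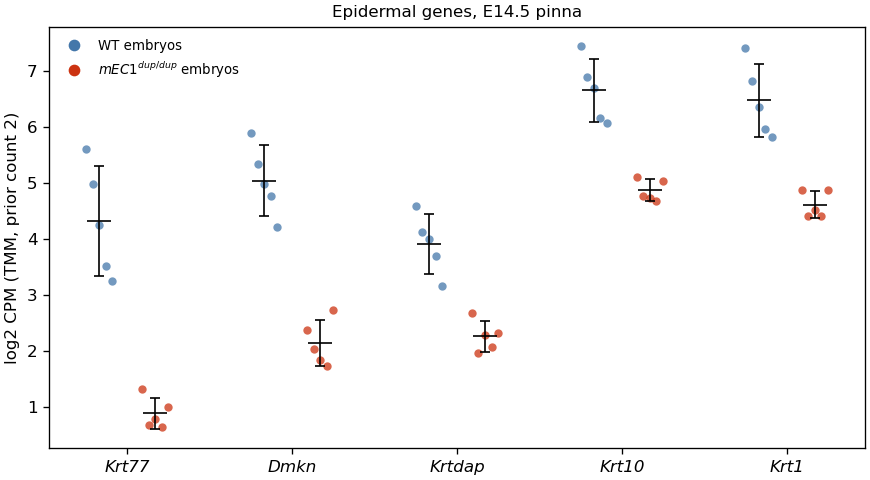
Log2 CPM (TMM normalization, prior count 2) of 5 epidermal genes in each of 5 WT (blue) and 5 *mEC1* dup/dup (red) embryos, with the mean and SD of each group. For each gene all *mEC1* dup/dup embryos lie below all WT embryos, and the WT embryos spread most for *Krt77*.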

The differential analysis of epithelial cells showed relatively high concordance with the bulk RNA-seq results, with both identifying genes such as *Krt77*, *Dmkn*, and *Krtdap* (Figs. 7f and 7g), which are closely associated with epidermal development. Although the differential gene analysis of the muscle subpopulation showed less consistency with the bulk RNA-seq results, it still identified genes such as *Pax3*, *Ets1*, and *Camk2a*, which are closely associated with muscle tissue development (Supplementary Fig. 9f). 

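None of these 3 genes was a DEG in the bulk libraries. *Pax3* (ENSMUSG00000004872) had 3.51 ± 0.90 CPM (SD, n = 5) in WT and 2.38 ± 0.40 CPM (SD, n = 5) in *mEC1* dup/dup, a log2 fold change of -0.56 (standard error 0.20, adjusted p = 0.179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ets1* (ENSMUSG00000032035) had 115 ± 9.51 CPM (SD, n = 5) in WT and 110 ± 4.99 CPM (SD, n = 5) in *mEC1* dup/dup, a log2 fold change of -0.07 (standard error 0.06, adjusted p = 0.598). For *Camk2a* (ENSMUSG00000024617) the values were 32.1 ± 5.13 and 27.5 ± 5.38 CPM (SD, n = 5 each), with a log2 fold change of -0.22 (standard error 0.13, adjusted p = 0.458). The groups overlapped for all 3 genes. With the replicate number as a block, the adjusted p was 0.224 for *Pax3*, 0.556 for *Ets1* and 0.219 for *Camk2a*. *Camk2a* changed sign with log2 CPM of *Xist* as a covariate (log2 fold change 0.014), and *Ets1* with the embryonic globin share as a covariate (0.38).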

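Among muscle genes, *Ckm* (ENSMUSG00000030399, chromosome 7 from 19138701 to 19157965), which encodes muscle creatine kinase, had 27.8 ± 4.20 CPM (SD, n = 5) in WT and 5.86 ± 2.53 CPM (SD, n = 5) in *mEC1* dup/dup. Its log2 fold change was -2.25 (standard error 0.25, adjusted p = 0.00126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -2.29 with the replicate number as a block. *Tnnt3*, *Myl2* and *Myl3*, which encode parts of the contractile apparatus, fell by 1.06, 1.92 and 1.36 on the log2 scale, and *Myf6*, which encodes a myogenic transcription factor, fell by 1.52. For all of these, every *mEC1* dup/dup embryo lay below every WT embryo. With log2 CPM of *Xist* as a covariate, *Ckm* fell by 1.86 with an adjusted p of 0.282. Genes of dividing cells did not differ: the mean log2 CPM of 20 proliferation genes changed by 0.02 (two-sided exact permutation test, p = 0.484), and limma's camera gave an adjusted p of 0.468 for them, and 0.399 with the block. The embryonic share of globin counts, which falls as mouse embryos mature, ranged from 18.4% to 23.3% in the WT and from 32.5% to 35.6% in the *mEC1* dup/dup embryos.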

Masson’s trichrome staining at E14.5 revealed delayed development of muscle and epidermis in the outer ear of *mEC1*^*dup/dup*^ mice compared to that in wild-type mice, consistent with the bulk RNA-seq results (Fig. 7h).

To definitively characterize the cell types expressing the *Hmx1* gene within the outer ear, and to further elucidate the molecular mechanisms involved in BCE, we further used scRNA-seq to perform transcriptional trajectory analysis of GFP-positive cells isolated from Hmx1-P2A-GFP embryos at three pivotal developmental stages: E10.5, E12.5, and E14.5 (Supplementary Fig. 10a). Primarily, the *Hmx1*^*+*^ cells were identified as fibroblasts, with a small fraction defined as other cell types including neurons, myogenic cells, and chondrocytes also detected (Fig. 8a and Supplementary Fig. 10b). The fibroblasts were further categorized into seven subtypes based on distinct marker genes. These include skeletal muscle-related fibro (*Ogn*, *Mest*)^35^, two fibro-adipogenic progenitors (*Enpp2*^*+*^, *Osr1*^*+*^)^36,37^, dermal fibro progenitors (upper: *Crabp1*, *Twist2*; lower: *Malat1*, *Meg3*)^38^, miotic CNCC-derived mesenchymal cells (*Ube2c*, *Top2a*)^39^, and perimysial cells (*Dcn*, *Lum*)^35^ (Fig. 8b and Supplementary Fig. 10c). In the developmental trajectory analysis with the cluster of CNCC-derived mesenchymal cells (C6) as the root, we demonstrated that it has the potential to differentiate into the other six fibroblast-related cell clusters (C1, C2, C3, C4, C5, C7) (Fig. 8c), suggesting an important role of the *Hmx1* gene on pinna fibroblast development. 

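The bulk comparison called 53 genes lower with a log2 fold change of -1 or less. The 19 genes that Fig. 8d labels and Fig. 7d does not were all lower DEGs. The sizes of their changes differed widely. The largest were those of *Krt4* (log2 fold change -2.28, standard error 0.32, adjusted p = 0.00393 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Abca12* (-2.13, standard error 0.23, adjusted p = 0.00126). The smallest was that of *Ldha* (-0.21, standard error 0.05, adjusted p = 0.036), whose groups of 5 embryos did not overlap. *Ldha* lost its call in 8 of the 10 fits that each left out one embryo, *Ogn* in 6, *Dsg1b* in 5 and *Sparc* in 4. *Sparc* (-0.22), *Ogn* (-0.27), *Lum* (-0.30), *Aspn* (-0.34) and *Ecrg4* (-0.98) also changed by less than 1 on the log2 scale. *Dsg1a* and *Dsg1b*, at log2 fold changes of -1.62 and -1.55, are paralogs whose reads the counting could have split. The mast cell genes *Cma1* and *Tpsb2* had log2 fold changes of -1.41 and -1.62.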

We further noticed that genes that were substantially downregulated (logFC > 1) in *mEC1*^*dup/dup*^ mice were predominantly not expressed in *Hmx1*^*+*^ cells of WT mice, substantiating our earlier hypothesis that ectopic *Hmx1* expression suppresses cell fate differentiation (Fig. 8d).

**Fig. 8:**
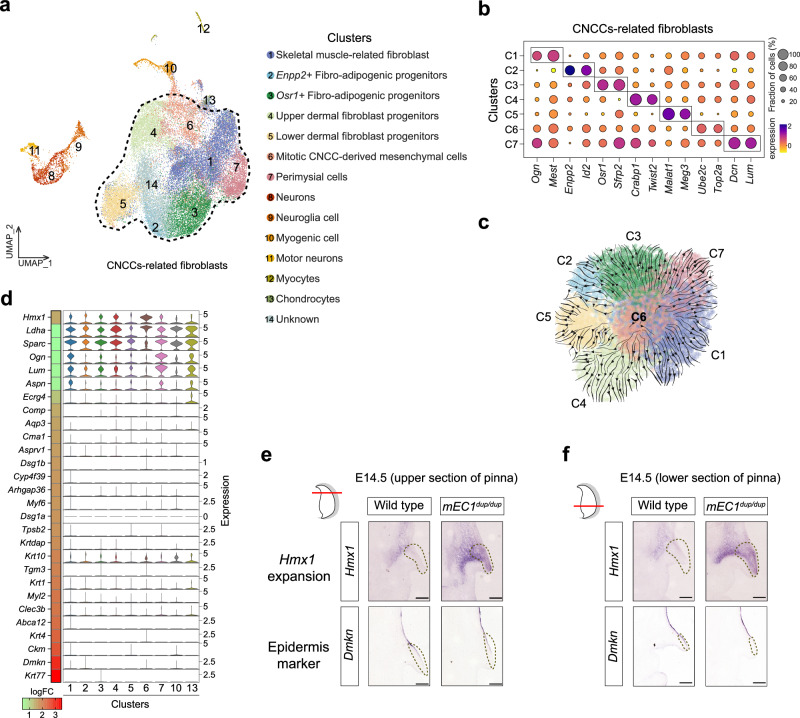
Transcriptional trajectory analysis of GFP-positive cells. **a** UMAP dimensional reduction visualizes *Hmx1*^+^ expressed cells combined across E10.5, E12.5, and E14.5. CNCCs-related fibroblasts clusters are outlined with dotted lines for further analysis in **b** and **c**. **b** A dot plot displays two marker genes for each cluster identified within the CNCCs-related fibroblasts. The cell clusters of 1-7 are the same as in **a**. **c** Developmental trajectory analysis from E10.5 CNCC mesenchymal cells (cluster 6) to the fibroblasts defined in (**a**) is illustrated. The cell clusters of 1-7 are the same as in (**b)**. **d** The expression of cartilage, fibroblast, muscle, and epidermis development-related downregulated DEGs across nine cell clusters (including 7 fibroblast, chondrocyte, and myogenic cell clusters) is shown. The heatmap on the left panel depicts the fold change of each gene. **e, f** In situ hybridization staining for *Hmx1* and *Dmkn* expression in wild-type and *mEC1*^*dup/dup*^ embryos at upper (**e**) and lower (**f**) regions of the pinna. Scale bars measure 100 µm. Three independent replicates were performed.

To provide conclusive evidence for our hypothesis that defects in the outer ear are attributable to aberrant *Hmx1* expression, in situ section RNA hybridization (*Hmx1*, *Dmkn*) was performed on both upper and lower sections of the pinna in wild-type and *mEC1*^*dup/dup*^ mice. The results demonstrated upregulated expression of *Hmx1* gene in the basal pinna zone, and more notably, an expansion of *Hmx1* expression from the basal pinna zone to the distal tip of the pinna, coupled with a downregulation of *Dmkn* expression in these areas (Figs. 8e and 8f), which may result from a non-cell autonomous effect of *Hmx1* expression on the tissue adjacent to the epidermis. Taken together, our data provide strong evidence for the critical role of *Hmx1* in the observed abnormalities in the outer ear.

## Discussion

This study examines the genomes of seven human pedigrees, whose members present with constricted ears. All affected individuals showed a duplication of a genomic region termed the BCE locus near the *HMX1* gene. We present compelling evidence that the duplication of regulatory elements in the BCE locus erroneously modulates the spatiotemporal expression characteristics of *HMX1*, leading to the ear developmental abnormality.

The evolutionarily conserved region (ECR) downstream of *Hmx1* has been implicated in eye and external ear malformations across multiple species^8,9,14^, and linked to human isolated bilateral concha-type microtia^13^. However, the explicit pathogenic mechanism in BCE patients remained unclear. This uncertainty was due to observations of larger genomic duplications extending beyond the single ECR element in previously reported pedigrees^13^ and in our seven newly analyzed pedigrees. We have identified a minimal critical region, the ‘BCE core locus’, encompassing three distinct cis-regulatory elements. We demonstrate that this locus is the causative factor for bilateral constricted ear by employing transgenic cell and mouse models. In many CNV-related developmental abnormalities, distinct cis-regulatory elements are organized as a cluster in the mutation interval^15,28,30^. The deletion or duplication of these elements induces morphological variations, stemming from differential gene expression^15,40^. Our mouse models reveal that the morphology of the pinna is particularly sensitive to changes in *Hmx1* gene expression due to variation in the copy numbers of enhancer sequences. Therefore, the variation in pinna morphology among pedigrees may also be attributed to differences in the number of cis-regulatory elements within the associated CNV. This hypothesis is primarily supported by our observation of additional weak enhancers (CS stages) located outside the defined BCE core locus (Fig. 2a), which may interact with the *HMX1* promoter. On the other hand, distinct interaction patterns between these elements and the *Hmx1* promoter may also influence pinna phenotype, which may require the study of patient-specific hiPSCs^30^ for further analysis. Alternatively, this variation may reflect the contribution of other family-specific genetic variants or epigenetic effectors.

Enhancers activated within specific developmental windows are crucial for normal craniofacial development, as evidenced by the study of long-range enhancer clusters in hCNCCs in the PRS locus^28^ and inter-TAD interactions controlling *Hoxa* function^29,41^. Lineage tracing studies in mice have demonstrated that CNCCs play a crucial role in the development of fibroblasts and cartilage in the external ear^7,42^. CNCC models are also widely used to study craniofacial malformations^28,30,41,43,44^, and many studies have highlighted the close association between CNCCs and external ear deformities, such as CFM and microtia^17,19,29,45^. Therefore, we selected CNCCs as our in-vitro validation model to complement and support the findings from our in-vivo experiments. Our results also demonstrate that the enhancers in the BCE core locus are activated at different developmental stages of hCNCCs: hEC2 may be activated at early hCNCCs stage, and hEC1 is activated at late- and PA-like hCNCCs stage (Fig. 9a). The anterior-posterior positional identity of gene expression in CNCCs is pivotal for craniofacial development^20^. Likewise, optimizing the proximo-distal positional identity within the same pharyngeal arch is equally crucial^21^. In this study, we elucidate the contributions of both enhancer and motif cluster sequences in determining the developmental pattern of Hmx1 gene expression. We have delineated an intra-arch positional identity enhancer cluster, named PI-HEC, which includes hEC1, hEC2, and hEC3. While we reveal the critical role of hEC1 in pinna development and BCE in endogenous context, the functional contributions of hEC2 and hEC3 remain to be fully characterized in vivo. Redundancy within clusters of enhancers, or within super enhancer (SE) regions, is a prevalent phenomenon that has been observed in multiple genomic loci^46^, providing phenotypic robustness^47,48^, buffering gene expression against mutations^49^ and transcriptional noise^50^. Similar additive effects of a multipartite enhancer cluster have also been reported in the *Ihh* locus^15^. Besides these two modes, synergy (super-additive) of different enhancers is also observed in the EC1.45 of the PRS locus^28^, the *Fgf5* locus^51^, and regulating gap gene-expression patterns in *Drosophila* embryos^52^ and coordinating cell fate determination^53^. Compared with aforementioned interaction modes of multipartite enhancers, the PI-HEC presents a distinct scenario in which they possess both coordinated and synergistic properties: hEC1 serves as the primary transcriptional activity driver in the proximal region, hEC2 enhances transcription weakly but contributes distal positional information, and hEC3 alone is a weak, unstable enhancer but compensates caudal positional information and becomes stable when combined with hEC1 and hEC2 (Fig. 9b). This collaborative mode is somewhat similar to the interaction between predominant sites and supportive sites studied in the estrogen receptor alpha binding sites (ERBS)^54^ and recently reported non-classical enhancers (facilitators) in the mouse *α-globin* cluster^55^. This study presents evidence for the synergistic and coordinated effects of multipartite regulatory elements on the spatial regulation of gene expression in a disease-related locus at the transcriptional reporter level. However, further in vivo studies are required to fully elucidate the contributions of hEC2 and hEC3 to these synergistic and coordinated effects. The underlying mechanism for this pattern may be explained by the spatial proximity of these enhancers. In this case, TFs or coactivators, responsible for driving transcription, recruited to hEC1 can spread to hEC2 and hEC3^56,57^. However, this possibility needs to be further investigated in its original three-dimensional genomic context^58^. Furthermore, whether this specific mode of interplay between multipartite enhancers is a common phenomenon in the regulation of intra-arch gene patterning in CNCCs also requires further exploration, but it potentially signifies a paradigm shift in our understanding of multipartite enhancers or SE dynamics^59^.

**Fig. 9:**
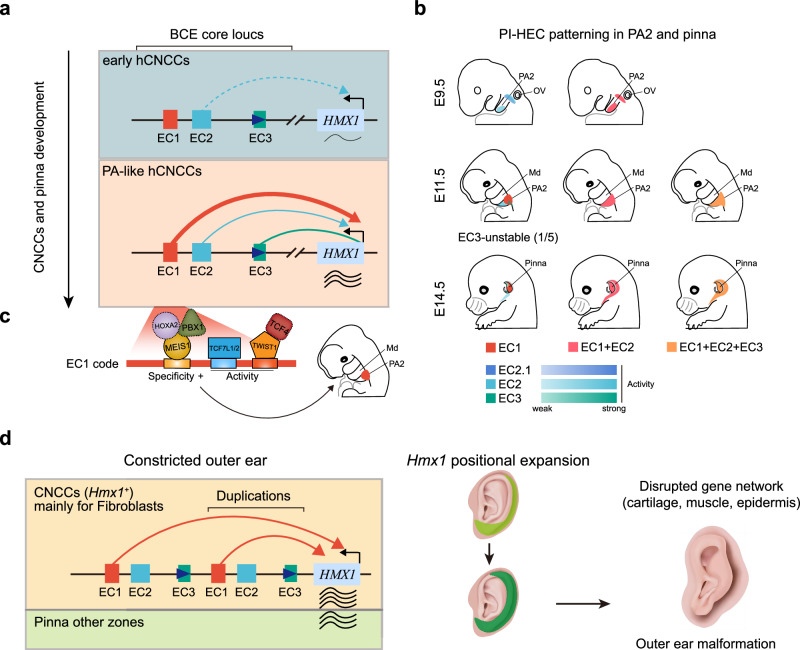
Model. **a** Stage-specific enhancer activities in hCNCCs in the BCE core locus. EC2 may be initiated at the early hCNCCs stage, driving weak expression of *HMX1*; EC1 drives most *HMX1* transcriptional output at the PA-like hCNCCs stage, and EC3 may serve as a structural element. **b** Coordinated and synergistic PI-HEC patterning in PA2 and pinna zones. EC2.1, EC2, and EC3, represented by varying color intensities, are weak enhancers. **c** A motif pattern consisting of TALE-type HDs (HOXA2/MEIS1/PBX1), HMG box (TCF7L1/2), and Coordinator (TWIST1/TCF4) endows the dominant EC1 with specificity and activity. **d** A comprehensive disease model for BCE. Based on scRNA-seq and *mEC1*^*dup/dup*^ mouse model, we demonstrated that *Hmx1* is mainly responsible for CNCCs-derived fibroblasts development in pinna structure, and duplication of EC1 causes aberrant expression of *Hmx1* in fibroblasts and ectopic expression in the other zones of the pinna, disrupting the gene network in cartilage, muscle, epidermis, and leading to outer ear malformation.

The molecular basis of gene patterning is predominantly shaped by the interaction between tissue-specific TFs and enhancer structural organization^16,57,60–62^. While enhancers have been extensively studied for their role in governing spatial gene expression at the embryonic level^15,28,63–66^ and across branchial arches^67^, the precise mechanisms dictating gene expression within intra-arch regions remain unclear. Our investigation into the spatial specificity of *Hmx1* expression highlights that gene patterning within specific sub-structures, such as the PA2 zone, is regulated by the highly restricted activity of enhancers. We have uncovered the vital role of TALE-type HD TFs, HMG box-containing TFs, and Coordinator-related TFs (TWIST1) in their interaction with hEC1, a key element for its functional integrity. TALE-type HD TFs are critical for the formation of the PA2 ground state^68^, and our study also suggests a functional involvement in maintaining the proximal spatial position of hEC1. TCF7L2, a TF newly identified in this study as binding to hEC1, and the Coordinator motif in the D4 region, are both crucial for the activity of hEC1 (Fig. 9c). TCF7L2 is a Wnt signaling effector, modulating the neural crest gene expression in a position-dependent manner^69^; whereas the Coordinator motif, which can be bound by many bHLH and HD TFs, is important for shaping facial morphology^33^. Our study on the hEC1 structural arrangement further revealed that a specific coordinator pattern, consisting of HD, HMG-box and Coordinator motifs (in the D1 and D3-D4 regions), is crucial for enhancer activity and specificity. Whether these regulatory rules exist in other craniofacial-specific enhancers remains to be investigated.

Duplication of genomic sequences, particularly those containing enhancers, can lead to neo-TAD formation at the *SOX9* locus and *KCNJ2* misexpression^70^, precipitate ectopic gene expression^15^ resulting in limb malformations, and even contribute to lung adenocarcinoma^71^. Here, the duplication of hEC1 also disrupts the spatial specificity of *Hmx1* expression, contributing to aberrations in the proximal helix and scapha in mice. These regions mainly originate from neural crest-derived mesenchymal cells^42,45,72^, which aligns with our scRNA-seq data and underscores the pivotal role of *Hmx1* in the normal development of CNCC-derived fibroblasts in the outer ear (Fig. 9d). CNCC-specific knockout of *Hmx1* in mice leads to a low-set, protruding ear phenotype, consistent with findings in mEC1 deletion mice and ‘dumbo’ mice^12^. This suggests that appropriate *Hmx1* expression in CNCCs is essential for pinna organogenesis^7^, further substantiating the validity of employing CNCCs as a cellular model for the investigation of BCE pathogenesis. Notably, the ear malformations observed in most human BCE patients within our study pedigrees are more severe than those in our *mEC1*^*dup/dup*^ mouse model, as well as there not being the progressive eye dysgenesis in BCE patients as seen in the mouse. This discrepancy may arise from a broader expansion of *Hmx1* expression due to the extent of the duplication of the PI-HEC region, rather than solely the hEC1 duplication^15^ and the difference between the extent of the CNV or *HMX1* expression pattern between BCE patients and *mEC1*^*dup/dup*^ mice. Additionally, it is worth noting that we did not observe external ear malformations in *mEC1*^*del/+*^ (one copy of mEC1) or *mEC1*^*dup/+*^ (three copies of mEC1), which may be due to the insensitivity of mice to *Hmx1* dosage and the activation of genetic compensation mechanisms, a phenomenon commonly observed in mouse models of human diseases^73,74^. Despite these differences, the phenotypic hallmarks of the *mEC1*^*dup/dup*^ mouse, including reduced ear area and a wrinkled helical rim, do grossly mimic the ear phenotype observed in patients.

In summary, our results reveal that CNCC-specific and precise spatial specificity of *Hmx1* expression is vital for the development of fibroblasts in the outer ear, with both loss and gain of *Hmx1* expression contributing to pinna malformation. The gene patterning of *Hmx1* across PA2 is intricately modulated by hEC1, hEC2, and hEC3, with the dominance of hEC1 as an enhancer being further refined by coordinator motif-transcription factor binding events. Our study reveals the complex interplay of gene regulatory activity in precise developmental space and time, and contributes to the understanding of the regulatory rules of gene expression.

## Methods

### Ethics statement

All procedures involving human samples were performed with the approval of the Ethics Committees of the School of Biological Science and Medicine Engineering at Beihang University (BM20210057) and the Plastic Surgery Hospital of the Chinese Academy of Medical Sciences (2017-07). The study has been registered and approved by China’s Ministry of Science and Technology (project 2023-CJ0849). Written informed consent for participation in genetic and biological research was obtained from all subjects or their legal guardians. Consent for the publication of photographs was given after a separate explanation and request.

### Samples and recruitment

We recruited members of seven Chinese families (from five separate provinces of China) in which bilateral constricted ear was segregated in a Mendelian fashion. The phenotype in all pedigrees segregated in a manner consistent with autosomal dominant inheritance. All affected subjects presented with a bilateral constricted ear phenotype, as shown in both ears of the probands in Fig. 1b. This phenotype is characterized by a malformation of the external ear, notably reduced size of the helix and absence of the triangular fossa, scaphoid fossa, and antihelix, giving a shell-like appearance. Contrastingly, the crus helicis, concha cavity, tragus, and earlobe maintained their normal structure. No accompanying facial abnormalities were observed.

### Genotyping, target-capture sequencing, and whole-genome sequencing

We extracted DNA from venous blood samples using the TIANamp DNA Midi Kit (Tiangen Biotech, Beijing, China). Genotyping was performed on 40 samples using the Human Omni-Zhonghua chips (Illumina, CA, USA) for pedigrees 1, 2, 3, 4, 6, and 7. Target-capture sequencing was conducted on 32 samples from pedigrees 1, 3, and 7 using the Agilent SureSelect Kit (Agilent Technologies, Santa Clara, CA, USA). Whole-genome sequencing was carried out for the proband of Pedigree 5 using the DNBSEQ-T7 platform (Huada, Shenzhen, China).

For the chip data, we utilized the Genotyping and CNVPartition modules of GenomeStudio v2011.1 for genotype and CNV calling, achieving genotype call rates above 99.6%. The target-capture sequencing involved designing capture oligos for a 5.9 Mb region encompassing the susceptibility locus using the SureDesign tool (Agilent Technologies, Santa Clara, CA, USA). The DNA library was prepared following the manufacturer’s specifications, and sequencing was executed on the Illumina HiSeq X10 system (Illumina, San Diego, CA, USA), yielding an average depth of 196X per sample.

Quality control for next-generation sequencing data was conducted using FastQC v1.1.0 and Cutadapt v1.15. Post quality control reads were mapped to the human reference genome (hg38) using BWA v0.7.16a^75^. PCR duplicates were removed with Picard v2.27.0, and BAM file sorting and indexing were performed using Samtools v1.18. SNP and small indel calling were done using the HaplotypeCaller model of GATK v4. For identifying causal variants, we applied criteria including cosegregation with affected and unaffected individuals in each pedigree, minor allele frequency below 0.05 in dbSNP138, ExAC project, and the 1000 Genomes database, and minimum coverage depth of 20 with an alternative allele depth above 5.

### Causal mutation screening

Our screening for causal mutations began with linkage analysis to pinpoint the suspected genomic locus for bilateral isolated constricted ear. We adhered to the quality control (QC) procedures outlined by Mao et al. for pruning SNPs in strong linkage disequilibrium, removing SNPs with Mendelian errors, and verifying sex specifications^18^. Parametric multi-point linkage analysis was conducted on Pedigrees 1, 3, and 7, both individually and collectively, using MERLIN v.1.1.2^76^. For consanguinity analysis, we used the same QC-approved data and performed pairwise IBD estimation for founders from the seven pedigrees using Plink v1.9^77^. A PI-HAT value greater than 0.1 between paired founders indicated a genetic relationship.

After examining all mutations within the coding region of the target area, we assessed copy number variations using differential coverage depth. We utilized the ‘getSegmentReadCountsFromBAM’ function in cn.mops for read coverage of genomic segments^78^. To detect CNVs, the read count matrix was normalized for each base relative to the mean coverage of the target-capture regions. We excluded segments with an average read count below 90 to minimize noise from untargetable regions. This threshold was based on the theoretical depth in cases where a deletion was homozygous in 22 sequenced cases and heterozygous in 10 controls, given a mean depth of 196 for target regions. We then calculated and displayed the ratio of the average read count of cases to controls for each family. Furthermore, to illustrate the CNV of each case at the target-capture region, we calculated and plotted the case-to-control read count ratio for each family (Supplementary Fig. 1c). The expected ratios for CNV = 3, CNV = 2, and CNV = 1 were approximately 1.5, 1, and 0.67, respectively.

### Culture of human embryonic stem cells (hESCs)

Female H9 (WA09) hESCs were cultured on six-well plates pre-coated with hESC-qualified Matrigel matrix (Corning, catalog no. 354277). The cells were maintained in mTeSR media (Stem Cell Technologies, catalog no. 85850), which was replenished daily. For routine passaging every 4-6 days, hESC were diluted at ratios between 1:6 and 1:50 using 0.5 mM EDTA-PBS (Thermo Fisher Scientific, catalog no. 15575020). All experiments involving human embryonic stem cells in this study were reviewed and approved by the Institutional Review Board of Guangzhou National Laboratory.

### Generation of CRISPR/Cas9 genome-edited cell lines

For the deletion of specific regions in H9 hESCs via CRISPR/Cas9, six guide RNA (gRNA) sequences targeting the hEC1 and hEC2 regions (approximately 9 kb) were designed based on sequences from the Ensembl Genome Browser (Supplementary Fig. 4a). The gRNA sequences were as follows: g2 - CCAGACCCCTATGGAGCACGGGG, g4 - GCGGATCCAAGCTCACCTCAGG, g5 - CGATCTTAGTGCCTTCACCGCGG, g6 - GGGGTATTCTGCTGGCCGTAGGG, g1 - AGGAGTGTAGGAGCCGATGGTGG, and g3 - TCTGCTGTGACTCACGGTTGAGG. Confluent hESC colonies were dissociated into a single-cell suspension, and 3.0 × 10^6^ cells were electroporated using the P3 Primary Cell 4D-Nucleofector L kit and 4D-Nucleofector system (Lonza Group Ltd., Basel, Switzerland), following the manufacturer’s protocol (1320 v, 30 ms, 2 pulses). Post-transfection, the cells were plated in 6-well plates using mTeSR media supplemented with 10 µM Y-27632 (Stem Cell Technologies, catalog no. 72304) for 48 hours. Cells with high viability were then selected in media containing puromycin (1 µg/ml) for 2-3 days. Drug-resistant wells were subsequently processed for single-cell isolation using Accutase (Sigma-Aldrich, catalog no. A6964), diluted, and re-plated into a 96-well plate. Pool cleavage efficiency was assessed using the EZ-editor Genotype Analysis System (UBIGENE). After two weeks, colonies were picked, split, and screened for enhancer deletion using specifically designed primers (Supplementary Fig. 4a and Supplementary Data 8). Positive clones with confirmed homozygous deletions were expanded and prepared for cryopreservation for downstream analysis.

### hCNCCs and PA-like hCNCCs derivation and culture

hESCs were differentiated into cranial neural crest cells (hCNCCs) following a previously described protocol with minor modifications^31^. Initially, confluent hESC colonies were treated with 2 mg/mL collagenase (Gibco, catalog no. 17104019) for 30-60 minutes until colony edges began to lift. These detached colonies were then cultured in neural crest cell induction (NCCI) medium, forming clusters of 100-200 cells in ultra-low attachment petri dishes. The NCCI medium comprised a 1:1 mixture of DMEM F-12 medium (Thermo Fisher Scientific, no. 10565018) and Neurobasal medium (Thermo Fisher Scientific, no. 21103049), supplemented with 0.5× N2 (Thermo Fisher Scientific, no. 17502048), 0.5× B27 (Thermo Fisher Scientific, no. 17504044), 20 ng/mL bFGF (Peprotech, catalog no. AF-100-18B), 20 ng/mL EGF (Peprotech, catalog no. AF-100-15), and 5 µg/mL bovine insulin (Gemini Bio, catalog no. 700-112 P). After about 24 hours, embryoid bodies (EBs) formed and were maintained with bi-daily changes of NCCI medium. On day 4, EBs were transferred to new tissue culture-treated dishes for approximately three days to initiate sphere attachment. Following attachment, media was changed daily, allowing cranial neural crest cells to migrate from the neural rosettes over about four days. Neuroepithelial spheres were then manually removed, and the remaining neural crest cells were harvested and enriched using CD271 MicroBead Kit (Miltenyi Biotec, catalog no. 130-099-023), and passaged onto fibronectin (7.5 µg/mL)-coated plates (Millipore, catalog no. FC010-100MG) in early hCNCCs medium. This medium included a 1:1 DMEM F-12/Neurobasal mixture, 0.5× N2 supplement, 0.5× B27 supplement, 20 ng/mL bFGF, 20 ng/mL EGF, 1 mg/mL BSA (Gemini Bio, catalog no. 700–104 P), and 1× antibiotic-antimycotic (Gibco, catalog no. 15240062). After two additional passages, the medium was changed to late hCNCCs medium by supplementing the early hCNCCs medium with 3 µM CHIR 99021 (Selleckchem, catalog no. S2924) and 50 pg/mL BMP2 (Peprotech, catalog no. AF-120-02) to enhance cell proliferation and reduce migration^31^. Following two more passages, late-stage hCNCCs were induced to transition into pharyngeal arch (PA)-like cell states by adding 100 nM retinoic acid (RA) (Sigma-Aldrich, catalog no. R2625) to the late hCNCCs medium for additional two passages.

### Immunofluorescence analysis

hCNCCs were cultured on fibronectin-coated (7.5 µg/mL) coverslips placed in 6-well plates. Upon reaching confluency, cells were fixed with 4% paraformaldehyde (PFA) for 10 minutes at room temperature and permeabilized with 0.1% Triton X-100 in PBS for 15 minutes. The cells were then incubated with primary antibodies targeting p75 (Abcam, catalog no. ab245134), NR2F1 (Abcam, catalog no. ab181137), AP2 (Santa Cruz Biotechnology, catalog no. sc-12726), and SOX9 (Millipore, catalog no. AB5535), each diluted in blocking buffer, and left overnight. After washing thrice for 5 minutes each with PBS, the cells were incubated for 1 hour in the dark with anti-mouse Alexa Fluor 488 antibody (Thermo Fisher Scientific, catalog no. A28175) and anti-rabbit Alexa Fluor 594 antibody (Thermo Fisher Scientific, catalog no. A-11012). Following another series of three 5-minute washes in PBS, the coverslips were mounted on slides using DAPI Fluoromount-G (SouthernBiotech, catalog no. 0100-20). Imaging was performed on a Carl Zeiss LSM 980 microscope, and the acquired images were processed using ImageJ software.

### RNA extraction, cDNA preparation, and quantitative real-time PCR

For each of the three independent hCNCCs differentiation experiments, approximately 2×10^6^ cells per well were washed with cold PBS and lysed using Buffer RLT (Qiagen, catalog no. 79216). RNA extraction was performed according to the manufacturer’s protocol (RNeasy Mini Kit, Qiagen, catalog no. 74104). Subsequently, 1-2 µg of total RNA from each sample was reverse transcribed to cDNA using RevertAid H Minus Reverse Transcriptase (Thermo Fisher Scientific, catalog no. EP0452). The resulting cDNA samples were diluted, and qRT-PCR was conducted on a Bio-Rad CFX96 real-time PCR machine using SYBR Green PCR Master Mix (Thermo Fisher Scientific, catalog no. 4309155), following the manufacturer’s instructions. The delta-delta Ct method was employed to calculate the relative expression levels.

### Promoter-Capture Hi-C in late hCNCCs

The preparation of Promoter Capture Hi-C libraries was conducted following established protocols^79,80^. Cells were first fixed with 2% formaldehyde for 10 minutes at ambient temperature, followed by quenching with 0.2 M glycine for 5 minutes. Post-fixation, cells were lysed, and endogenous nucleases were inactivated with 0.3% SDS. Chromatin was digested using 100U of HindIII (New England Biolabs, catalog no. R0104L), labeled with Biotin-14-dCTP (Invitrogen, catalog no. 19518018), and then ligated using 50U of T4 DNA ligase (New England Biolabs, catalog no. M0202L). After reversing the cross-links, DNA was isolated using the QIAamp DNA Mini Kit (Qiagen, catalog no. 51306), in strict accordance with the manufacturer’s instructions. Subsequent steps involved fragmenting the DNA to 300-600 bp, end-repair, A-tailing, and adapter ligation using SureSelect adaptors. Biotinylated fragments were isolated through streptavidin-affinity pull-down and PCR amplified. Promoter-specific Capture Hi-C was performed using the SureSelect XT Library Prep Kit ILM (Agilent Technologies), which included a custom-designed biotinylated RNA bait library and paired-end blockers. Post-capture PCR enrichment was followed by final purification of the libraries with AMPure XP Beads (Beckman Coulter, catalog no. A63881). Library quality was evaluated using Bioanalyzer profiles (Agilent Technologies), and high-throughput sequencing was performed on the Illumina NovaSeq 6000 platform.

### Luciferase assay

The luciferase assay was conducted as previously described^28^. In the case of hESCs, small clusters of 4-10 cells each were passaged into a 24-well plate with ROCK inhibitor (Y27632), and transfection was performed the following day. For pharyngeal arch-like hCNCCs, cells were transfected two hours post-seeding at approximately 160,000 cells per well in 24-well plates. Each assay consisted of four technical replicates. The transfection mix included 0.5 μg of pGL3-enhancer plasmids with firefly luciferase gene sequences driven by an SV40 promoter (Promega, catalog no. E1761), 0.02 μg of pRL-CMV Renilla luciferase (Promega, catalog no. E2261) as an internal control, and 1.5 μL of FuGENE HD (Promega, catalog no. E2691), all diluted in Opti-MEM I Reduced-Serum Medium (Gibco, catalog no. 31985062). The enhancer sequences were cloned into the cut site between KpnI and XhoI, and relevant plasmid construction primers are listed in Supplementary Data 8.

Twenty-four hours post-transfection, cells were harvested for measurement using the Dual-Luciferase Assay System (Promega, catalog no. E4550), following the manufacturer’s instructions, on a CLARIOstar Plus machine (BMG LABTECH). Two or three independent biological replicates were conducted, and the relative firefly luciferase activity was calculated by normalizing the firefly signal values to the renilla signal values across the reaction period.

### Enhancer-reporter assays in mouse embryos

Human enhancer sequences (hEC1-chr4: 8700174-8700974; hEC2.1-chr4: 8705075-8706475; hEC2-chr4: 8705075-8707510; hEC3-chr4: 8725074-8725674, hg38 version) were synthesized or PCR-amplified from H9 cell line genomic DNA. Combinations of these sequences, including (hEC1 + hEC2) and (hEC1 + hEC2 + hEC3), along with deletion tiling variants of hEC1 (ΔD1-ΔD5), were assembled using NEBulider HiFi DNA Assembly Mix (New England Biolabs, catalog no. E2621L). These constructs were then cloned into PCR4-Shh:LacZ-H11 plasmids (Addgene plasmids #139098), placing them upstream of a minimal *Shh* promoter and LacZ reporter gene. Similarly, the orthologous mouse enhancer, mEC1 (chr5: 35623357-35624110, mm39 version), was amplified from C57BL/6 J mouse genomic DNA and cloned using the same method. 

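In GRCm39, mEC1 spans 754 bp with a GC content of 51.1%, and overlaps none of the annotated genes of the GENCODE release used here. It lies between the long non-coding gene *Gm40283*, which ends at 35581081, and the protein-coding gene *Cpz*, which spans 35658166 to 35683049 on the minus strand. mEC1 starts 77174 bp from the start of *Hmx1* and ends 58939 bp from the start of *Cpz*.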

The detailed primers used are in the Supplementary Data 8.

CRISPR/Cas9 microinjection protocol was employed to site-specifically integrate these enhancer sequences into the H11 locus of the FVB mouse strain, which served as surrogate mothers. F_0_ embryos were harvested at developmental stages E9.5, E11.5, and E14.5. Only embryos carrying the transgenic reporter at the H11 locus were processed further for LacZ staining. Genotyping primers for each construct are listed in Supplementary Data 8. Whole mouse embryo LacZ staining was performed as previously established protocols^81^. For each enhancer and developmental time point, a minimum of three independent positive embryos were analyzed. Imaging was conducted using a Carl Zeiss Axio Zoom V16 microscope.

### Enhancer DNA pull-down assay

Biotin-labeled enhancer DNA sequences were prepared via PCR and verified through 1% agarose gel electrophoresis. Approximately 50 mouse embryos at E11.5 were microdissected to isolate PA2 tissues, which were then washed with cold PBS and homogenized using a Dounce homogenizer. Nuclear proteins were extracted using NE-PER nuclear and cytoplasmic extraction reagents (Thermo Fisher Scientific, catalog no. 78833), following the manufacturer’s protocol. Protein concentrations were quantified using BCA protein assay kits (Thermo Fisher Scientific, catalog no. 23225).

The DNA probe and nuclear proteins were pre-mixed and incubated with Bioeast Mag-SA (Streptavidin, SA, Bioeast, catalog no. M2800S) for 1 hour at 4 °C. Negative control is a mix of nuclear protein and Bioeast Mag-SA, sample is a mix of Biotin-11-dUTP labeled probe, nuclear protein and Bioeast Mag-SA, and we also include a probe control with unlabeled probe. The magnetic beads were then isolated using a magnetic stand and washed thrice with cold PBS. The eluted proteins were analyzed by SDS-PAGE and silver staining to confirm binding. Finally, protein identification was performed using liquid chromatography-mass spectrometry (LC-MS).

### CUT&RUN experiment in hCNCCs

The CUT&RUN assay was conducted in hCNCCs using the ChIC/CUT&RUN Kit (Epicypher, catalog no. 14-1048), incorporating several modifications from previously reported methods. Approximately 500,000 cells were harvested using Accutase and subsequently incubated with activated ConA Beads for 10 minutes at room temperature. Primary antibodies were then added to each 50 µL reaction: IgG (Epicypher, catalog no. 13-0042k, 0.5 µg), H3K27ac (Active Motif, catalog no. 39133, 0.5 µg), TCF7L2 (Cell Signaling, catalog no. 2569S, 1 µg), and the mixture was incubated overnight on a nutator at 4 °C.

On the second day, pAG-MNase and cold calcium chloride were used to activate the cleavage of target DNA. E. coli Spike-in DNA (0.1 ng) was also added for normalization in downstream analyses. DNA purification involved phenol/chloroform extraction and ethanol precipitation. Library preparation for histone proteins was performed using the CUT&RUN Library Prep Kit (Epicypher, catalog no. 14-1001). For TFs, modified procedures, as previously reported (10.17504/protocols.io.bagaibse), were employed to enhance the preservation of small DNA fragments. Sequencing was carried out using paired-end reads (2 × 150 bp) on the Illumina NovaSeq 6000 platform.

### Expression of recombinant proteins and electrophoretic mobility shift assays (EMSA)

The coding sequences for MEIS1 protein was cloned into the pET-His6-MBP-TEV-LIC vector between BamHI and XhoI sites, incorporating a tobacco etch virus (TEV) protease cleavage site (ENLYFQ | G) between the maltose-binding protein (MBP) and the MEIS1 protein. BL21 (DE3) competent cells were transformed with this construct. Positive bacterial cultures were grown at 37 °C until the optical density at 600 nm (OD600) reached 0.5 and then induced with 0.2 mM isopropyl β-d-1-thiogalactopyranoside (IPTG). Bacterial cells were lysed by sonication in buffer A (50 mM Tris-HCl, 500 mM NaCl, 10 mM 2-mercaptoethanol, 10% (v/v) glycerol, pH 7.5) and centrifuged to collect the supernatant. This supernatant was then applied to a Ni-NTA Superflow Cartridge (Sangon, catalog no. C600792), washed with buffer A supplemented with 50 mM imidazole, and eluted with an imidazole gradient from 100 mM to 500 mM in buffer A. The eluted protein was treated with TEV protease and dialyzed overnight in buffer A at 4 °C. The protein mixture was re-applied to a Ni-NTA Superflow Cartridge and eluted with buffer B (50 mM Tris-HCl, 1 M NaCl, 10 mM 2-mercaptoethanol, 10% (v/v) glycerol, pH 8.0) containing 50 mM imidazole. Finally, the MBP-free protein was further purified using size-exclusion chromatography (Superdex 200 Increase 10/300 GL; Cytiva, catalog no. 28990944) and concentrated to approximately 1 mg/mL in buffer C (50 mM Tris, 200 mM NaCl, 10 mM 2-mercaptoethanol, 10% (v/v) glycerol, pH 7.5).

EMSA was performed using the LightShift Chemiluminescent EMSA kit (Thermo Fisher Scientific, catalog no. 20148) with the purified TF protein. Biotin-labeled probe (Supplementary Data 9) containing predicted MEIS1-binding DNA sequence was synthesized and incubated with the MEIS1 following the manufacturer’s protocol. The resultant gels were visualized using a Tanon 5200 system.

### Mice and ethical statement

All animal experiments were performed under the approval of the Animal Care Committee at Beihang University (BM20210057). The breeding protocol was conducted as follows: one male mouse was paired with 1-2 female mice per cage for mating, with daily vaginal plug checks. Noon on the day of plug detection was considered the embryonic developmental time point (E0.5). All mice used for breeding met the following criteria: minimum age is more than 8 weeks, maximum age is less than 6 months. All mice were housed in a temperature-controlled environment (20 ± 2 °C) with regulated humidity (50-60%) and standard 12-hour light/dark photoperiod. Animals had continuous access to food and water throughout the experimental period.

No sex- and gender-based analyses have been performed, as patients with bilateral constricted ear (BCE) show no sex differences, and gender differences in our mouse model do not impact disease occurrence.

### Generation of genome-edited mouse models via CRISPR/Cas9

This study utilized four distinct mouse models constructed using the CRISPR/Cas9 technique: mEC1 deletion (*mEC1*^*del/+*^), mEC1 duplication (*mEC1*^*dup/+*^), *Hmx1*^*fl/+*^, *Hmx1*^*wt/EGFP*^. gRNAs were designed using CHOPCHOP to target specific regions: *mEC1*^*del/+*^: AGGACAGTCTCCAAGTCCGG-TGG; *mEC1*^*dup/+*^: TGTGACGTGATCGACTCCAT-CGG; *Hmx1*^*fl/+*^: gRNA1- CCCAGATTCAGGGCGTACAA-GGG, gRNA2- ACTGACTTGTTCCTACCTAC-AGG; *Hmx1*^*wt/EGFP*^: gRNA1-ATGCCGGGGCTAGTGTGAGC-CGG, gRNA2-GCGCCGGCTCACACTAGCCC-CGG. 

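The guide of the mEC1 duplication line, TGTGACGTGATCGACTCCAT, has an exact match on the plus strand of chromosome 5 of GRCm39 from 35623367 to 35623386, followed by CGG. The match lies within mEC1, near the end closer to *Hmx1*.

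**Figure D4:**
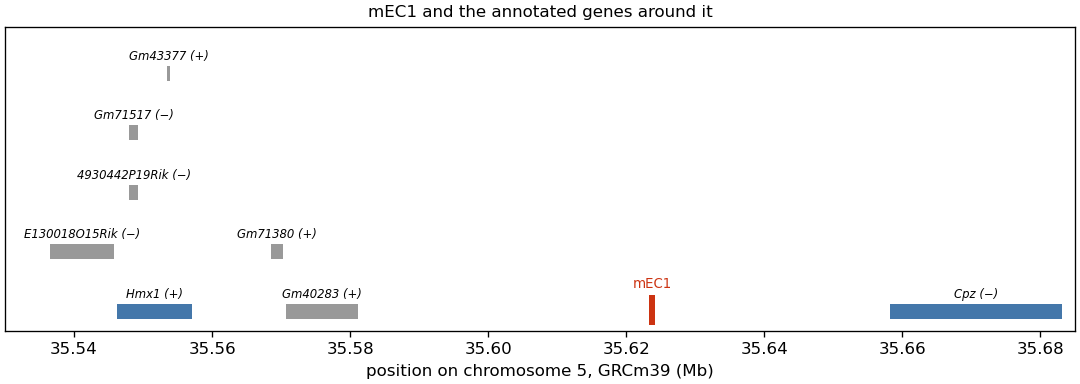
Map of chromosome 5 of GRCm39 from *E130018O15Rik* to *Cpz*, in Mb. Boxes give the extent of protein-coding genes (blue), other annotated genes (grey) and mEC1 (red), with strand in parentheses; mEC1 sits between *Gm40283* and *Cpz* and overlaps no gene.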

A combination of sgRNAs, Cas9 protein, and donor vectors were co-injected into fertilized mouse embryos at the single-cell stage. F0 founder mice were identified via PCR and confirmed by Sanger sequencing. These founders were bred with wild-type mice for germline transmission testing and F1 heterozygous mouse generation. Different homozygous genotypes were subsequently produced by intercrossing heterozygous mice.

The generation of *dumbo* mouse lines has been previously described^14^. *Wnt1::Cre;Hmx1*^*fl/fl*^ mice were generated by crossing *Wnt1::Cre;Hmx1*^*fl/+*^ male mice with *Hmx1*^*fl/fl*^ female mice, and the offspring were validated using PCR. All mice were maintained on a C57BL/6 J genetic background, housed in a Specific Pathogen Free (SPF) environment, and handled according to ethical standards. These mouse lines are available upon request from the corresponding author.

### Sample preparation, RNA isolation and bulk RNA-seq library preparation

Forming pinna prominences from E14.5 embryos (both wild type and *mEC1*^*dup/dup*^) were micro-dissected, washed with cold 1× PBS, and homogenized using a Tissue-Tearor. Total RNA extraction followed the same protocol as for cell RNA extraction. RNA-seq libraries were then prepared using the Illumina TruSeq RNA Library Prep Kit v2 (Illumina, catalog no. RS-122-2001), adhering to the manufacturer’s instructions. For each genotype, five independent biological replicates were processed.

### Sample preparation, RNA isolation and single cell RNA-seq library preparation

Single cell RNA-seq samples were prepared as previously described^29^. Briefly, micro-dissected forming pinna prominences from *Hmx1*^*wt/EGFP*^ embryos were enzymatically dissociated using 0.5% trypsin/1× EDTA for 10 minutes at 37 °C (for E10.5 and E12.5 stages) and papain digestion mix for 7 minutes (for E14.5 stage). The treated tissues were then rinsed in ice-cold 1× DMEM, filtered, and GFP^+^ cells were enriched using FACS (Sony, MA900). These collected cells were resuspended and diluted in 1× DPBS (Cytiva, catalog no. SH30028.FS) to a concentration of 1 × 10^6^ cells per ml. Gene expression libraries were prepared using GEXSCOPE Single Cell RNA Library Kits v.2 (Singleron, catalog no. SD-4180022). The single-cell suspensions were loaded onto the GEXSCOPE microchip, which facilitates automated single cell capture, cell lysis, cellular mRNA capture, and molecular labeling via the Singleron Matrix instrument. The barcoded cDNA was amplified and utilized for constructing single cell NGS libraries. The quality and quantity of the resulting libraries were assessed using Qubit 4.0 (Thermo Fisher Scientific) and Qseq100 (Bioptic). For gene expression analysis, samples were sequenced on an Illumina NovaSeq platform to a depth of 500 million reads per channel.

### Whole-mount in situ hybridization (WISH)

The WISH procedure was carried out on whole-mount embryos according to previously established protocols^29^. Initially, mouse embryos were carefully dissected to remove extraembryonic membranes and then immersed in cold 1× PBS. For fixation, embryos were submerged in 4% paraformaldehyde in 1× PBS and gently rocked for 6 hours or overnight at 4 °C in a sealed vial. Post-fixation, embryos were thoroughly washed three times with PBST (1× PBS with 0.1% Tween-20), dehydrated through a graded series of methanol-PBST solutions, and finally placed in 100% methanol for storage at −20 °C until they were processed further.

On the day of hybridization, the embryos were first rehydrated and then washed twice for 5 minutes each in PBST. They were incubated for 1 hour in 6% hydrogen peroxide/PBST and subsequently washed again with PBST at 4 °C. Next, the embryos were treated with 10 μg/mL proteinase K (Roche, catalog no. 3115887001) in PBST for a duration of 10 to 30 minutes, varying according to different embryonic stages, at room temperature. The proteinase K reaction was halted by adding 2 mg/mL glycine in PBST. For pre-hybridization, embryos were incubated for 1 hour at 68 °C in hybridization buffer, which comprised 50% deionized formamide, 5× SSC buffer, 1% SDS, 100 μg/mL yeast tRNA, and 50 μg/mL heparin. After this, digoxigenin-labeled probes (concentration ranging from 0.5 to 1 μg/mL) were added ((Supplementary Data 9)), and the embryos were incubated overnight at 68 °C.

On the following day, embryos underwent a series of extensive washes. They were initially washed three times for 30 minutes each in Wash 1 (50% regular formamide, 5× SSC buffer, 1% SDS). This was followed by a 10-minute wash in a 1:1 mixture of Wash 1 and Wash 2 (0.5 M NaCl, 10 mM Tris HCl pH 7.5, 0.1% Tween-20), and then two 30-minute washes in Wash 2 containing 100 μg/mL RNaseA and 100 units/mL RNase T1 at 37 °C. Further, embryos were washed three times for 30 minutes each in Wash 3 (50% regular formamide, 2× SSC buffer) at 65 °C, and then three times for 10 minutes each in TBST (140 mM NaCl, 2.5 mM NaCl, 25 mM Tris pH7.5, 0.1% Tween-20) at room temperature. The embryos were then blocked for 2.5 hours at room temperature in block buffer (1% blocking reagent in TBST) and incubated overnight at 4 °C with anti-Digoxigenin-AP-conjugated antibody (dilution range: 1:1000 to 1:5000, Roche, catalog no. 11093274910) diluted in the same buffer.

On the third day, the embryos were subjected to five 10-minute washes, followed by five 60-minute washes in TBST, and then left to wash overnight at 4 °C. Lastly, the embryos were washed twice for 20 minutes each in NTMT buffer (100 mM NaCl, 100 mM Tris pH 9.5, 50 mM MgCl2, 0.1% Tween-20) at room temperature. The color reaction was developed using NBT/BCIP (Roche, catalog no. 11681451001) in NTMT buffer for 0.5 to 2 hours in the dark. The reaction was stopped with three 10-minute washes in PBST, and the embryos were subsequently photographed using a Carl Zeiss Axio Zoom V16 microscope, following the manufacturer’s instructions. Two or three independent biological embryos for each genotype were conducted.

### Frozen section in situ hybridizations

Mouse embryos (wild type and *mEC1*^*dup/dup*^) at E14.5 were dissected and washed with cold 1× PBS before being fixed in 4% paraformaldehyde (PFA). The embryos underwent a dehydration process using a series of sucrose/PBS solutions (10%, 20%, 30%). This was followed by an equal volume mixture of OCT compound, with rotation for 30 minutes at room temperature. Embryos were then embedded in OCT on dry ice and stored at −80 °C until required. Cryostat sections of 20 μm thickness were prepared in a horizontal orientation using a Leica CM1860. Before hybridization, frozen sections were thawed to room temperature and allowed to air dry for at least one hour. They were then re-fixed using 4% PFA/PBS for 15 minutes, followed by three 5-minute washes in 1× PBS. Acetylation was carried out in an acetic anhydride solution (1.35% (v/v) triethanolamine, 0.175% (v/v) HCl, 0.25% (v/v) acetic anhydride) for 10 minutes at room temperature, and the sections were subsequently washed three times for 5 minutes each in 1× PBS. Prehybridization was carried out at room temperature for 2 hours. Digoxigenin (dig)-labeled probes were diluted to 1 µg/mL in hybridization buffer (50% deionized formamide, 5× SSC buffer, 1% SDS, 100 µg/mL yeast tRNA, 50 µg/mL heparin), then heated to 80 °C for 5 minutes. Approximately 400 µL of hybridization buffer was applied to each slide, covered with parafilm, and hybridized at 70 °C for 16-18 hours. On the second day, the parafilm was removed by immersing slides in 5× SSC. This was followed by a series of washes: 30 minutes in 5× SSC/50% formamide, 20 minutes in 2× SSC, and twice for 20 minutes each in 0.2× SSC at 65 °C. Subsequently, the sections were washed three times for 5 minutes each in MABT buffer at room temperature. Blocking was performed for 1-2 hours in 2% Blocking reagent/MABT buffer. Anti-Dig-AP diluted at 1:2000 in blocking buffer was applied to the sections, which were then incubated overnight at 4 °C. On day 3, the sections were washed eight times for 5 minutes each in MABT, twice for 10 minutes each in NTMT buffer, followed by application of BM purple (Roche, catalog no. 11442074001) in the dark for 2-6 hours, depending on the signal development. The reaction was terminated by immersing the slides in MABT for two 10-minute washes, then post-fixing in 4% PFA/PBS for 30 minutes, and washing three times for 5 minutes each in 1× PBS. The sections were mounted with VectaMount AQ aqueous mounting medium (Vector Laboratories, catalog no. H-5501-60). Imaging was performed using a LEICA Aperio Versa 8 microscope, and images were processed with ImageScope x64 software (version 12.4.6.5003). Two independent biological embryos for each genotype were conducted.

### Micro-computed tomography (Micro-CT) imaging and quantitative analysis of ear structures

Mice were euthanized and whole heads imaged using a SkyScan 1276 micro-computed tomograph (Bruker, Belgium). Scanning was performed at 18-micron resolution using the following parameters: 55 kV, 200 uA, 0.5 mm Al filter; 0.4° rotation step over 360°, with 3-frame averaging. All raw scan data were reconstructed into multiplanar slice data using NRecon V1.7.3.1 software (Bruker). Reconstructed data were then rendered in 3D with consistent thresholding parameters using Drishti V3.0 Volume Exploration software (GitHub.com/nci/Drishti) for gross visual assessment of the craniofacial skeleton. Representative rendered images from animals of each genotype were captured and processed using Photoshop (Adobe Creative Cloud).

For quantitative assessment of affected structures, three distinct interlandmark measurements were taken from each scan (as shown in Supplementary Fig. 8). The measurements included: 1) the exterior or posterior length of the paroccipital process (as seen from the posterolateral view of the process, 2) the interior or anterior length of the paroccipital process (as viewed after placement of a clipping plane to remove bone obstructing a posterior-facing view of the processes), and 3) the height of the posterior aspect of the periotic capsule, which resides adjacent the paroccipital process. All measurements were taken for both the left and right side structures of each skull. All data were graphed using SuperPlotsofData shiny app (https://huygens.science.uva.nl/SuperPlotsOfData/).

### Computational analysis

#### RNA-seq data and GO enrichment analysis

RNA sequencing reads were initially processed using fastp for trimming of the paired-end data, with quality assessment performed via FASTQC (version 0.12.1). Subsequently, the reads were aligned to the mouse reference genome (GRCm39) using the STAR aligner (version v2.7.11a). Quantification of the alignment files was carried out using featureCounts (version 2.0.6), incorporating the gene model parameter. Differential gene expression analysis was conducted utilizing the limma (version 3.56.2), Glimma (version 2.10.0), and edgeR (version 3.42.4) packages. Significantly downregulated genes, defined by criteria of an FDR ≤ 0.05, log fold change (logFC) < 0, and log counts per million (logCPM) ≥ 1, were selected for Gene Ontology (GO) enrichment analysis. This analysis was performed using the clusterProfiler package (version 4.8.3), with results visualized via the treeplot function.

#### ChIP-seq and CUT&RUN data analysis

Publicly available ChIP-seq datasets for this study were obtained from the GEO database, including datasets for d11hCNCC: GSE28874^82^; P4hCNCC: GSE145327^28^ and GSE70751^31^; mNCC: GSE89435^20^; Pinna: GSE211900^29^. Sequencing reads were trimmed using fastp and aligned to either the mouse (GRCm39) or human (GRCh38) reference genome using bowtie2 (version 2.4.0). Duplicate reads (marked by Picard toolkits), non-unique, and low mapping quality reads were filtered out using sambamba. BigWig files, with signals normalized using the RPGC method, were generated for visualization using deepTools2.0 (version 3.4.2). Peak calling against the INPUT sample was performed using Macs2 software (version 2.2.7.1). Additionally, human embryonic craniofacial epigenetic data from stages CS13, CS14, CS15, and CS17 were accessed from https://cotney.research.uchc.edu/craniofacial/^27^.

CUT&RUN sequencing data were analyzed employing the CUT&RUNTools 2.0 pipeline, as previously reported^83^. For histone peak calling, the fragment size filter was deactivated, while for TFs, fragments larger than 120 bp were filtered out. Normalized bigwig files were generated using an alignment scale factor based on spike-in reads from *E. coli* K12 strain MG1655. Two replicates for independent biological experiments were generated for each antibody (IgG, H3K27ac, and TCF7L2).

#### ATAC-seq data analysis

ATAC-seq datasets used in this study were sourced from existing databases (d11hCNCC: GSE108517^30^; hESC and P4hCNCC: GSE145327^28^; mNCC: GSE89436^20^; Pinna: GSE211899^29^). The adapter sequences were trimmed using the bbduk.sh script and the reads were subsequently aligned to the reference genome using bowtie2. Low-quality reads were filtered out following the methodology described in the ChIP-seq data analysis section. The alignmentSieve function with the –ATACshift parameter was employed to adjust for the transposase binding pattern. For visualization purposes, bigwig files were generated utilizing the bamCoverage function in deepTools 2.0 (version 3.5.2).

#### Hi-C and PCHi-C data analysis

For the capture Hi-C data of human cranial neural crest cells (hCNCCs), a genome digest file for HindIII was created using hicup_digester. The HiCUP software (version 0.9.2) was then employed to generate alignment files. To prepare files for the Chicago R package (version 1.30.0), scripts such as bam2chicago.sh and makeDesignFiles.py from chicagoTools were utilized. The Chicago package produced washU_text format results, showcasing interactions between two genomic positions. Interactions with a score ≥5 were considered high-confidence and visualized as arcs using pygenometrack (version 3.9). Other PCHi-C datasets in this study (hESC: GSE8682^84^; Pinna: GSE211901^29^) were downloaded and processed as same as hCNCCs.

For the human eye Hi-C dataset, we obtained the interaction heatmap profile from the Epigenome Gateway website (Hub: HiC interaction from Juicebox, Track label: 3PNAS_2016_1RPE1_control_HIC005^25^ of human eye). The file (GSM1847524) was converted to cool format using hicConverFormat function in HiCExplorer (version 3.7.2) with –resolutions 25000, then hicFindTADs was applied for calling TAD regions with parameters: -thresholdComparisons 0.05, -delta 0.01, -correctForMultipleTesting fdr. CTCF signals of hCNCCs were further integrated to display sub-TAD structure.

#### scRNA-seq analysis

The scRNA-seq reads were processed using the CeleScope pipeline, details of which are available at https://github.com/singleron-RD/CeleScope. This processing generated a 10x Genomics-like raw feature-barcode matrix suitable for downstream filtering and data integration using Seurat (version 4.3.0). For cell filtering, we assumed that both the log10-transformed gene counts and UMI counts per cell for each sample followed a normal distribution. We calculated the mean ± 1.96 times the standard deviation, defining the 95% confidence interval, to determine the lower and upper thresholds. These thresholds were then converted back to the original scale (as the power of 10 of the log values) to establish criteria for excluding low-quality cells. Furthermore, cells exhibiting a mitochondrial gene expression ratio exceeding 5% were also categorized as low quality.

Data integration was accomplished using the CCA2-based pipeline of the Seurat package. The SelectIntegrationFeatures function was utilized to identify variable features across datasets for integration. Subsequently, the FindIntegrationAnchors function was employed to identify anchor pairs between datasets, followed by the IntegrateData function to create an integrated assay, which included the newly integrated expression profiles. Based on the results of integration, we performed PCA dimensionality reduction using RunPCA on the variable features employed for integration. This was followed by UMAP dimensionality reduction using RunUMAP with parameters *-dims 1:20*, *-n.neighbors 50*. For unsupervised clustering, we executed the FindNeighbors function using default parameters, and FindClusters with *-resolution 0.4*.

#### PAGA developmental trajectory analysis

The integrated expression profiles were imported into SCANPY (version 1.9.3) for the construction of the fibroblast differentiation trajectory employing the Partition-based Graph Abstraction (PAGA) algorithm. For this analysis, a total of 4994 cells, equally proportioned from each sample and cell type, were subsetted for trajectory construction. The scanpy.tl.paga function was utilized to construct a PAGA graph, which facilitated the visualization of cell population structures. This visualization was achieved using sc.tl.draw_graph, producing a force-directed graph drawing. The root cell for the trajectory was designated as a cell from the Mitotic CNCC-derived mesenchymal cell population. Diffusion pseudotime was calculated using scanpy.tl.diffmap and scanpy.tl.dpt functions. Additionally, the cellrank.kernels.PseudotimeKernel function from the CellRank package (version 2.0.2) was employed to construct the cellrank pseudotime kernel. This kernel was crucial for computing the cell-cell transition matrix. The pseudotime results were ultimately visualized as embeddings on the force-directed graph, providing insights into the developmental trajectory of fibroblast differentiation.

#### Motif analysis

Motif prediction on hEC1 sequence was performed using FIMO software in the MEME Suite (version 5.5.3). The motifs used in the prediction process were downloaded from HOCOMOCO database (v12) containing a collection of 1443 motifs, and the threshold *P*-value of 1E-4 was used to identify high-affinity binding sites. After the preliminary results, we further used the single cell expression datasets from human embryos (GSE157329) to filter TFs that are not expressed (TFs must be expressed in cells expressing the *HMX1* gene in no less than 10% of the cells) with the *HMX1* gene. Additionally, through the ALX1/4 prediction *P*-value is larger than 1E-4, we also present it in Fig. 3 considering the very close distance to the very high MEIS1/PBX1 binding site and potential influence. Finally, we further confirm the binding pattern of HD, HMG-box, and Coordinator in the D3-D4 region using sequence motif location tool (MoLoTool).

#### EChO analysis

The Enhanced Chromatin Occupancy (EChO) analysis was conducted following previously established protocols^34,69^. The process began with the generation of two bed files using bedtools: one representing the region file (TCF7L2 occupied peaks on hEC1 extended by ±500 bp) and the other being the fragment file. Detailed bedtools procedures for EChO can be found at https://github.com/FredHutch/EChO. Utilizing the region file, the foci mode of EChO was implemented to identify single-base-pair foci as the centers of matrices. Additionally, the matrix mode was executed over a 400 bp window for each focus. This approach generated a matrix of base pair-resolution EChO fragment size values, facilitating subsequent visualization. For the analysis of high and low motif scores, TCF7L2 matrix profiles (including MA0523.1 and MA0523.2,) were retrieved from the JASPAR database. These profiles were scanned across a 40 bp window surrounding each focus. Motifs with scores exceeding 80% were categorized as high-scoring, while those above 70% were deemed low-scoring motifs.

#### Proteomic analysis of LS/MS results

Raw MS files were converted to MGF format using MM File Conversion software and subsequently analyzed via MASCOT software (version 5.5.3) against the UniProt database (https://www.uniprot.org/taxonomy/10090). The search parameters are: Fixed modifications--Carbamidomethyl, Variable modifications--Oxidation, Enzyme--Trypsin, Maximum Missed Cleavages-−1, Peptide Mass Tolerance-−20ppm, Fragment Mass Tolerance-−0.6 Da, Mass values--Monoisotopic, Significance threshold-−0.05. The matched proteins were filtered based on a peptide expectation value threshold (pep_expect <0.05), and the resulting protein data are listed in the Supplementary Data 3. Then, significantly identified proteins were enriched using UP_KW_MOLECULAR_FUNCTION implemented in the DAVID website (https://davidbioinformatics.nih.gov/). For fifteen DNA-binding proteins, InterPro enrichment was further performed to detect TF classification. *P* values were corrected by Benjamini-Hochberg method.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All raw sequencing data and processed data in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE263084 (CUT&RUN, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263084), GSE263085 (PC-HiC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263085), GSE263086 (bulk RNA-seq, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263086), GSE263087 (scRNA-seq, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263087), GSE293403 (scRNA-seq, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE293403). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD063373. The raw genomic data are available under restricted access for patients’ confidentiality, access requires a brief project description and a signed data-use agreement restricting downstream data sharing and limiting use to the requesting investigator. In addition, we used public sequencing datasets: ChIP-seq datasets: GSE28874 (d11hCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE28874), GSE145327 (P4hCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145327), GSE70751 (P4hCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?accacc=GSE70751), GSE89435 (mCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89435), GSE211900 (Pinna, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211900). ATAC-seq datasets: GSE108517 (d11hCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108517), GSE145327 (hESC and P4hCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145327), GSE89436 (mCNCC, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89436), GSE211899 (Pinna, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211899). scRNA-seq dataset: GSE157329 (single-cell transcriptomes of 4- to 6-week human embryos, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157329). Additionally, human embryonic craniofacial epigenetic data from stages CS13, CS14, CS15, and CS17 were accessed from https://cotney.research.uchc.edu/craniofacial/. Source data are provided with this paper.

# Supplementary material for: Auricular malformations are driven by copy number variations in a hierarchical enhancer cluster and a dominant enhancer recapitulates human pathogenesis
**Source:** Nat Commun. 2025 May 17;16:4598. doi: 10.1038/s41467-025-59735-w
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary Information

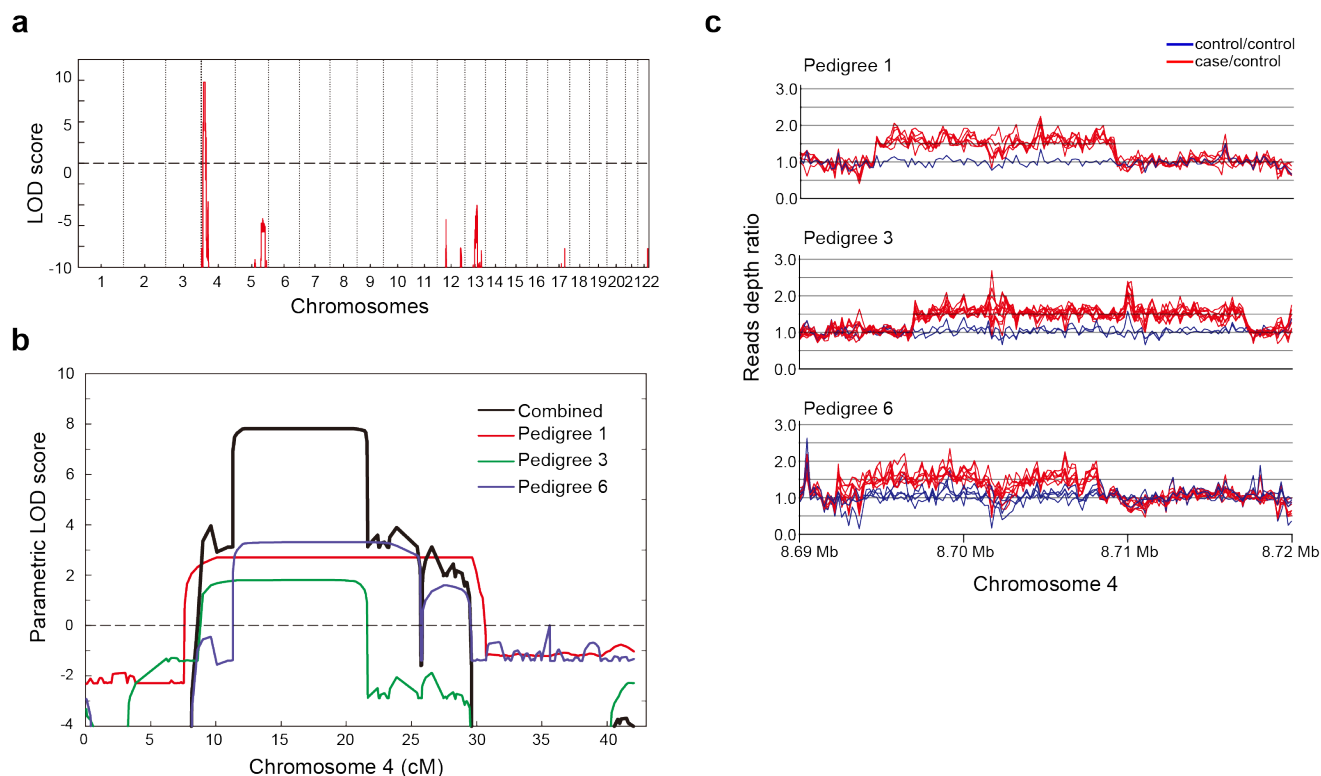

**Supplementary Figure 1 | Identification and fine mapping of the BCE core locus in three BCE pedigrees.**

**a**, Linkage analysis using whole-genome chip-based data in three BCE families revealed a pronounced signal on chromosome 4, marked by a LOD score of 7.8. This highlights a shared chromosomal region associated with the BCE phenotype. **b**, A detailed representation of the chromosome 4 linkage signal, including individual LOD scores for each family. This demonstrates the distinct yet overlapping linkage signals among these families. **c**, Fine mapping of the linkage signals identified copy number duplications through target capture sequencing. For each family, one healthy individual was randomly selected as a control. This panel compares the sequencing coverage depth ratio between the remaining family members and this healthy control. Red lines illustrate the read depth ratio in the linked chromosomal region for patients compared to the control, whereas blue lines depict the ratio between healthy family members and the control.

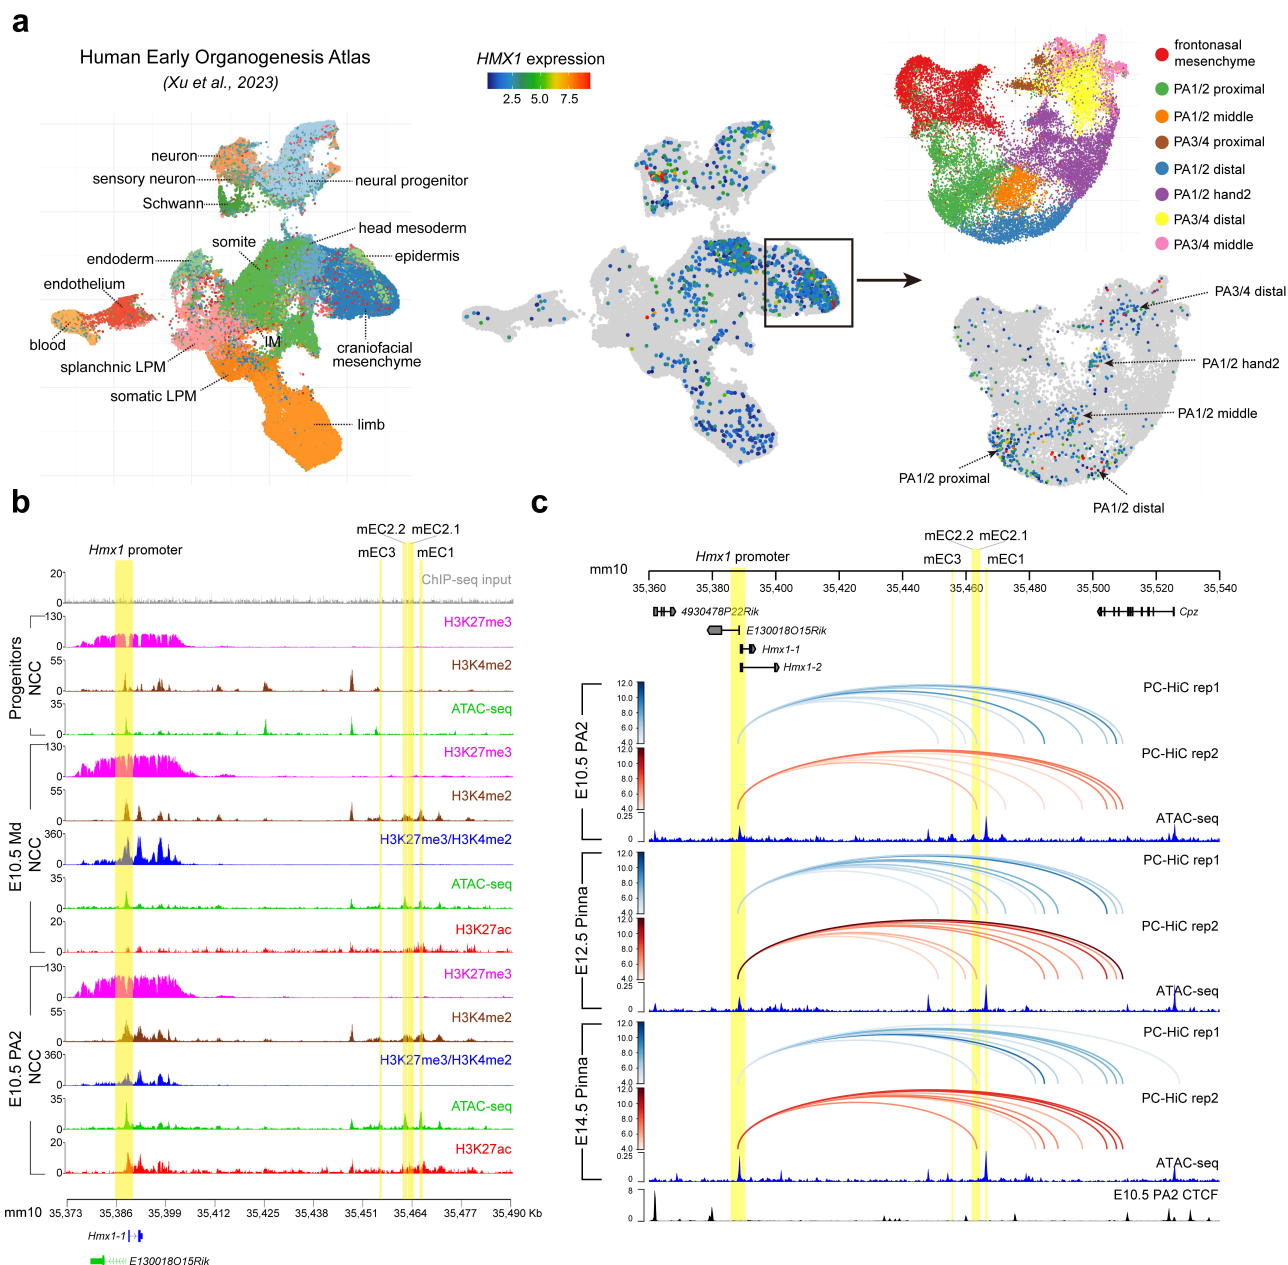

## Supplementary Figure 2 | Single-Cell RNA sequencing and epigenetic landscaping of the BCE core locus in human and mouse craniofacial development.

**a**, UMAP clustering and *HMX1* expression profiling in early human embryonic craniofacial regions. scRNA-seq analysis showcases the UMAP clustering of cell types from the human early organogenesis atlas, with cell type annotations as per Xu, Y. *et al.* (2023)<sup>1</sup>. The central feature plot visualizes the expression levels of the *HMX1* gene across different cell clusters, while the right panel provides a detailed view of *HMX1* expression within craniofacial mesenchyme cells specifically in the pharyngeal arch (PA) structures. **b**, Conservation of epigenetic regulatory elements in mouse E8.5 NCC progenitors and E10.5 Md, PA2 NCCs. This panel illustrates the epigenetic landscape at the BCE core locus in mouse neural crest cell progenitors at E8.5 and E10.5 using publicly available datasets<sup>2</sup>. Highlighted in yellow are the regions orthologous to human enhancers and the *Hmx1* promoter. **c**, Dynamics of the BCE core locus epigenetic landscape from mouse pharyngeal arch 2 (PA2) to pinna development. Here, the evolution of the epigenetic context is traced from E10.5 PA2 to E14.5 pinna tissues using publicly available datasets<sup>3</sup>. Blue and red arcs indicate chromatin interactions from two Promoter Capture Hi-C (PC-HiC) dataset replicates. ATAC-seq and CTCF tracks are also shown.

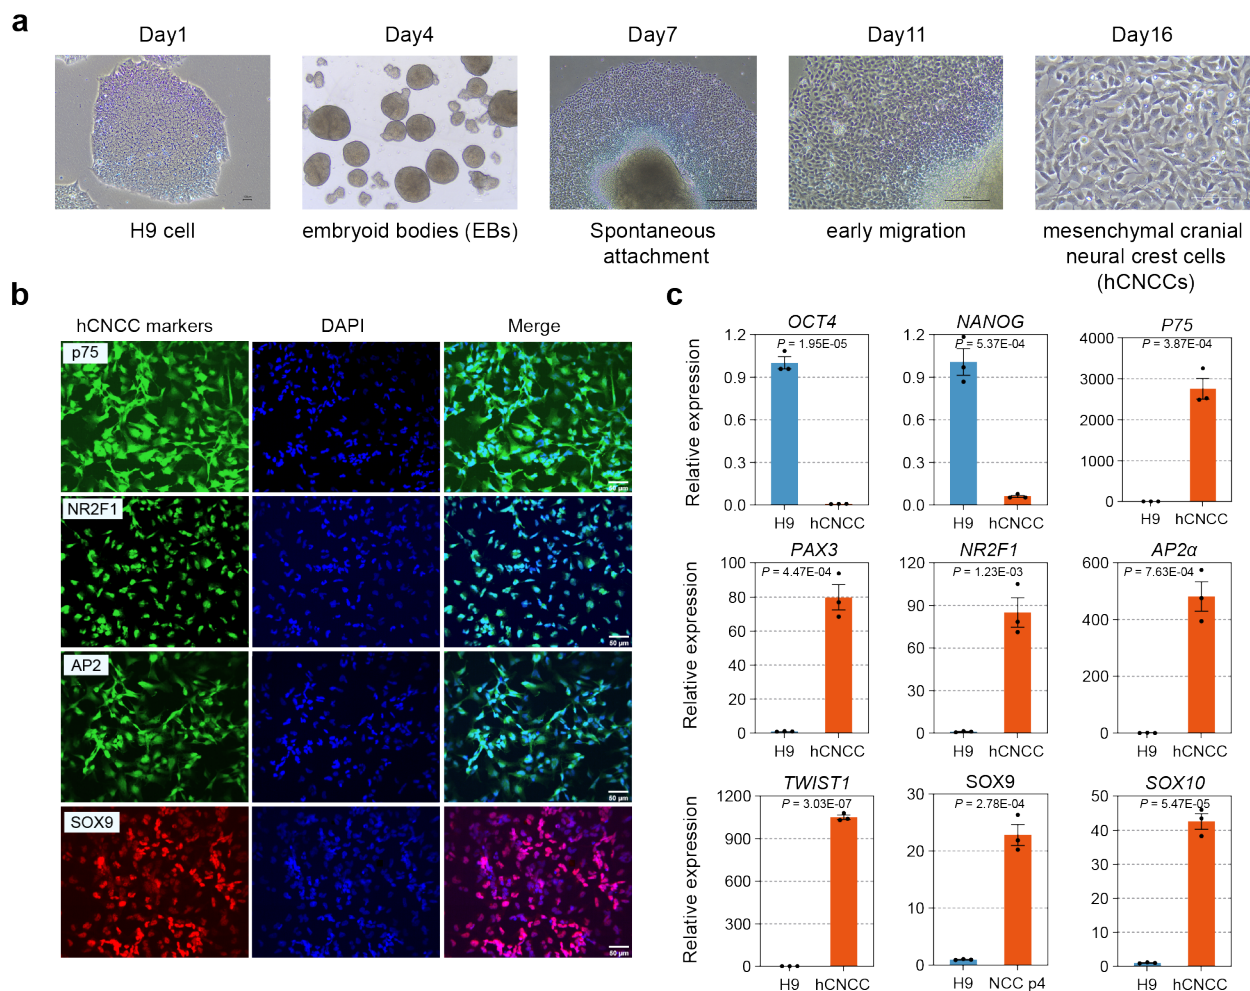

### Supplementary Figure 3 | *In vitro* differentiation system from H9 cells to late hCNCCs state.

**a**, Representative images (three independent differentiations) depicting the progression from H9 cells to the late hCNCCs state. **b**, Immunofluorescence analysis using markers p75, NR2F1, AP2, and SOX9 to verify cell identity during the differentiation process. Three independent experiments were performed. **c**, Quantitative real-time PCR (qPCR) is used to further evaluate the efficiency of hCNCCs differentiation. Results are presented as mean  $\pm$  SEM ( $n = 3$ ).  $P$ -values were calculated using unpaired Student's  $t$ -test (two-tailed). Source data is provided as a Source Data file.

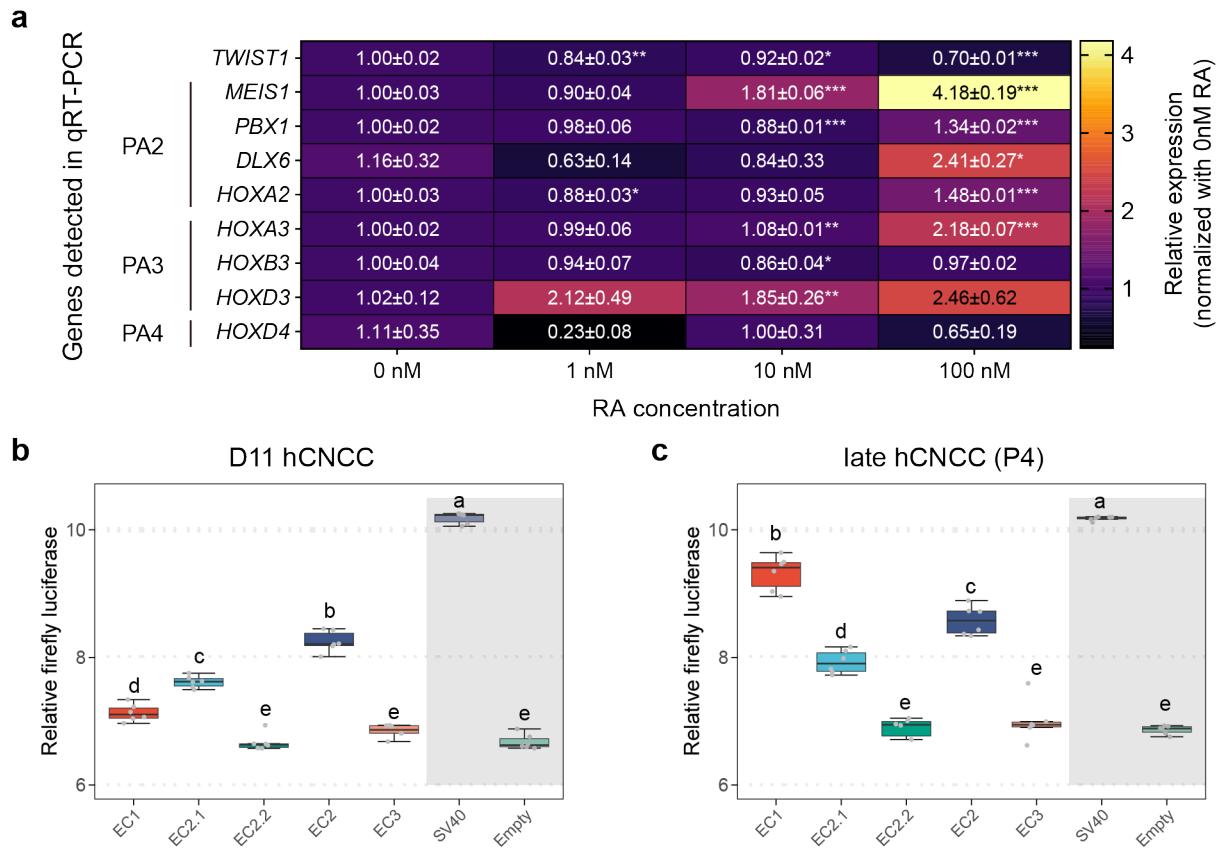

**Supplementary Figure 4 | *In vitro* differentiation system from late hCNCCs to PA-like hCNCCs state.**

**a**, qRT-PCR analysis of specifically expressed genes in PAs (PA2/3/4). Relative expressions of other RA-treated hCNCCs (1 nM, 10 nM, 100 nM) were normalized with 0 nM RA treatment hCNCCs. *P*-values were calculated using unpaired Student's *t*-test (two-tailed) compared with 0 nM RA treatment hCNCCs for each gene. Values are presented as mean ± S.E.M. (*n* = 4), \**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001. **b**, **c**, Luciferase assays evaluating candidate enhancers at the BCE core locus in D11 hCNCCs (**b**), and late hCNCC (**c**), including SV40 enhancer (positive control) and empty vector (negative control). Results from two independent experiments, each with three technical replicates (*n* = 6), are shown. One-way ANOVA was performed using GraphPad, followed by Duncan's multiple comparison test. Groups sharing the same letter indicate no significant difference, while groups with different letters indicate significant differences. Source data is provided as a Source Data file.

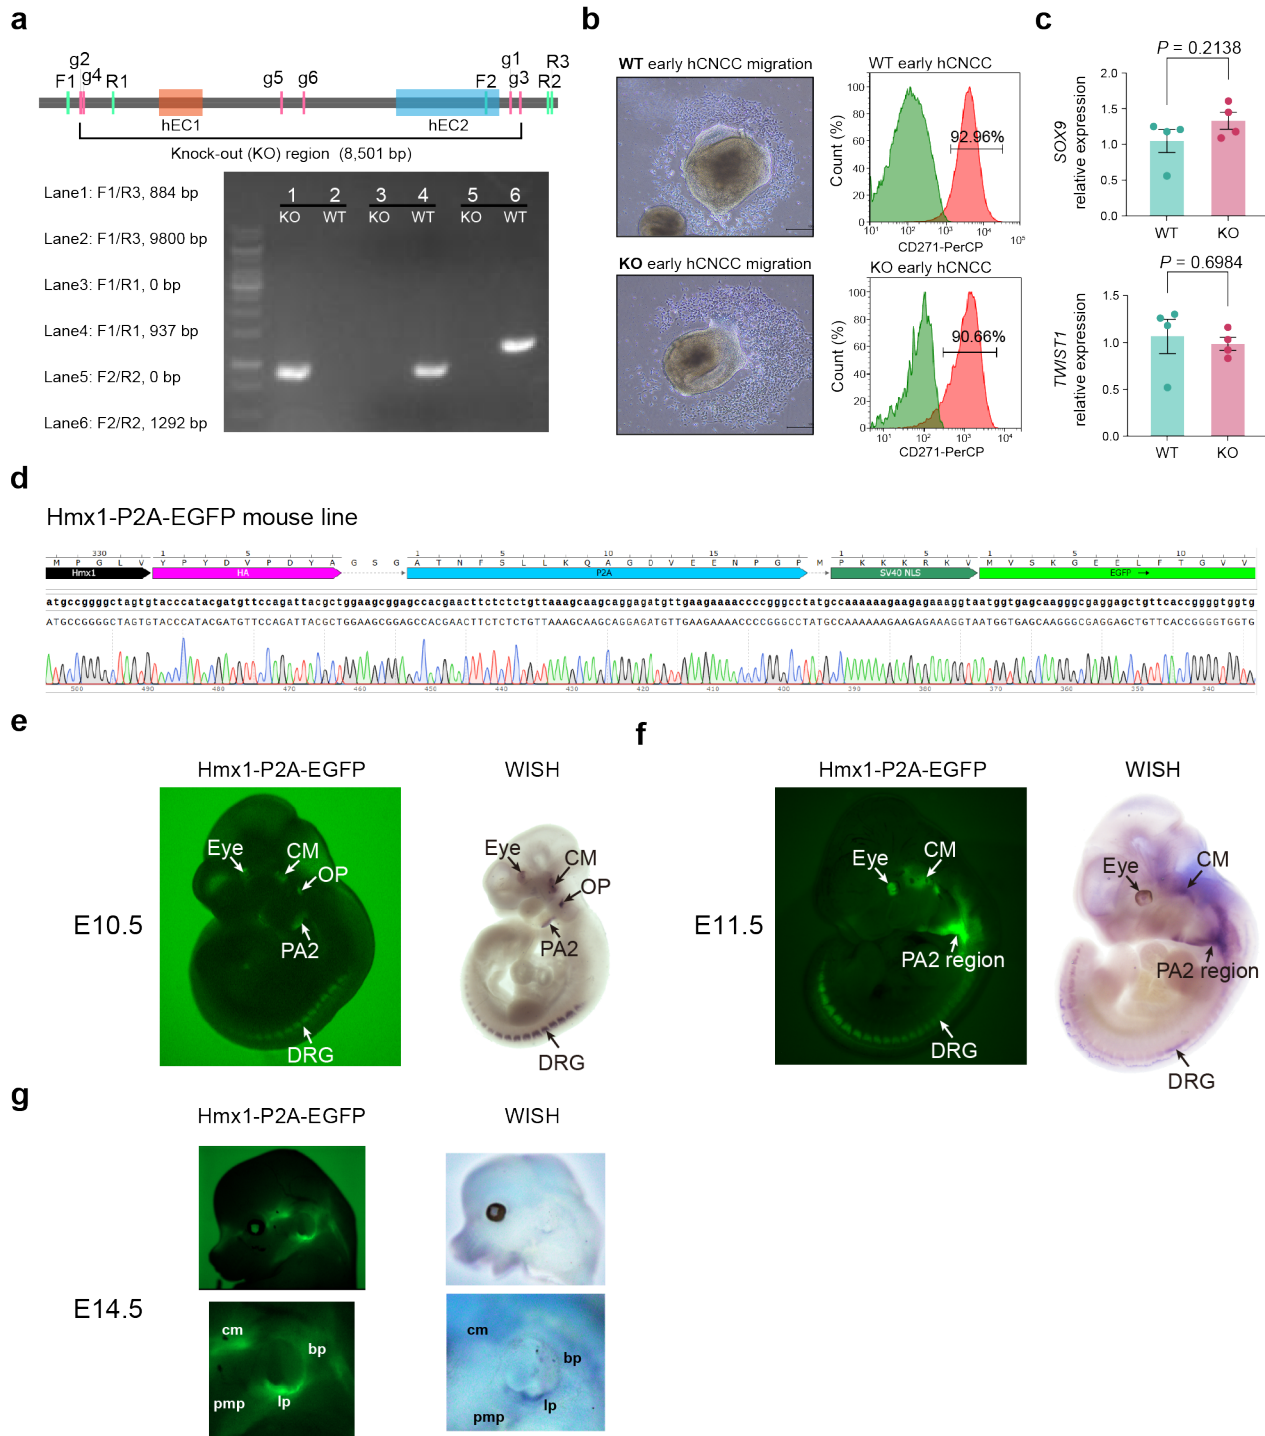

### Supplementary Figure 5 | Validation of transgenic knock-out cell line and knock-in mouse line.

**a**, A CRISPR/Cas9 strategy is employed to delete the hEC1+hEC2 region (~9 kb). Six gRNA sequences are designed along with corresponding primer pairs to validate knockout efficiency, with gel analysis images provided. **b**, Representative images (three independent differentiations) illustrate early hCNCCs migration in both wild-type (WT) and knockout (KO) cell lines. Scale bars measure 100  $\mu$ m. In the right panel, FACS analysis of CD271 (p75) in early hCNCCs is shown for both WT and KO cell lines. **c**, Gene expression analysis of *SOX9* and *TWIST1*, two important TFs in hCNCCs, compares WT and KO. Data are presented as mean  $\pm$  SEM (n = 4). *P*-values were calculated using unpaired Student's *t*-test (two-tailed). Source data is provided as a Source Data file. **d**, Construction of the Hmx1-P2A-EGFP transgenic reporter line is described, with Sanger sequencing results of this mouse model presented. **e**, **f**, **g**, Comparison of the spatiotemporal pattern of *Hmx1* expression between the Hmx1-P2A-EGFP transgenic reporter line and *WISH* results at E10.5 (**e**), E11.5 (**f**) and E14.5 (**g**). The left panel shows an image of Hmx1-P2A-EGFP; the right panel shows an image of *WISH* result. CM, craniofacial mesenchymal; DRG, dorsal root ganglia; OP, otic placode; bp, basal pinna; lp, lower part of pinna; pmp, the proximal region of the mandibular prominence. Three independent experiments were performed.

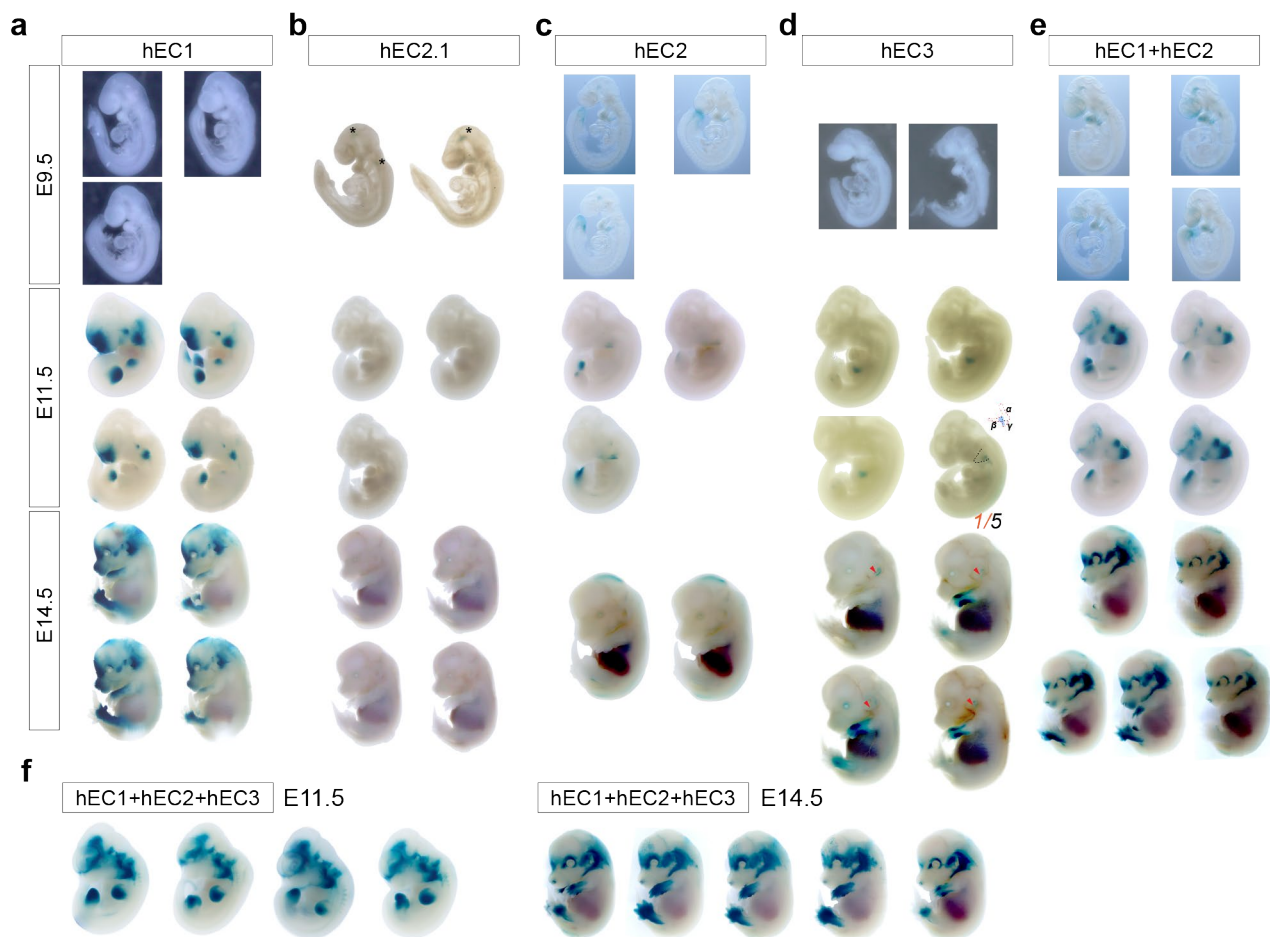

**Supplementary Figure 6 | The activity of multipartite enhancers closely recapitulates the spatiotemporal expression pattern of endogenous *Hmx1*.**

**a-f**, LacZ assays are conducted to track pinna development from E9.5 to E14.5 for various enhancers: hEC1 (**a**), hEC2.1 (**b**), hEC2 (**c**), hEC3 (**d**), hEC1+hEC2 (**e**) and hEC1+hEC2+hEC3 (**f**). Results showing all positive LacZ staining embryos for each enhancer are included.

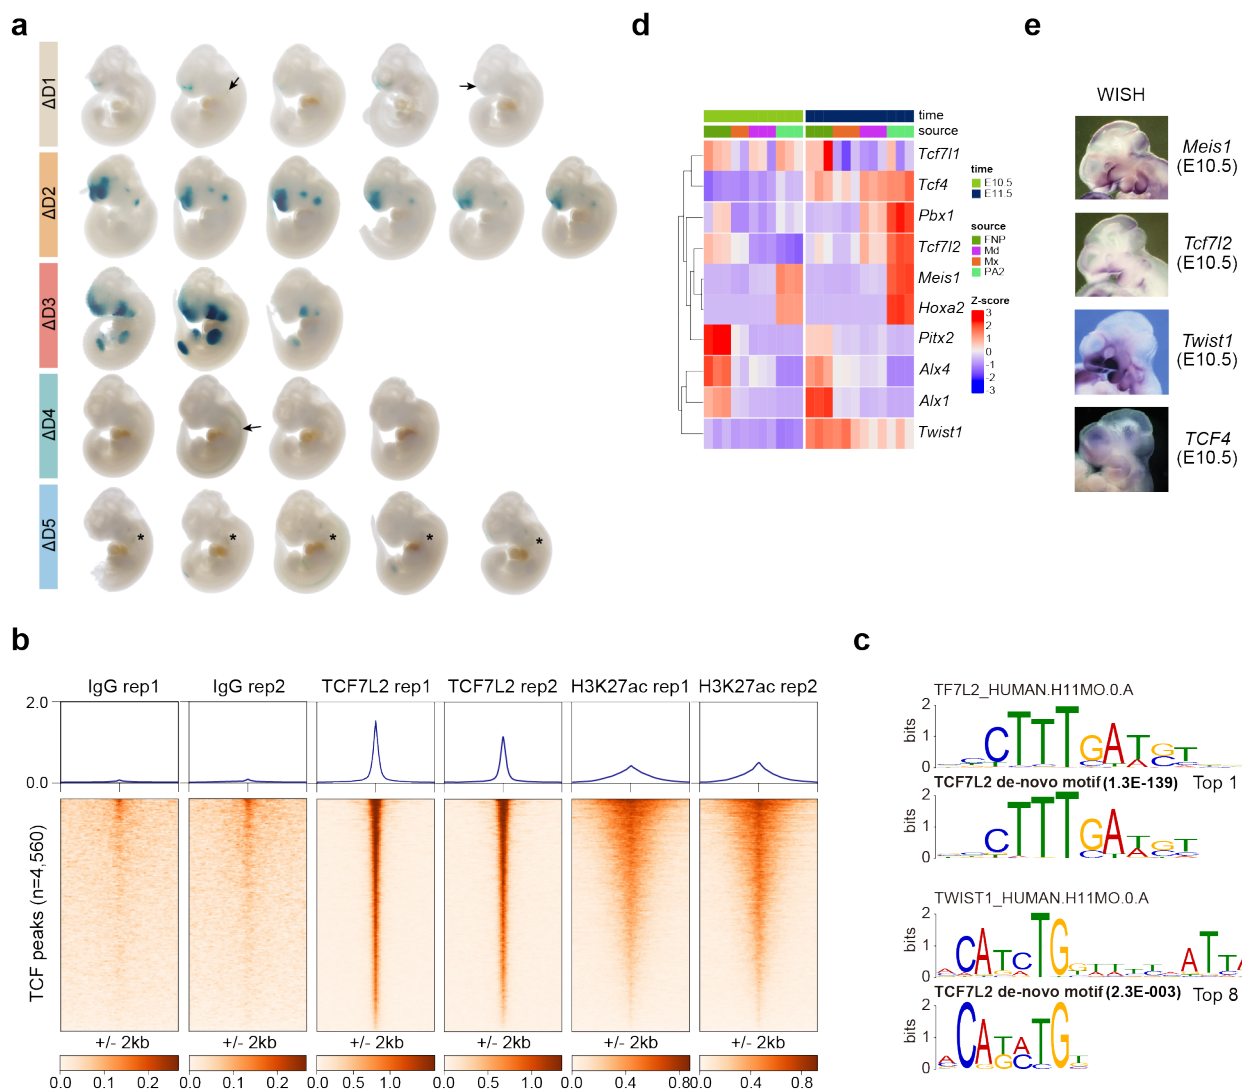

### Supplementary Figure 7 | HD, HMG box and Coordinator TFs coordinately regulate hEC1 specificity and activity.

**a**, Display all positive LacZ staining embryos for  $\Delta D1$ ,  $\Delta D2$ ,  $\Delta D3$ ,  $\Delta D4$ , and  $\Delta D5$ . Arrows point to faint staining signals. **b**, A heatmap is presented, showing IgG, H3K27ac, and TCF7L2 binding profiles across  $\pm 2$  kb from TCF7L2 peak summits (4560). Results from two independent biological replicates are shown. **c**, *De novo* TCF7L2 motif analysis is performed using the MEME toolkit. The top-ranked motif is similar to TF7L2\_HUMAN.H11MO.O.A; the eighth-ranked motif is similar to TWIST1\_HUMAN.H11MO.O.A. **d**, A complex heatmap shows TFs expression across four craniofacial regional zones: frontonasal process (FNP), maxilla (Mx), mandible (Md), and PA2 at E10.5 and E11.5<sup>2</sup>. Gene expression is scaled and clustering is performed. **e**, *WISH* images of four critical TFs including *Meis1*, *Tcf7l2*, *Twist1* and *Tcf4*. Images are from Emage database (<https://www.emouseatlas.org/emage/home.php>).

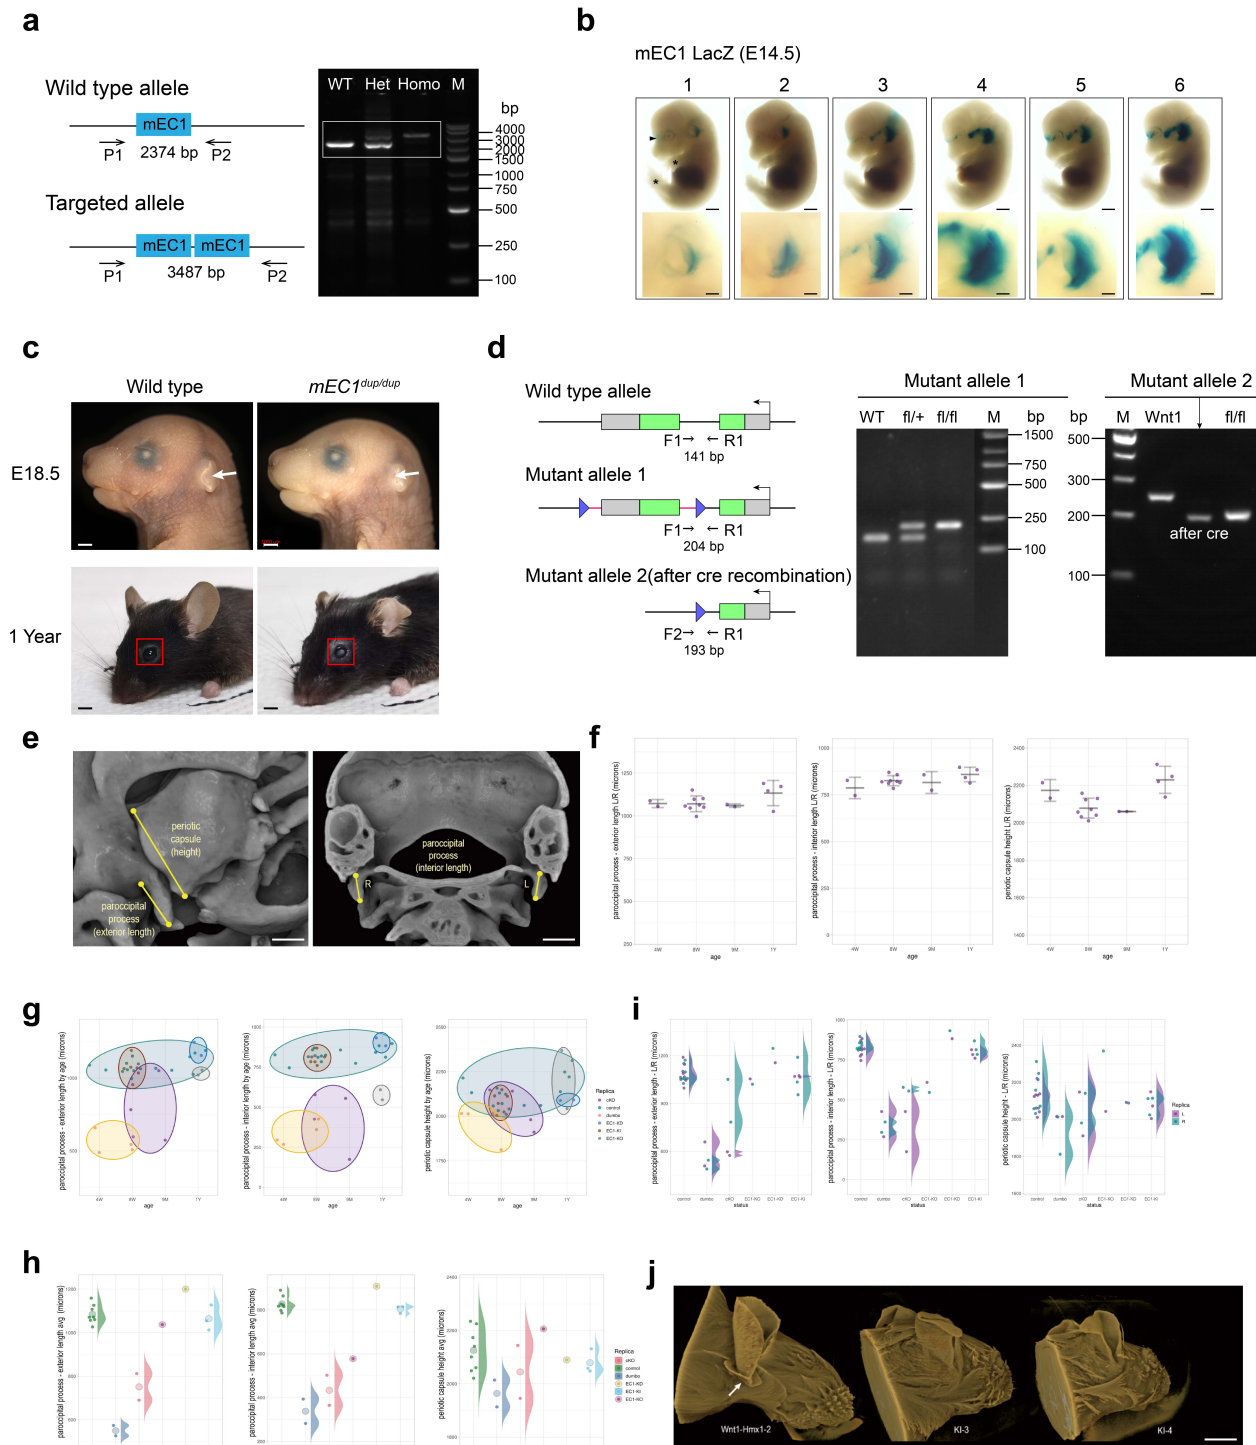

# Supplementary Figure 8 | Pinna malformation is driven by either the expansion or the loss of spatial *Hmx1* expression.

**a**, A schematic diagram of the transgenic *mEC1<sup>dup/dup</sup>* mouse model is presented. A primer pair, P1 and P2, flanking the mEC1 element, is designed for genotyping: the wildtype allele measures 2374 bp and the transgenic allele 3487 bp. The right panel displays gel electrophoresis results for wildtype (WT), heterozygote (Het), and homozygote (Homo) in the white rectangle.

**b**, The figure Depicts all positive LacZ staining in mouse embryos for mEC1 at E14.5. The upper panel shows the whole embryo, while the bottom panel presents zoomed-in images of pinna staining. Black arrows and stars indicate distinct staining patterns compared to hEC1 LacZ results, particularly in the frontonasal prominence and fore- and hind-limbs. Scale bars measure 500 µm.

**c**, Ear and eye malformations are compared between wildtype and *mEC1<sup>dup/dup</sup>* mice. Ear malformation in *mEC1<sup>dup/dup</sup>* is clearly visible, as indicated by the white arrow. Eye malformation, likely representing cataract, is marked with a red rectangle in older mice. Scale bars measure 1000 µm.

**d**, A schematic diagram of the transgenic *wnt1::Cre;Hmx1<sup>fl/fl</sup>* mouse model is shown. Primers F1, R1 are used to identify WT and *Hmx1<sup>fl/fl</sup>*; and F2, R1 for genotyping *Wnt1::Cre;Hmx1<sup>fl/fl</sup>*.

**e**, The exterior and interior length of each paroccipital process and the height of the periodic capsule on each side were measured on 3D rendered scans using the 3D coordinate landmarks denoted by the yellow dots. Scale bars measure 500 µm.

**f**, The exterior and interior lengths of the paroccipital processes and the height of the periotic capsule in control mice measured at 4 weeks, 8 weeks, 9 months and 1 year of age. The measurements suggest that the paroccipital processes have reached their near-final adult length by 4 weeks of age. **g**, Paroccipital process and periotic capsule measurements were graphed based on age, showing the distinct genotypes. **h**, The average of the left and right side paroccipital process measurements and the periotic capsule measurements were graphed to display the respective genotype-specific sizes. The dots represent separate measurements. The distribution of each genotype is also shown to the right of the individual measurements for each. **i**, Left and right side paroccipital process and periotic capsule measurements were graphed separately to assess lateral variability. Left side (purple dots/distribution), right side (teal dots/distribution) based on genotypes. The dots represent separate measurements. The distribution is shown to the right of the individual measurements for each side. **j**, 3D renderings of the soft tissue on heads of *Wnt1::Cre;Hmx1<sup>fl/fl</sup>* and *mEC1<sup>dup/dup</sup>* mice. White arrow indicates the pinna cartilage duplication, which is also seen in *dumbo* mice. Scale bars measure 500  $\mu\text{m}$ . Source data is provided as a Source Data file.

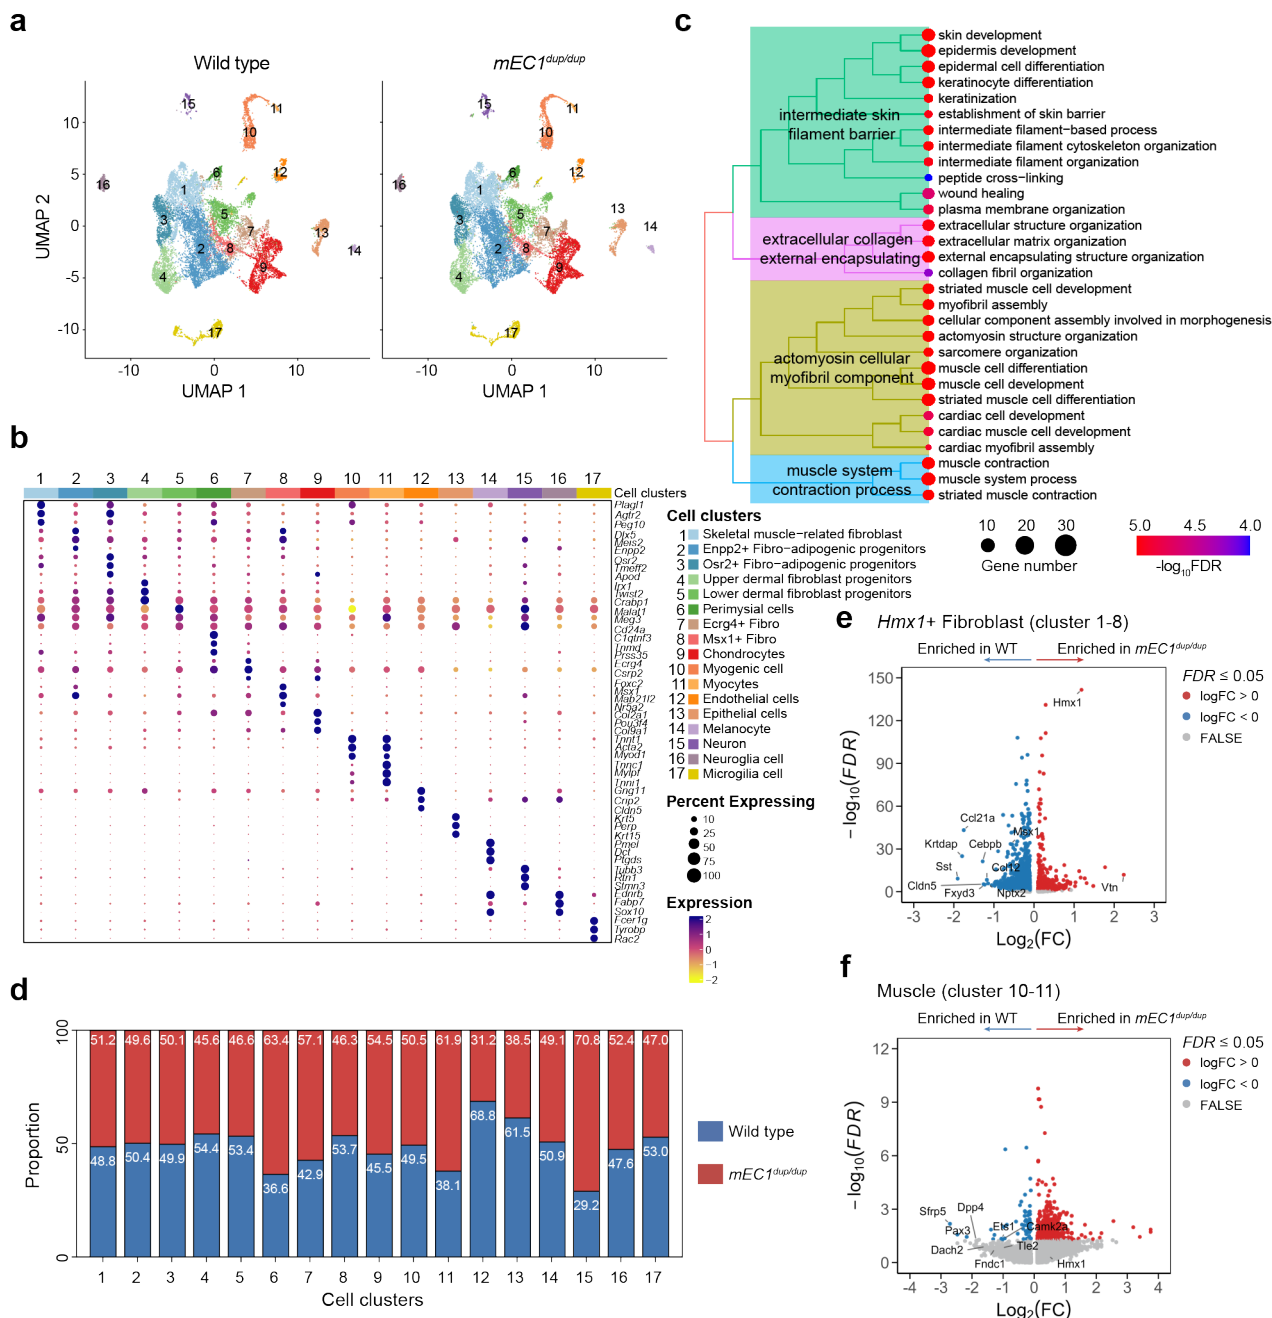

**Supplementary Figure 9 | Bulk and ScRNA-seq reveals the disrupted gene network in fibroblasts, cartilage, muscle and epidermis.**

**a**, UMAP dimensional reduction visualization of wild type and *mEC1<sup>dup/dup</sup>*. **b**, Marker genes used for 17 cell cluster annotations are identified. The top 3 genes for each cell cluster are presented. **c**, Gene Ontology (GO) enrichment analysis of 284 downregulated genes detected in bulk RNA-seq is performed. The top 30 GO terms are displayed and grouped into four clusters. **d**, Cell type proportion of each cell cluster between wild type and *mEC1<sup>dup/dup</sup>*. **e**, **f**, Single cell differentially gene analysis in fibroblasts (**e**) and muscle (**f**) cluster. DEGs are defined as FDR value  $\leq 0.05$  and  $|\log_2 FC| \geq 0$ . Up- and down-regulated genes are shown as red and blue dots, respectively. Some genes that are critical for cell development are labeled. Source data is provided as a Source Data file.

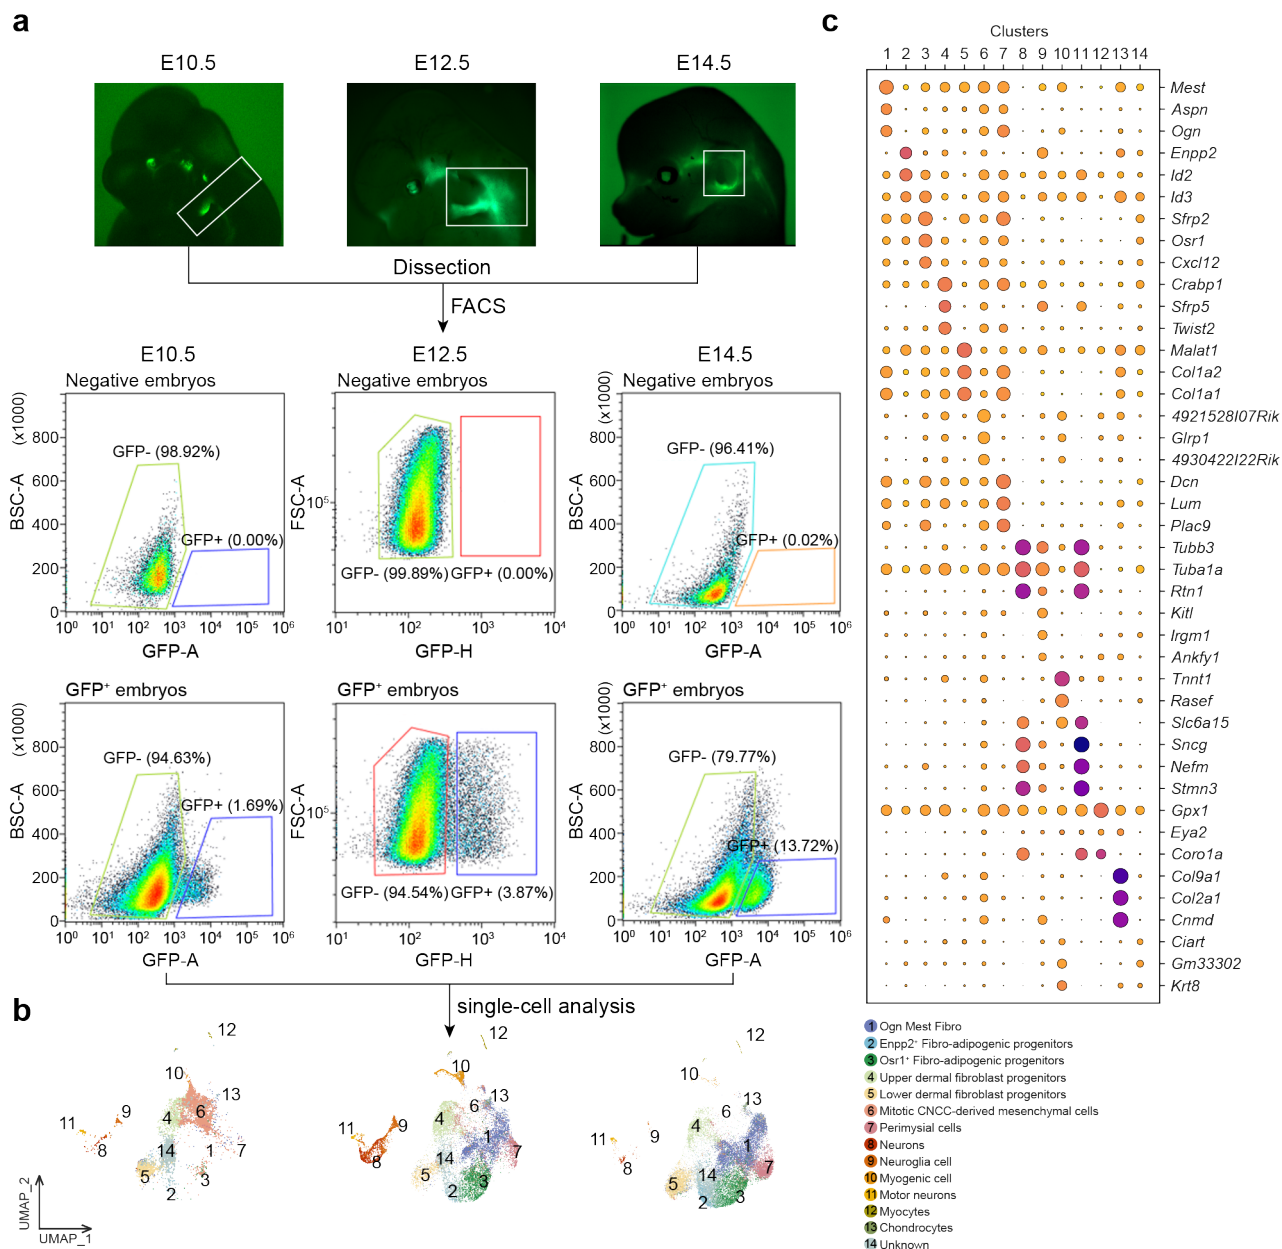

### Supplementary Figure 10 | ScRNA-seq reveals the critical role of *Hmx1* on the ear fibroblast development.

**a**, Lineage tracing of *Hmx1*<sup>+</sup> cells from E10.5 to E14.5 using the *Hmx1*-P2A-EGFP mouse reporter line. Fluorescence images for each timepoint are shown, with tissues micro-dissected for dissociation marked by white rectangles. *GFP*<sup>+</sup> cells are collected using FACS. **b**, UMAP dimensional reduction visualization of *Hmx1*<sup>+</sup> expressing cells for each timepoint is presented. **c**, Marker genes used for cell cluster annotation are identified.

## Supplementary references

- 1 Xu, Y. *et al.* A single-cell transcriptome atlas profiles early organogenesis in human embryos. *Nat Cell Biol* **25**, 604-615 (2023). <https://doi.org/10.1038/s41556-023-01108-w>
- 2 Minoux, M. *et al.* Gene bivalency at Polycomb domains regulates cranial neural crest positional identity. *Science* **355** (2017). <https://doi.org/10.1126/science.aal2913>
- 3 Kessler, S. *et al.* A multiple super-enhancer region establishes inter-TAD interactions and controls Hoxa function in cranial neural crest. *Nat Commun* **14**, 3242 (2023). <https://doi.org/10.1038/s41467-023-38953-0>
- 4 Vorontsov, I. E. *et al.* HOCOMOCO in 2024: a rebuild of the curated collection of binding models for human and mouse transcription factors. *Nucleic Acids Res* **52**, D154-D163 (2024). <https://doi.org/10.1093/nar/gkad1077>
- 5 Grant, C. E., Bailey, T. L. & Noble, W. S. FIMO: scanning for occurrences of a given motif. *Bioinformatics* **27**, 1017-1018 (2011). <https://doi.org/10.1093/bioinformatics/btr064>

# Supplementary material for: Auricular malformations are driven by copy number variations in a hierarchical enhancer cluster and a dominant enhancer recapitulates human pathogenesis
**Source:** Nat Commun. 2025 May 17;16:4598. doi: 10.1038/s41467-025-59735-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Supplementary Data 1: PC-HiC interaction information between *HMX1* promoter and other genomic regions.**

Each row in the table contains the genomic locations (hg19) of two regions of the *HMX1* promoter and it's interacting locus, and the interaction score also shows.

**Supplementary Data 2: Transcription factor binding sites (TFBSs) prediction using FIMO on the hEC1 sequence.**

The table contains motif cluster, motif ID, position, TF symbol, TF class, TF family, score, and *p*-value and *q*-value for each motif (HOCOMOCO V12 database<sup>4</sup>) bound by TFs that are co-expressed with *HMX1* in craniofacial mesenchyme predicted by FIMO software<sup>5</sup> on the hEC1 sequence. The program uses a dynamic programming algorithm to convert log-odds scores into *p*-values, assuming a zero-order background model, and *q*-values were calculated by Benjamini-Hochberg (BH) method. Five clusters of motifs were divided based on the distribution density of motifs, termed as D1 (1~162 bp), D2 (152~292 bp), D3 (282~463 bp), D4 (453~630 bp) and D5 (620~801 bp). The novel coordinator pattern consisting of HD, HMG-box, Coordinator motif in D1 and D3-4 region are highlighted.

**Supplementary Data 3: Results of identified protein binding to hEC1 using LC-MS.**

The table contains three sheets: Negative control data, sample data, sample-NC data. Protein information identified in the DNA-pull down assay and subsequent LC-MS analysis were showed. And the table is sorted by the score for each protein, and Meis1, Pbx1/3, Dlx6 and Hmga2 TFs were highlighted.

**Supplementary Data 4: EChO analysis results of TCF7L2 CUT&RUN on hCNCCs.**

The table contains information on each position and its corresponding fragment size on the hEC1.

**Supplementary Data 5: Differential gene expression analysis.**

The table provides the information of differential expression genes (DEGs) between *mEC1<sup>dup/dup</sup>* and Wild-type (WT) pinna structure at E14.5 mouse embryo. 

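Supplementary Data 5 lists the tested genes in the order of their FDR, and its group column marks those that passed the thresholds as down or up. By these marks the paper's counts are 284 downregulated and 122 upregulated genes. All 406 were tested here, and all changed in the same direction as in the paper's table. The median absolute difference in log2 fold change was 0.00274 and the largest was 0.27. For *Krt77*, *Ckm* and *Comp*, the log2 fold changes were -3.75, -2.25 and -1.24 here and -3.48, -2.38 and -1.28 in the paper's table. Limma-voom, run as an alternative, gave -3.48, -2.38 and -1.28. The DEGs called here included 273 of the paper's downregulated and 117 of its upregulated genes. Both sets of calls come from the same 10 libraries, so their overlap does not measure how stable the calls are.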

Five columns: Ensembl gene ID, gene symbol, log2 fold change (logFC), mean expression level (logCPM), false discovery rate (FDR),

and down- or up-regulated categories (group) in *mECI<sup>dup/dup</sup>* compared with WT. See Methods for details on statistical analysis.

#### **Supplementary Data 6: Motif enrichment analysis**

The table contains motif enrichment analysis results of promoters and cis-regulatory elements (cREs) related to DEGs detected in bulk RNA-seq. Motif databases is HOCOMOCO V12 core database and simple enrichment analysis (SEA) in the meme software suite was performed. 

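Simple enrichment analysis asks whether sequences matching a motif are more frequent in one set of sequences than in a control set. A motif here is a matrix of base preferences at each position, so a sequence can match it without holding its most frequent bases. The paper's table treats promoters and cis-regulatory elements as separate sets of sequences. A gene whose expression changes without a match near it can be affected through other regulators.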

*P*-values are calculated by Fisher exact test, *E*-values are the *P*-values multiplied by the number of motifs and *Q*-values are calculated by Benjamini-Hochberg (BH) method.

#### **Supplementary Data 7: GO enrichment analysis.**

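Of the genes that Supplementary Data 7 lists for epidermis development, 27 of 28 were lower DEGs here, with a median log2 fold change of -0.75, and in 22 of them every *mEC1* dup/dup embryo lay below every WT embryo. The lists for collagen fibril organization (8 of 8 genes, median -0.48), extracellular matrix organization (19 of 19, median -0.45) and myofibril assembly (16 of 16, median -0.75) were called in full. These genes were selected by the paper from the same libraries, so the counts show the sizes of the changes and not their stability.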

The table contains GO enrichment results of each GO ID, description, GeneRatio, Background ratio (BgRatio), p value (calculated by hypergeometric distribution), p.adjust (adjusted by Benjamini-Hochberg, BH), q value (adjusted by Storey Q value method), geneID and gene count (Count).

#### **Supplementary Data 8: Primer lists used in this paper.**

The table contains four sheets: RT-PCR primer, LUC primer, LacZ primer and Genotyping primer. RT-PCR primer sheet contains primers for gene expression analysis; LUC primer sheet contains primers of constructing luciferase-related vectors for cell transfection; LacZ primer sheet contains primers for constructing enSERT assay-related vectors; Genotyping primer sheet contains primers for transgenic cell line and mouse models genotyping and validation.

#### **Supplementary Data 9: Probe sequence information used in EMSA and in-situ RNA hybridization.**

DNA sequence information used in EMSA and WISH are provided.

# Supplementary material for: Auricular malformations are driven by copy number variations in a hierarchical enhancer cluster and a dominant enhancer recapitulates human pathogenesis
**Source:** Nat Commun. 2025 May 17;16:4598. doi: 10.1038/s41467-025-59735-w
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina HiSeq X10 system, Illumina NovaSeq 6000,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | <p>CNV analysis:<br/>GenomeStudio (v2011.1), FastQC (v1.1.0), Cutadapt (v1.15), BWA (v0.7.16a), Picard (v2.27.0), Samtools (v1.18), GATK (v4), MERLIN (v.1.1.2), Plink (v1.9), cn.mops (v1.48.0)</p> <p>RNA-seq analysis:<br/>FastQC (v0.12.1), STAR (v2.7.11a), featureCounts (v2.0.6), limma (v3.56.2), Glimma (v2.10.0), edgeR (v3.42.4), clusterProfiler (v4.8.3), Mus.musculus (v1.3.1), org.Mm.eg.db (v3.17.0), dplyr (v1.1.3), ggplot2 (v3.4.3), ggrepel (v0.9.3), ggnewscale (0.4.9), DOSE (v3.26.2), enrichplot (v1.20.3), tidyR (v1.3.0), RColorBrewer (v1.1.3)</p> <p>ATAC-seq, ChIP-seq, CUT&amp;RUN analysis:<br/>Samtools (version 1.3.1), MACS2 (version 2.2.7.1), bedtools (version 2.31.0), deeptools (version 3.5.2), R (version 3.6.3), Python (version 3.6.15), Perl (version v5.32.1), Java (openjdk version "1.8.0_292", OpenJDK Runtime Environment (build 1.8.0_292-b10), OpenJDK 64-Bit Server VM (build 25.292-b10, mixed mode)), picard (version 2.8.0), meme (version 5.1.1), tabix (version 1.11), Genome (GRCh38.p14), pyGenomeTracks (version 3.8)</p> <p>HiC and PC-HiC analysis:<br/>hicup_digester, HiCUP software (version 0.9.2), Chicago R package (version 1.30.0), bam2chicago.sh, makeDesignFiles.py, pygenometrack (version 3.9), HiCExplorer (version 3.7.2)</p> |

## scRNA-seq analysis:

CeleScope pipeline (<https://github.com/singleron-RD/CeleScope>), Seurat (version 4.3.0), SCANPY (version 1.9.3), CellRank package (version 2.0.2)

## EChO analysis:

EChO software (<https://github.com/FredHutch/EChO>)

## Other software:

GraphPad Prism (v10)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw sequencing data and processed data in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE263084 (CUT&RUN, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263084>), GSE263085 (PC-HiC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263085>), GSE263086 (bulk RNA-seq, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263086>), GSE263087 (scRNA-seq, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263087>). The raw genomic data are available under restricted access for patients' confidentiality, access requires a brief project description and a signed data-use agreement restricting downstream data sharing and limiting use to the requesting investigator. In addition, we used public sequencing datasets: ChIP-seq datasets: GSE28874 (d11hCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE28874>), GSE145327 (P4hCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145327>), GSE70751 (P4hCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70751>), GSE89435 (mCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89435>), GSE211900 (Pinna, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211900>). ATAC-seq datasets: GSE108517 (d11hCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108517>), GSE145327 (hESC and P4hCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145327>), GSE89436 (mCNCC, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89436>), GSE211899 (Pinna, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211899>). scRNA-seq dataset: GSE157329 (single-cell transcriptomes of 4- to 6-week human embryos, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157329>). Additionally, human embryonic craniofacial epigenetic data from stages CS13, CS14, CS15, and CS17 were accessed from <https://cotney.research.uchc.edu/craniofacial/>. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

## Reporting on sex and gender

Sex and gender data have been collected. No sex- and gender-based analyses have been performed, as patients with bilateral constricted ear (BCE) show no sex differences, and gender differences in our mouse model do not impact disease occurrence.

## Reporting on race, ethnicity, or other socially relevant groupings

The population involved in this study was Han Chinese from China.

## Population characteristics

The populations characteristics with bilateral constricted ear are of Chinese ancestry as described in the manuscript

## Recruitment

The cohort of patients with bilateral constricted ear (BCE) were recruited in genetics clinics on the basis of clinical findings compatible with the clinical diagnosis of BCE.

## Ethics oversight

For this study, written informed consent for participation in genetic and biological research was obtained from all subjects or their legal guardians. Ethical approval was granted by the Ethics Committees of the School of Biological Science and Medicine Engineering at Beihang University and the Plastic Surgery Hospital of the Chinese Academy of Medical Sciences. The study has been registered and approved by China's Ministry of Science and Technology (project 2023-CJ0849).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For clinical sample size, we collected a cohort of seven Chinese families (from five separate provinces) and 30 BCE patients, 16 normal people in the corresponding families were sequenced. This sample size is the largest reported in the biomedical literature.<br>For sequencing size, we chose samples sizes regarding replicates based on the standards of the field (the ENCODE Data standards).<br>For experimental size, we chose samples sizes regarding replicates based on the sensitivity of corresponding experimental types.<br>We did not perform any statistical tests to predetermine sample sizes.                                                                                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | For qPCR and histological experiments, all the experiments are based on at least three biologically independent replicates.<br>For luciferase assay, experiments are based on at least two or three biologically independent cell differentiation processes, and 2~4 technical replicates were performed at each biologically replicates.<br>For in vivo LacZ assay, staining results are reported based on at least three positive embryos except for the hEC3 staining pattern (one pattern only have one replicate may be caused by the very low intrinsic enhancer activity in pinna zone).<br>For RNA-seq experiments, five independent embryos for wild type and mEC1dup/dup mice embryos were included.<br>For CUT&RUN assay, two biological replicates were included.<br>Overall, reproducibility among replicates for all experiments was high.<br>For scRNA-seq of lineage tracing in mouse embryo pinna and promoter-capture HiC in-vitro hCNCCs, one replicate was generated in this study. |
| Randomization   | In the mouse studies, biological replicates were derived from siblings from separate litters. The mice and embryos utilized were bred and/or set up identically, and were distributed randomly across various experimental categories.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | There was not blinding in this rather diagnostic study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies:</p> <p>Mouse monoclonal anti-p75 antibody, Abcam, ab245134<br/> Rabbit monoclonal anti-NR2F1 antibody, Abcam, ab181137<br/> Mouse monoclonal anti-TFAP2A antibody, Santa Cruz, sc-12726<br/> Rabbit polyclonal anti-SOX9 antibody, Millipore, AB5535<br/> Rabbit polyclonal IgG antibody, EpiCypher, 13-0042k<br/> Rabbit polyclonal anti-H3K27ac antibody, Active Motif, 39133<br/> Rabbit polyclonal anti-TCF7L2 antibody, Cell Signaling, 25695</p> <p>Secondary antibodies:</p> <p>Goat polyclonal anti-mouse Alexa Fluor 488 antibody, Thermo fisher, A28175<br/> Goat polyclonal anti-rabbit Alexa Fluor 594 antibody, Thermo fisher, A-11012<br/> Mouse monoclonal PerCP/Cyanine5.5 anti-human CD271 (NGFR) antibody (ME20.4), BioLegend, 345112</p> |
| Validation      | <p>Primary antibodies:</p> <p>Mouse monoclonal anti-p75 antibody, Abcam, ab245134: validated by the vendor by WB, Flow Cyt, ICC/IF, IP<br/> Rabbit monoclonal anti-NR2F1 antibody, Abcam, ab181137: validated by the vendor by Flow Cyt (Intra), WB, IHC-P, ICC/IF<br/> Mouse monoclonal anti-TFAP2A antibody, Santa Cruz, sc-12726: validated by the vendor by WB, IP, IF and IHC(P)<br/> Rabbit polyclonal anti-SOX9 antibody, Millipore, AB5535, Abcam, ab181137: validated by the vendor by IHC, WB, ChIP, ChIP-seq, ICC, IF<br/> Rabbit polyclonal IgG antibody, EpiCypher, 13-0042k: validated by the vendor by CUT&amp;RUN, CUT&amp;Tag</p>                                                                                                                                 |

Rabbit polyclonal anti-H3K27ac antibody, Active Motif, 39133: validated by the vendor by ChIP, ChIP-Seq, ICC/IF, WB and CUT&Tag  
 Rabbit polyclonal anti-TCF7L2 antibody, Cell Signaling, 2569S: validated by the vendor by WB, Immunoprecipitation, CUT&RUN, CUT&Tag

#### Secondary antibodies:

Goat polyclonal anti-mouse Alexa Fluor 488 antibody, Thermo fisher, A28175: validated by the vendor by WB, IHC (F), ICC/IF, Flow Cytometry

Goat polyclonal anti-rabbit Alexa Fluor 594 antibody, Thermo fisher, A-11012: validated by the vendor by ICC/IF, Flow Cytometry

Mouse monoclonal PerCP/Cyanine5.5 anti-human CD271 (NGFR) antibody (ME20.4), BioLegend, 345112: validated by the vendor by Flow Cytometry

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                    |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The human embryonic stem cell line (H9) was provided by UBIGENE (Guangzhou, China) |
| Authentication                                                       | The H9 cell line was authenticated by UBIGENE (Guangzhou, China)                   |
| Mycoplasma contamination                                             | Cell lines were tested negative for Mycoplasma                                     |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>Mouse C57BL6 strain was used for generating different transgenic pinna malformation models, embryos in E9.5, E10.5 and E14.5 were collected for downstream experiment (in-situ hybridization, RNA-seq, etc.). For breeding, all mice used were at least 8 weeks old and not older than 8 month.</p> <p>Mouse FVB strain was used for generating H11-integrated transgenic enhancer LacZ assay, embryos in E9.5, E11.5 and E14.5 were collected for LacZ staining.</p> <p>All mice were housed in a temperature-controlled environment (<math>20 \pm 2^\circ\text{C}</math>) with regulated humidity (50-60%) and standard 12-hour light/dark photoperiod. Animals had continuous access to food and water throughout the experimental period.</p> |
| Wild animals            | The study did not involve wild animals                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Reporting on sex        | There are no sex differences in the resulting phenotypes                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | No involvement of field-collected samples                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All animal experiments were approved by the Animal Care Committee in Beihang University                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | Related data have been uploaded to GEO database. GSE263084 (CUT&RUN, <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263084">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263084</a> ) |
| Files in database submission                                       | fastq and bigwig files for the following samples:<br>IgG_hCNCCs_rep1<br>IgG_hCNCCs_rep2<br>H3K27ac_hCNCCs_rep1<br>H3K27ac_hCNCCs_rep2<br>TCF7L2_hCNCCs_rep1<br>TCF7L2_hCNCCs_rep2                              |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | bigwig files used for figures are deposited in GEO. Genome browser views were generated with pyGenomeTracks (version 3.8)                                                                                      |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two biological replicates were performed in all CUT&RUN results                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Sequencing depth        | CUT&RUN sequencing libraries were sequenced on the Illumina NovaSeq 6000 platform (2 × 150 bp, paired-end). The total sequencing depth for each sample was between 8M to 12M reads.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Antibodies              | Rabbit polyclonal IgG antibody, EpiCypher, 13-0042k<br>Rabbit polyclonal anti-H3K27ac antibody, Active Motif, 39133<br>Rabbit polyclonal anti-TCF7L2 antibody, Cell Signaling, 25695                                                                                                                                                                                                                                                                                                                                                                                                             |
| Peak calling parameters | CUT&RUN sequencing data were analyzed employing the CUT&RUNTools 2.0 pipeline ( <a href="https://github.com/fl-yu/CUT-RUNTools-2.0">https://github.com/fl-yu/CUT-RUNTools-2.0</a> ). For histone peak calling, the fragment size filter was deactivated, while for TFs, fragments larger than 120 bp were filtered out. Normalized bigwig files were generated using an alignment scale factor based on spike-in reads from E. coli K12 strain MG1655                                                                                                                                            |
| Data quality            | All samples were quality controlled by the log report function in each procedure in the pipeline.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Software                | All the software used are integrated into the CUT&RUNTools 2.0 pipeline, with the corresponding software as follows: bowtie2 (version 2.5.1), Samtools (version 1.3.1), MACS2 (version 2.2.7.1), bedtools (version 2.31.0), deeptools (version 3.5.2), R (version 3.6.3), Python (version 3.6.15), Perl (version v5.32.1), Java (openjdk version "1.8.0_292", OpenJDK Runtime Environment (build 1.8.0_292-b10), OpenJDK 64-Bit Server VM (build 25.292-b10, mixed mode)), picard (version 2.8.0), meme (version 5.1.1), tabix (version 1.11), Genome (GRCh38.p14), pyGenomeTracks (version 3.8) |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                         |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Micro-dissected forming pinna prominences from Hmx1wt/EGFP embryos were enzymatically dissociated using 0.5% trypsin/1× EDTA for 10 minutes at 37 °C (for E10.5 and E12.5 stages) and papain digestion mix for 7 minutes (for E14.5 stage). The treated tissues were then rinsed in ice-cold 1× DMEM, filtered, and GFP+ cells were enriched using FACS |
| Instrument                | Sony MA900                                                                                                                                                                                                                                                                                                                                              |
| Software                  | MA Cell Sorter Software                                                                                                                                                                                                                                                                                                                                 |
| Cell population abundance | GFP positive cells were determined by comparing against equivalent tissues from negative control embryos which don't express GFP markers. Negative control embryos were from the same litter as positive embryos.                                                                                                                                       |
| Gating strategy           | Firstly, cells were selected by scatter areas (FSC-A vs BSC-A). Then doublets were excluded by assessing scatter areas (FSC-A vs FSC-H). At last, positive GFP cells were sorted based on fluorescent signals on 488 nm.                                                                                                                                |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

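Bulk RNA-seq of the E14.5 pinna prominence was re-analysed for 5 WT and 5 *mEC1* dup/dup replicates. The authors made the deposited values by trimming paired-end reads with fastp, aligning them to GRCm39 with STAR and counting reads per gene with featureCounts, and the deposited table holds raw counts with no normalization. The paper's text does not state the annotation release, the use of strand or the handling of reads with several matches. Every column of the table was mapped to a genotype and a replicate number through the sample labels. The genotype assignment was checked by *Hmx1*, which was higher in each library labelled *mEC1* dup/dup than in each WT library.

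The table holds 53465 genes under Ensembl identifiers. Symbols and positions came from a GENCODE annotation of GRCm39, which matched 49355 of them, and the unmatched genes held 0.111% of the counts. Total counts per library ranged from 17461544 to 18462073. Depth limits the precision of genes with low counts, and reads carry no molecular identifiers, so intervals from counts cover counting error only.

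Genes were filtered with edgeR's filterByExpr by genotype and normalized by TMM. They were fitted with edgeR version 4.0.16 (estimateDisp, glmQLFit without robust estimation, glmQLFTest) in R version 4.3.3, with genotype as the only term. The methods of the paper name limma, Glimma and edgeR without the test, so the quasi-likelihood test was the main choice and limma-voom (limma version 3.58.1) an alternative. DEGs had an adjusted p (Benjamini-Hochberg) of at most 0.05 and an average log2 CPM of at least 1. Standard errors of log2 fold changes are their size divided by the square root of the F statistic. Log2 CPM of single embryos used a prior count of 2.

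Gene set scores are means of log2 CPM over the tested members in each embryo. They were compared by two-sided exact permutation tests over 252 arrangements, with Benjamini-Hochberg adjustment over 13 sets. Limma's camera was planned with unadjusted p. Its p adjusted over the 13 sets, given with the results, was chosen after seeing the data. The lists of sarcomere, mast cell and hypoxia response genes were written by hand before the counts were seen but after reading the paper's supplement, which names some of their members. The keratin, collagen, sarcomere and cartilage matrix sets were chosen to stand beside the paper's own statements, which rest in part on these libraries. The embryonic globin share is the percentage of globin counts on *Hbb-y*, *Hbb-bh1* and *Hba-x*. Genes named in the text were chosen by a rule written before the counts were seen. The rule took *Hmx1*, *Cpz* and their annotated neighbours, the genes the paper names or labels for these data, the genes it names for the single-cell comparison, and the 5 largest decreases and increases among DEGs whose groups do not overlap. *Xist* and the Y-linked genes were read for the sex of the embryos, and *Hba-a2*, *Htra3*, *Fgfbp1* and *Fosl2* are named because they make up small counts.

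WT and *mEC1* dup/dup libraries carry the same replicate numbers in their labels, and the pairing tested as a block comes from these numbers alone. Same-numbered libraries are different embryos. The paper's reporting summary states that biological replicates in the mouse studies were siblings from separate litters, without saying which libraries share a litter, so same-numbered libraries could be siblings. The mean correlation of their deviations was 0.162, and 6 of the 120 possible pairings of the WT with the *mEC1* dup/dup libraries reached as high a mean.

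Alternatives changed one choice at a time: the size factors of DESeq2 (version 1.42.0) or upper quartile normalization, the Wald test of DESeq2, limma-voom with and without sample quality weights, edgeR's likelihood ratio test, no filter or a minimum of 10 counts in every embryo, other thresholds, the replicate block, log2 CPM of *Xist* as a covariate, and each embryo left out in turn. Scores were also computed with a prior count of 0.5, as z scores, and with limma's camera. The embryonic globin share as a covariate and scaling to total counts alone were added after seeing the data. The steps were tested on simulated counts in which 200 of 16259 tested genes had a log2 fold change of 1. The fit called 94% of the changed genes, with 6 unchanged genes among 194 called and none called in the wrong direction. This rate does not describe the DEGs found here, whose median log2 fold changes were smaller (-0.55 for lower and 0.22 for higher). In counts simulated with the fold changes of the 298 lower and 137 higher DEGs, 220 lower and 68 higher genes were called. In a simulated change of a set of 20 genes by -0.5, the estimate was -0.50.

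The single-cell data, the P0 measurements of Fig. 6l, the motif matrices and cis-regulatory elements, and a GO enrichment over all terms were not analysed here. Figures were drawn with matplotlib version 3.10.9.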

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

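Among the tests below, the one on genes that fall with age was chosen after the globin share had been seen, and those on total globin counts, on the globin share as a covariate, on mixed libraries and on the embryo without *Xist* counts only after the result, or part of it, had been seen. The simulations that judge the covariates were also added after the covariates' results had been seen.

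The embryonic globin share was 12.98 percentage points higher in *mEC1* dup/dup than in WT. The paper's text does not discuss globin expression in these embryos. All 5 *mEC1* dup/dup embryos lay above all 5 WT embryos (two-sided exact permutation test, p = 0.00794, the smallest that this test can give). The share was chosen before the data were examined as a measure of stage from outside the pinna's own cells, and a difference of 12.98 points in this direction is consistent with *mEC1* dup/dup embryos of a younger stage. A second measure, chosen after the globin share had been seen, points the same way. Of 7 genes that fall with age in many tissues (*Lin28a*, *Lin28b*, *Igf2bp1*, *Igf2bp2*, *Igf2bp3*, *Hmga2* and *Trim71*), 6 were tested. All 6 were higher in *mEC1* dup/dup, and their mean log2 CPM rose by 0.16 (two-sided exact permutation test, p = 0.0238, not adjusted). None of the 6 was a DEG, and their log2 fold changes ran from 0.019 (*Trim71*) to 0.39 (*Lin28b*). This set was not among the 13 sets given to limma's camera. The score of 20 proliferation genes showed no such difference (0.02, two-sided exact permutation test, p = 0.484). Total globin CPM gave no evidence of less blood in the *mEC1* dup/dup samples, since its mean was 163.5 higher in *mEC1* dup/dup (exact permutation test, p = 0.754). This higher mean comes from *mEC1* dup/dup replicate 5 (2892), and the other 4 (1423 to 1564) lay below the WT mean of 1631 and within the WT range of 1263 to 2006. Beta globins alone gave a difference of 18.2 points. The paper describes delayed muscle and epidermis in these mice, and a delay caused by the genotype, litters of unequal age and a difference in staging would all raise this share. The paper's reporting summary states that replicates were siblings from separate litters. If each litter gave both genotypes, unequal age of the litters would not separate them, but which libraries share a litter is not stated. With the embryonic globin share as a covariate, 0 lower DEGs were left. This covariate inflates the variance of the genotype effect by a factor of 19.3, and in counts simulated with 298 lower genes and no effect of the globin share it also left 0. Of the 435 DEGs, 284 kept their sign with this covariate, and the median ratio of their standard errors to those without it was 4.30. Some decreases grew, as those of *Ckm* (-2.25 to -2.60), *Myl2* (-1.92 to -2.65), *Myl3* (-1.36 to -2.53) and *Ecrg4* (-0.98 to -1.71), while the 3 epidermal genes *Krt77*, *Dmkn* and *Krtdap* reversed. At this precision, the test cannot say for single genes whether they follow the stage of the embryos.

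*Xist* had 19040 counts in the highest *mEC1* dup/dup library and at most 5 in any WT library, and the paper states that no analysis by sex was done. The 4 Y-linked genes *Uty*, *Kdm5d*, *Ddx3y* and *Eif2s3y* together had 3201, 3658, 3563, 3380 and 3088 counts in WT replicates 1 to 5, and 639, 36, 31, 3024 and 3293 in *mEC1* dup/dup replicates 1 to 5. By these counts the WT libraries and *mEC1* dup/dup replicate 5 carry RNA of male embryos, and *mEC1* dup/dup replicates 2 and 3 of female embryos. *mEC1* dup/dup replicate 1 had *Xist* at 71.9% of the mean of the 2 highest libraries and Y-linked CPM at 19.3% of the WT mean, which sum to 91.2%. In *mEC1* dup/dup replicate 4 the same measures were 11.1% and 86.2%, which sum to 97.3%. Sums near 100% are consistent with mixed samples, in which RNA of female and male embryos entered one library (91.2 and 97.3). Whether pinnae were pooled or RNA was carried over cannot be read from the counts.

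Unequal numbers of female and male embryos may contribute to the genes lower in *mEC1* dup/dup. With log2 CPM of *Xist* as a covariate, 1 lower DEG was left, which is below the limit set before the data were examined for an effect of sex. That test turned out not to be decisive. On the log2 scale, *mEC1* dup/dup replicate 4 is coded close to the female libraries, although its Y-linked CPM was 86.2% of the WT mean. The covariate inflates the variance of the genotype effect by a factor of 2.66, and in counts simulated with no effect of sex, the lower calls dropped from 220 to 41. The real calls dropped further, to 1, so the simulation does not account for all of the loss. In the other direction, all 435 DEGs kept their sign with this covariate. *mEC1* dup/dup replicate 5, which has no *Xist* counts, lay on the side of its genotype in 80.4% of the lower DEGs called without it, which is not what a difference due to female embryos alone would give. Of 590 tested genes on X, 13 were lower and 2 higher DEGs. The sex of the embryos and the genotype cannot be fully told apart, because no WT library carries RNA of female embryos.

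*Gm43377* (log2 fold change 1.54) and *4930442P19Rik* (log2 fold change 1.42) rose in *mEC1* dup/dup, and the paper does not discuss them. Both are annotated within *Hmx1*. *4930442P19Rik* shares 98.3% of its exonic bases with another gene on its strand and 14.1% with genes on the opposite strand, among them *Hmx1*. Reads of *Hmx1* counted on these genes were not tested for, since the reads were not used here.

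Single embryos stood apart from the others of their group in 10 of 116 tests, where chance gives about 1 in 20. In WT these were replicate 3 for *Comp* (log2 CPM 4.15, against 3.69 to 3.77 in the others) and replicate 5 for *Tnnt3* (6.76, against 6.23 to 6.37). *mEC1* dup/dup replicate 1 had the lowest chondrocyte marker score (7.66, against 8.96 to 9.37) and cartilage matrix score (5.78, against 6.74 to 7.05), and the highest epithelial marker score (7.35, against 6.86 to 7.00). *mEC1* dup/dup replicate 4 had the lowest log2 CPM of *Dsc1* (-1.87, against -0.48 to -0.12). *mEC1* dup/dup replicate 5 had the highest log2 CPM of *Hbb-y* (9.55, against 8.59 to 8.80) and *Hba-x* (7.54, against 6.49 to 6.76), the highest mast cell score (2.65, against 2.30 to 2.35) and the highest hypoxia response score (5.92, against 5.82 to 5.84). *mEC1* dup/dup replicate 5 also had the highest globin CPM (2892), while its embryonic globin share of 32.5% was the lowest of its group. The sum for *mEC1* dup/dup replicate 1 (91.2) is consistent with a mixed sample, and whether a mix bears on its scores was not tested. No cause was tested for the values of these embryos.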

How the results depend on the processing

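The normalizations and filters named next changed the counts little. The DESeq2 size factors, upper quartile normalization, limma-voom, the filters on low counts and dropping the log2 CPM threshold gave 276 to 329 lower and 119 to 140 higher DEGs, within 1.5 times the 298 and 137 reported. Total counts without scaling factors, chosen after seeing the data, gave 283 and 188, and a lower share of 60.1%. Other tests called more genes. The DESeq2 Wald test gave 507 lower and 315 higher (61.7% lower), limma-voom with sample quality weights 584 and 309, and edgeR's likelihood ratio test 448 and 219. The replicate block gave 488 lower and 200 higher. Stricter thresholds called fewer: 62 and 16 at an adjusted p of at most 0.01 (79.5% lower), and 53 and 3 with a log2 fold change of at least 1 in size (94.6% lower). With log2 CPM of *Xist* as a covariate, 1 was lower and 1 higher (50% lower), and 1451 genes had an unadjusted p under 0.05. With the embryonic globin share as a covariate, which was chosen after seeing the data, 0 were lower and 0 higher, and 793 genes had an unadjusted p under 0.05. Across the 10 fits that each left out one embryo, the calls ranged from 120 to 476 lower and from 34 to 179 higher, and the share of lower genes from 67.9% to 77.9%. More genes were lower than higher in every one of these fits except those with either covariate, in which the 2 counts were equal. Apart from the loss of precision shown by the simulations for the covariates, the cause was not tested.

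*Hmx1* kept its direction and its call under every alternative chosen before the data were examined, with a log2 fold change from 1.02 to 1.38 and adjusted p from 1.22e-33 to 0.028, and lost its call with the globin share as a covariate (0.34, adjusted p = 0.921). *Cpz* was never called, and its log2 fold change reversed with the globin share (1.00). Among the named genes, the same covariate reversed *Krtdap* (0.53), *Krt10* (0.89), *Dmkn* (0.21), *Krt77* (0.91), *Sparc* (0.034), *Aqp3* (0.81), *Asprv1* (1.02), *Dsg1b* (1.56), *Cyp4f39* (0.15), *Dsg1a* (0.46), *Tgm3* (1.43), *Krt1* (1.13), *Abca12* (0.094), *Krt4* (0.70), *Msx1* (0.45), *Fgf18* (-0.33), *Cebpb* (1.37) and *Ets1* (0.38), and 22 named genes lost their call in the same direction, some with a larger log2 fold change, such as *Myl3* (-2.53) and *Ecrg4* (-1.71). The *Xist* covariate reversed *Cebpb* (0.0086) and *Camk2a* (0.014), and the adjusted p of 36 named genes rose above 0.05. Both the 22 and the 36 genes include *Gm43377*, which was not a DEG and so had no call to lose. Limma-voom lost 2 calls, *4930442P19Rik* and *Hba-x*. Of the 37 named genes with an adjusted p of at most 0.05, 30 kept it in all 10 fits without one embryo. The adjusted p rose above 0.05 for *Ldha* in 8 of these fits, *Hbb-y* in 7, *Ogn* and *Hba-x* in 6 each, *4930442P19Rik* and *Dsg1b* in 5 each and *Sparc* in 4. None of the reversed values passed the threshold.

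Among the set scores, the collagen score lost its significance most often: in the exact permutation test with a prior count of 0.5 (-0.21, p = 0.0556) and as z scores (-0.68, p = 0.0714), with limma's camera (-0.21) and with the replicate block (-0.21), and in 9 of the 10 fits without one embryo, whose differences ranged from -0.28 to -0.17. Camera, before adjustment, left the sarcomere (-0.61) and epithelial scores (-0.64) above 0.05, and with the replicate block also the keratin (-0.86), sarcomere (-0.61), perimysial (-0.53), epithelial (-0.64) and hypoxia response scores (-0.19), but not the mast cell score. After adjustment over the 13 sets, camera kept the mast cell score alone (adjusted p = 0.0409), and with the block no set (adjusted p from 0.237 to 0.819). The differences are the same with the block as without it, while the single-gene calls rose to 488 lower and 200 higher. The chondrocyte score ranged from -0.34 to 0.089 without one embryo, and reversed without *mEC1* dup/dup replicate 1. The myogenic score, close to 0, ranged from -0.056 to 0.099. With no filter on low counts, the keratin difference shrank to -0.41 and the mast cell difference to -0.73 (exact permutation test, p = 0.00794 for each). The cartilage matrix score ranged from -0.55 to -0.24 without one embryo, with p from 0.0317 to 0.183 in the exact permutation test. The wider promoter window gave a log2 odds ratio of 0.38 for the HMX core motif (Fisher's exact test, p = 0.0259), against p from 0.389 to 0.574 in the other versions. The cause of these changes was not tested. No set score was run with log2 CPM of *Xist* or the embryonic globin share as a covariate, so how the scores hold under them is unknown.

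The depth, at most 18462073 counts per library, limits genes such as *Gm43377*, at 0.58 CPM in WT. The correlation of same-numbered libraries was 0.162, reached by 6 of 120 pairings.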

Differences from the paper's values

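The counts of lower and higher genes reported here (298 and 137) are within 1.5 times the paper's 284 and 122, and none of the compared values differed by more than that. The DEGs here include 273 of the paper's 284 downregulated and 117 of its 122 upregulated genes. Of the 11 downregulated and 5 upregulated genes that are missing, the DESeq2 Wald test and limma-voom with sample quality weights called every one. Limma-voom called 5 and 5 of them, the likelihood ratio test 9 and 1, the replicate block 8 and 2, and upper quartile normalization 3 and 1. Total counts without scaling factors, chosen after seeing the data, called 1 and 3. No filter on low counts called 5 of the downregulated genes, a minimum of 10 counts 6, and the fits without WT replicate 4, WT replicate 5, *mEC1* dup/dup replicate 1 or *mEC1* dup/dup replicate 2 called 6, 1, 8 and 1, the first of these also 2 of the upregulated genes.

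The paper states that the shifts in cell type proportions match the bulk RNA-seq. In Supplementary Fig. 9d the *mEC1* dup/dup share of the perimysial cluster and of the myocyte cluster is the larger one, while in the bulk libraries the perimysial marker score was lower in *mEC1* dup/dup (-0.53, p = 0.00794 in the exact permutation test) and the myocyte marker score was not higher (-0.38, p = 0.0794 in the same test). No alternative that was run gave a higher score for either.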

Other observations

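Of the tests below, those on total counts and on genes near *Hmx1* were chosen after seeing the data, or part of it. The one on epidermal cells was chosen after *Krt5* had been seen in the paper's lists, and some members of the mast cell and hypoxia response sets had been seen there too.

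The number of DEGs was compared with that of other splits of the 10 embryos into 5 and 5. Of the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many as 435 DEGs. The next highest number among these 16 was 0. This design cannot give a share below 0.0625, so the comparison is not decisive. Among the other 84 splits drawn, which part fewer pairs, none gave as many and the highest number was 17.

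Other technical explanations for the genes lower in *mEC1* dup/dup were tested. For a few genes that take most of the counts, the median log2 fold change of tested genes (-0.00415) cannot tell, because TMM, the DESeq2 size factors and upper quartile normalization all bring it near 0. Scaling to total counts alone, chosen after seeing the data, does not fix it. It gave a median of 0.00693 with 283 lower DEGs, 282 of them among the 298, so a few genes that take most of the counts are unlikely to account for the lower genes. The 10 genes with the most counts held 4.64% to 5.45% of the counts of each library. The Spearman correlation across genes between the log2 fold change and exonic GC content was 0.0241, and with exonic length 0.00107. Genes are not independent replicates. For a strain variant around the edited locus, 4 of the 159 tested genes within 10 Mb of *Hmx1* were DEGs (2.52%, *4930442P19Rik*, *Htra3*, *Fgfbp1* and *Fosl2*, with *Hmx1* left out), against 2.65% elsewhere (Fisher's exact test, p = 1). This compares the frequency of DEGs only and does not bear on single genes at the locus. A lower hypoxia response, as from a difference in handling time, remains possible: the score of 25 hypoxia response genes differed by -0.19 (two-sided exact permutation test, p = 0.0159 and 0.0344 after adjustment over 13 sets), and 22 of the 25 genes were lower. Limma's camera gave an adjusted p of 0.0828, and 0.261 with the replicate block. Handling times are not recorded for these libraries, so a change in glycolysis as part of the phenotype cannot be told apart from it.

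For the keratin genes lower in *mEC1* dup/dup, fewer epidermal cells in the samples are a candidate explanation: the score of the paper's markers *Krt5*, *Perp* and *Krt15* differed by -0.64 (p = 0.0159 in the exact permutation test). Part of this score is itself made of keratin genes. An equal loss of all epidermal cells would lower the keratin genes by similar amounts. Of the 8 keratin genes that were lower DEGs, *Krt5*, *Krt14* and *Krt19* had log2 fold changes of -0.69, -0.64 and -0.84. Those of *Krt77*, *Krt10*, *Krt1*, *Krt4* and *Krt6a* were -3.75, -1.86, -1.97, -2.28 and -1.51 (standard errors of the 8 from 0.14 to 0.45). For these 8 genes, the values argue against an equal loss of cells as the only cause. The bulk data do not separate a loss of some epidermal cells from less mature cells. Mast cell genes, which the paper does not discuss as a group, differed by -0.90 (p = 0.00794 in the exact permutation test, 0.0258 after adjustment over 13 sets), and all 8 tested members were lower. Its members *Cma1* and *Tpsb2* had been seen near the top of the paper's DEGs before the list was written. The set is thus not an independent test. Limma's camera gave an adjusted p of 0.0409, and 0.237 with the replicate block.

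When each embryo was placed on the midpoint between the groups for the DEGs called without it, the share of DEGs in which it lay on the side of its own genotype was 95.0%, 91.3%, 89.2%, 56.3% and 74.0% for WT replicates 1 to 5. It was 62.6%, 94.9%, 98.1%, 85.6% and 77.8% for *mEC1* dup/dup replicates 1 to 5. WT replicate 4 and *mEC1* dup/dup replicate 1 were thus the least typical of their genotypes.

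Genes that the paper reports from single chondrocytes and fibroblasts were read in the bulk libraries, where all cell types are mixed. *Msx1* had a log2 fold change of -0.05 (adjusted p = 0.847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Fgf18* 0.20 (adjusted p = 0.401) and *Cebpb* -0.30 (adjusted p = 0.369). Over the alternatives, the direction of all 3 reversed with the embryonic globin share as a covariate, chosen after seeing the data, and that of *Cebpb* also with the *Xist* covariate (0.0086). *S100a4* and *Ccl21a* are listed at 0 in all 10 libraries. 33.3% of the exonic bases of *S100a4* are shared with another gene on its strand, and *Ccl21a* has near-identical copies, so their counts are uncertain. *E130018O15Rik*, next to *Hmx1*, had 1, 5, 5, 1 and 3 counts in WT and 8, 8, 6, 7 and 9 in *mEC1* dup/dup, too few to be tested.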
